# Inhibition of SF3B1 improves the immune microenvironment through pyroptosis and synergizes with αPDL1 in ovarian cancer

**DOI:** 10.1038/s41419-023-06301-1

**Published:** 2023-11-27

**Authors:** Shourong Wang, Yao Liu, Huimin Xiao, Zhongshao Chen, Xiaohang Yang, Jingjing Yin, Yingwei Li, Cunzhong Yuan, Shi Yan, Gang Chen, Qinglei Gao, Beihua Kong, Chaoyang Sun, Kun Song

**Keywords:** Ovarian cancer, Immunotherapy, Cancer microenvironment

## Abstract

Ovarian cancer is resistant to immune checkpoint blockade (ICB) treatment. Combination of targeted therapy and immunotherapy is a promising strategy for ovarian cancer treatment benefit from an improved immune microenvironment. In this study, Clinical Proteomic Tumor Analysis Consortium (CPTAC) and The Cancer Genome Atlas (TCGA) cohorts were used to screen prognosis and cytotoxic lymphocyte infiltration-associated genes in upregulated genes of ovarian cancer, tissue microarrays were built for further verification. In vitro experiments and mouse (C57/BL6) ovarian tumor (ID8) models were built to evaluate the synergistic effect of the combination of SF3B1 inhibitor and PD-L1 antibody in the treatment of ovarian cancer. The results show that SF3B1 is shown to be overexpressed and related to low cytotoxic immune cell infiltration in ovarian cancer. Inhibition of SF3B1 induces pyroptosis in ovarian cancer cells and releases mitochondrial DNA (mtDNA), which is englobed by macrophages and subsequently activates them (polarization to M1). Moreover, pladienolide B increases cytotoxic immune cell infiltration in the ID8 mouse model as a SF3B1 inhibitor and increases the expression of PD-L1 which can enhance the antitumor effect of αPDL1 in ovarian cancer. The data suggests that inhibition of SF3B1 improves the immune microenvironment of ovarian cancer and synergizes ICB immunotherapy, which provides preclinical evidence for the combination of SF3B1 inhibitor and ICB to ovarian cancer treatment.

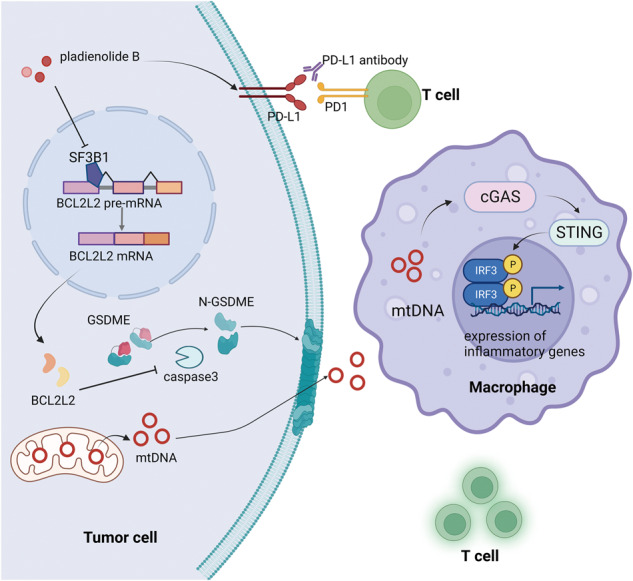

## Introduction

Advanced ovarian cancer has a poor prognosis and a lack of effective treatment, making it the fifth leading cause of cancer-related deaths of women in the United States [1]. Immune checkpoint blockade (ICB) monotherapy is less effective in ovarian cancer than in other solid tumors [2, 3]. Different responses to ICB may be attributed to several factors that directly or indirectly affect cytotoxic T lymphocyte (CTL) recruitment and activation, including the tumor mutational burden, expression of programmed cell death protein 1 (PD-1) and programmed death ligand 1 (PD-L1), homologous repair deficient and proficient phenotypes, and the tumor microenvironment (Tregs, M2-type tumor-associated macrophages (TAMs), plasmacytoid DCs, N2-type neutrophils, and myeloid-derived suppressor cells (MDSCs)) [4, 5]. Studies on the combination of ICB therapy with traditional chemotherapy, radiotherapy, and targeted treatment didn’t present inspiring achievement: A phase 2 clinical trial of a combination of nivolumab and bevacizumab in relapsed ovarian cancer demonstrated an objective response rate (ORR) of 28.9% and median progression-free survival (PFS) of 8.1 months [6]; JAVELIN Ovarian 100, a phase III randomized controlled trial (RCT) of chemotherapy-naïve epithelial ovarian cancer comparing chemotherapy alone versus chemotherapy followed by avelumab maintenance versus chemotherapy plus avelumab maintenance, was terminated early at a planned interim analysis for failure to meet its primary endpoint [7]. New immunotherapy combination regimens for ovarian cancer remain to be urgently developed.

Splicing Factor 3b Subunit 1 (SF3B1) is the largest subunit of the splicing factor 3b (SF3b) protein complex and is a constituent of U2 small nuclear ribonucleoprotein (U2snRNP) [8]. Mutations in SF3B1 are the most frequent and relevant spliceosome mutations in hematological diseases, including myelodysplastic syndromes [9]. SF3B1 mutations cause aberrant splicing and activation of inflammatory immune signaling in myelodysplastic syndromes [10–12]. SF3B1 promotes malignancy in pancreatic cancer, endometrial cancer, and glioblastoma [13–15]. Pladienolide B is an SF3B1 inhibitor widely used in cancer research. Pharmacological inhibition of SF3B1 by pladienolide B reduces tumor growth in cervical cancer, hepatocellular cancer, glioblastoma, chronic lymphocytic leukemia, and endometrial cancer [14–18].

Pyroptosis is a gasdermin-mediated programmed necrotic cell death, characterized by the release of inflammatory molecules and immune activation [19]. The induction of pyroptosis may be a promising strategy for antitumor immunity. Wang et al. found that pyroptosis in less than 15% of tumor cells was sufficient to clear the entire 4T1 mammary tumor graft [20]. Pyroptosis increases the infiltration of CD4 +, CD8 +, natural killer (NK), and M1 macrophage cell populations and decreases the populations of monocytes, neutrophils, MDSCs, and M2 macrophages in mammary tumors. Furthermore, the expression of gasdermin E (GSDME) can enhance tumor cell phagocytosis by TAMs and increase the number and function of tumor-infiltrating NK cells and CD8 + T lymphocytes [20, 21].

Here, we explored the relationships among SF3B1, pyroptosis, and cytotoxic immune cell infiltration in ovarian cancer. BCL2-like 2 (BCL2L2) was found as a key link regulated through splicing regulation by SF3B1, and mitochondrial DNA (mtDNA) released from tumor cells with pyroptosis played a crucial part in polarization of macrophages and infiltration of cytotoxic lymphocytes. Furthermore, combination of SF3B1 inhibitor and αPDL1 showed excellent efficacy in mice ovarian cancer models, indicating a good clinical application prospect in immunotherapy in ovarian cancers.

## Methods

### Cell lines and cell culture

A2780 and OVCAR8 cells were obtained from the M.D. Anderson Cancer Center characterized Cell line Core. ID8 cells, a murine ovarian cancer cell line derived from spontaneous malignant transformation of C57BL/6 mouse (RRID:MGI:2159769) ovarian surface epithelium cells was a gift from K. Roby (University of Kansas, Lawrence, KS). A2780 and OVCAR8 cells were cultured with RPMI-1640 medium plus 10% FBS. ID8 cells were cultured with DMEM medium plus 10% FBS. ID8^△mtDNA^ cells were established by ID8 cells with 50 ng/mL ethidium bromide, 100 μg/mL sodium pyruvate, and 50 μg/mL uridine treatment for 3 weeks. ID8^△mtDNA^ cells were cultured in DMEM medium with 100 μg/mL sodium pyruvate, 50 μg/mL uridine, and 10% FBS. All cells were maintained in humidified incubators under 37 °C, 5% CO_2_. Moreover, cell lines were regularly tested for mycoplasma before any experiments were performed, and the identities of the cell lines were confirmed by short tandem repeat (STR) analysis.

### Antibodies and compounds

Antibodies used in the study are listed in Table S1.

Pladienolide B (sc-391691) was purchased from Santa Cruz and dissolved in DMSO. anti-PD-L1 antibody (BE0101, clone B7-H1) and IgG isotype control (BE0090) were from BioXcell. CD45 (APC-cy7, 103115), CD3 (PerCP/Cyanine5.5, 100217), CD4 (FITC, 100405), CD25 (PE, 102007), FOXP3 (Alexa Fluor® 647, 320013), CD8 (FITC, 100706), IFN-γ (PE, 505807), CD11b (PE/Cyanine7, 101215), F4/80 (FITC, 123107), CD163 (PE, 156703), CD86 (PerCP/Cyanine5.5, 105027), Ly-6G (APC, 127613) were from BioLegend. Clodronate Liposomes were from Yeasen.

### Immunohistochemical staining (IHC)

Tissue microarray samples were sourced from 261 patients at Qilu Hospital of Shandong University with comprehensive clinical records, encompassing fallopian tube and high-grade serous ovarian cancer tissues. Informed consent was obtained from all participants. IHC staining of tissue microarray (TMA) and tumor tissue were carried out according to the manufacturer’s instructions. In brief, tissues were deparaffinized, antigen-retrieved, and stained overnight at 4 °C with primary antibodies. Primary antibodies included SF3B1 (1:200), CD8 (1:1000), and PD-L1 (1:100). Following secondary antibody incubation and diaminobenzidine staining, the slides were examined with a microscope and photographs taken. We scored staining intensity as 0 (negative), 1 (weak), 2 (moderate), and 3 (strong). The extent of staining was determined by the percentage of positive tumor cells: 1 (0–25%), 2 (26–50%), 3 (51–75%), and 4 (76–100%). IHC staining intensity and percentage scores were multiplied to generate the final score. Two experts, blinded to the clinical and prognostic information of the patients, independently determined the immunohistochemical staining scores under identical conditions. In the tissue microarray samples, tissues that had fallen off or had incomplete prognostic information were excluded from the analysis. In rare cases, inconsistent scores were reassessed by another expert.

### ID8 mouse tumor model

All animal experiments had been approved by the Animal Experiment Ethics Committee of Qilu Hospital. We estimated the required mouse sample size using the resource equation method, ultimately determining a total of 12 mice (divided into 2 groups) and 24 mice (divided into 4 groups) for our experiments. C57BL/6 mice (female, 6–8 weeks old) were purchased from Beijing Charles River Biotechnology and were used for ID8 tumor model. 2 × 10^5^ ID8 cells were subcutaneously injected into right flank of the C57BL/6 mice in a 1:1 mix of PBS and Matrigel. On the third day after injection, the mice were randomly grouped and given the corresponding treatments. In Fig. 2a, treatment cohorts were randomized as follows: vehicle (10% DMSO, every 3 days for six times) and pladienolide B (0.5 mg/kg, every 3 days for six times) (*n* = 6 each group). When the tumors were palpable (about 50 mm^3^), tumor volumes were evaluated every 3 days. In Fig. 5a, treatment cohorts were randomized as follows: vehicle (10% DMSO and PBS control), pladienolide B (0.5 mg/kg, every 3 days for six times), Clodronate Liposomes (150 μL/mouse every 2 weeks) and doublet (*n* = 6 each group). In Fig. 7c, treatment cohorts were randomized as follows: vehicle (10% DMSO and IgG isotype control), αPDL1(200 µg/mouse, every 3 days, 6 times), pladienolide B (0.5 mg/kg, every 3 days, 6 times) and doublet (*n* = 6 each group). The animal studies were executed utilizing a single-blind experimental design.

### Flow cytometry and cell markers staining

Tumors were washed by PBS and were cut into small pieces and then incubated in enzymes to dissociate into single cells followed the instructions of the Tumor Dissociation Kit (Miltenyi Mouse Tumor Dissociation Kit (RRID:SCR_020285)). Tumor tissue samples were equally divided into three parts, one part was used for staining CD45, CD3, CD4, CD25, FOXP3, another was used for staining CD45, CD3, CD8, IFN-γ, and the third was used for staining CD45, CD11b, F4/80, CD163, CD86, Ly6G. Staining was performed with 1 μL/sample fluorochrome-labeled antibodies of surface markers in staining buffer at 4 °C for 30 min. Next, the cells were fixed, permeabilized, and stained with anti-Foxp3 and anti-IFN-γ antibodies. CytoFlex flow cytometry was used to analyze single-cell suspensions of tumor tissue. The information of antibodies was listed as Table S1 in supplementary materials.

### dsDNA and dsRNA staining

Picogreen dsDNA Quantitation Reagent (Yeasen, cat#12641ES01) was used to stain dsDNA, in brief, picogreen were 1:200 diluted with culture medium and co-incubation with cells for 2 h. Then cells were washed by PBS and fixed with DAPI counterstaining and observed under fluorescence microscope.

DMSO or pladienolide B-treated cells were fixed and permeabilized. After blocking with BSA, cells were incubated with J2 antibody (Biocompare; cat #10010500) at dilution of 1:200 at 4 °C overnight. Fluorescent secondary antibody and DAPI staining were performed before taking pictures under a microscope.

### Colony formation assay

ID8, OVCAR8, and A2780 cells were seeded into six-well plates (400 cells per well) and treated with corresponding concentrations of pladienolide B. After 2 weeks of incubation, cells were fixed with methanol and stained with 0.1% crystal violet. Quantification was achieved by counting the number of cell colonies. The data were presented as the mean ± SD and represented three independent experiments.

### Cell viability analysis

Cell viability analysis was performed by CCK-8 Cell Counting Kit (vazyme, cat#A311-01). 3000–5000 cells were seeded into 96-well plates per well and treated with pladienolide B for 72 h. Then the cells were incubated with 100 μL fresh culture medium with 10% CCK8 solution in 37 °C for 3 h. Fresh media were used as a control. The absorbance at 450 nm was quantified by a microplate spectrophotometer (BioRad).

### Western blot

Cells were collected, added RIPA lysis buffer and ultrasonically lysed to extract protein, the protein concentration was determined by BCA method. A total of 20 μg protein was added to each well and performed SDS-PAGE electrophoresis. Proteins were transferred to PVDF membranes and blocked with 5% nonfat milk. The membranes were incubated in primary antibodies at 4 °C overnight followed by 1:5000 incubation of HRP-labeled secondary antibody. The ECL system (GE Healthcare) was used to detect the expression of protein. The information of antibodies was listed as Table S1 in supplementary materials.

### LDH release analysis

The release of LDH was analyzed by LDH Release Assay Kit (Beyotime Biotechnology, cat#C0016) according to manufacture introduction. 3000–5000 cells were seeded into 96-well plates per well and incubated with pladienolide B for 72 h. One hour prior to detection, cell lysis buffer was added to the positive control well to release LDH. Cell culture plate was centrifuged at 400 × *g* for 5 min and the cell culture supernatant was transferred to a new 96-well plate. Fresh medium was blank control. The newly prepared detection solution was added to the 96-well plate and incubated for 30 minutes at dark. The absorbance at 490 nm was quantified by a microplate spectrophotometer (BioRad). The release of LDH was calculated by (absorbance of sample − absorbance of blank)/(absorbance of positive control-absorbance of blank) × 100%.

### ELISA assay

ELISA assay kit of IL18 and IL1β were purchased from ABclonal (cat#RK00176, #RK00001). Culture supernatants of A2780 and OVCAR8 treated with different concentration of pladienolide B were collected and added to detection wells. Freshly prepared standard solutions were also added to detection wells. The detection plate was incubated at 37 °C for 90 min. After washing, biotin-labeled secondary antibody was added and the plated was incubated at 37 °C for 60 min away from light. After working solution, substrate solution and stop solution added to detection wells in sequence according to manufacture introduction, The absorbance at 450 nm was quantified by a microplate spectrophotometer (BioRad).

### RIP-PCR

RIP assay was performed using Magna RIP RNA-Binding Protein Immunoprecipitation Kit (cat#17-700) purchased from Milipore. OVCAR8 cells treated with DMSO or pladienolide B were collected to perform RIP assay. Cells were lysed and incubated with SF3B1 antibody (LifeSpan, 1:100) and magnetic beads. RNA was extracted from immunocomplexes and detected by qPCR. Primer sequences were listed as Table S2 in supplementary materials.

### qPCR

RNA was extracted using TRIzol regent according to the manufacturer’s protocol. RNA was reverse transcribed into cDNA using the HiScript II Q RT SuperMix for qPCR Kit (Vazyme, cat#R233-01). qPCR was performed using SYBR qPCR Master Mix (Vazyme, cat#Q711-02). Relative gene expression was determined by ΔΔCt method and normalized by GAPDH. Primer sequence was listed as Table S3 in supplementary materials.

### RNA-pulldown assay

RNA-pulldown assay was performed using the RNA pull-down kit (GENESEED, cat#P0201) according to the manufacturer’s protocol. In brief, BCL2L2 fragments were amplified by PCR and biotin-labeled by RNAmax-T7 Biotin Labeled Transcription Kit (RiboBio, cat#C11002-1). Biotin-labeled RNA was incubated with streptomycin magnetic beads and OVCAR8 cell lysate. Protein was extracted and detected by immunoblotting.

### Cytoxicity of NK cell, T cell, and BMDM

NK cells were separated by MojoSort Mouse NK Cell Isolation Kit (Biolegend, cat#480049) from mouse spleen cells. T cells were separated by MojoSort Mouse CD3 T Cell Isolation Kit (Biolegend, cat#480023) from mouse spleen cells. BMDM were separated from mouse bone marrow cells by incubation with 10 ng/mL M-CSF for 5–7 days.

Cytoxicity of T cell and BMDM was measured by ID8-Luc cells and cytoxicity of NK cells was measured by YAC-1-Luc cells. T cells or BMDM were co-cultured with ID8-Luc cells at ratio of 20:1, 10:1, 5:1, and 2.5:1. NK cells were co-cultured with YAC-1-Luc at ratio of 20:1, 10:1, 5:1, and 2.5:1. DMSO or pladienolide B or supernatant of ID8 treated with DMSO or pladienolide B was added into co-culture system. After 12–24 h incubation, luciferase activity was measured by Bright-Lumi II Firefly Luciferase Assay Kit (Beyotime, cat#RG052S). ID8-Luc alone or YAC-1-Luc alone was used as control.

### mPTP openness assay

mPTP openness was measured by mPTP Assay Kit (Beyotime, cat#C2009S). A2780, OVCAR8, and ID8 cells treated with DMSO or pladienolide B were collected and detected by flow cytometry according to manufacturer’s protocol.

### DNA extraction from supernatant

DNA was extracted from supernatant of OVCAR8 and ID8 cells treated with DMSO or pladienolide B by FastPure Blood/Cell/Tissue/Bacteria DNA Isolation Mini Kit (Vazyme, cat#DC112-01) according to manufacturer’s protocol.

### mtDNA extraction and labeling

Mitochondria of ID8 cells was separated by Cell Mitochondria Isolation Kit (Beyotime, cat#C3601) according to manufacturer’s protocol. DNA in mitochondria was extracted using FastPure Blood/Cell/Tissue/Bacteria DNA Isolation Mini Kit (Vazyme, cat#DC112-01). mtDNA was labeled by cy3-dCTP (Cytiva, cat#PA53021) using Biotin Random Prime DNA Labeling Kit (Beyotime, cat#D3118) according to manufacturer’s protocol. Labeled mtDNA was incubated with BMDM of mouse. BMDM was stained by F4/80 antibody (ABclonal, cat#A18637, 1:100) and the phagocytosis of mtDNA by BMDM was observed under fluorescence microscope.

### RNA-Seq analysis

OVCAR8 cells treated with DMSO or pladienolide B for 72 h were collected and performed next-generation sequencing by the Ribobio Biotechnology Company. The RNA-seq data generated in this study have been deposited in the NCBI GEO database under the accession number GSE222199. Raw reads were trimmed, and clean data was aligned to hg38 using hisat2 [22]. Reads per kilobase of exon model per million mapped reads (RPKM) normalized bigwigs were generated by deepTools [23]. DESeq2 was used to analyze differential expression genes between groups [24]. GSEA was performed with R package ClusterProfiler [25].

### Statistical analysis

The differences between two groups were calculated using the unpaired two-tailed Student’s t test (data followed a normal distribution). The log-rank test was used to detect differences in clinical prognosis. One-way ANOVA with Bonferroni post hoc test was used to compare differences between multiple groups. We employed both the F-test and the Brown-Forsythe test to assess the homogeneity of variances across the groups. Pearson’s correlation coefficient was used to analyze correlations between variables, using a t test to assess the significance of the correlation. The threshold for statistical significance was *p* < 0.05. All statistical analyses were done using SPSS 17.0. Data were analyzed and plotted using GraphPad Prism 8 software. rMATS (4.1.2) was used to conduct alternative splicing analysis (A3SS, A5SS, MXE, RI, and SE, both Junction Counts and Exon Counts), on RNA-seq data with SF3B1 inhibition.

## Results

### SF3B1 is associated with poor prognosis and low cytotoxic immune cell infiltration in ovarian cancer

In order to screen targets that can improve the immune microenvironment of ovarian cancer, we analyzed differentially expressed proteins using the Pacific Northwest National Laboratory (PNNL) panel of the Clinical Proteomic Tumor Analysis Consortium (CPTAC) cohort. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses showed that the RNA splicing pathway was the most enriched in ovarian cancer (Fig. 1a), and the upregulated splicing factors are shown in Fig. 1b. The hazard ratio of these upregulated splicing factors to PFS in ovarian cancer was calculated using the Kaplan–Meier plotter database with the best cutoff. As shown in Fig. 1c, among the 34 upregulated splicing factors with *p* values less than 0.01, six had hazard ratios less than 1, and 28 had hazard ratios greater than 1. The single-sample Gene Set Enrichment Analysis (ssGSEA) method was used to estimate immune cell infiltration. Then Pearson correlation coefficients between upregulated splicing factors with hazard ratios greater than 1 and cytotoxic immune cell infiltration score calculated by the ssGSEA method were analyzed in the TCGA cohort of ovarian cancer. As shown in Fig. 1d, SF3B1 expression exhibited the most pronounced negative correlation with cytotoxic immune cell infiltration. As shown in Fig. 1e, the protein level of SF3B1 was higher in ovarian cancer tissues (*n* = 19) than in normal tissues (*n* = 84) based on the PNNL panel of the CPTAC cohort. High levels of SF3B1 RNA expression were associated with poor PFS of ovarian cancer in the Kaplan–Meier Plotter database (Fig. 1f). To confirm the significance of SF3B1 in the prognosis of ovarian cancer, we performed immunohistochemistry using a tissue microarray (TMA) containing 35 normal fallopian tube samples and 226 high-grade serous ovarian cancer samples from Qilu Hospital (Jinan, China). As expected, the expression of SF3B1 was markedly increased in ovarian cancer (Fig. 1g, h), and high levels of SF3B1 were correlated with poor PFS (Fig. 1i) and overall survival (Fig. 1j). Moreover, infiltration of CD8 + T cells was also detected by immunohistochemistry using TMA (Fig. 1k) and the correlation of SF3B1 expression and CD8 + T cells infiltration was analyzed. As shown in Fig. 1l, SF3B1 expression was negatively correlated to CD8 + T cells infiltration. Taken together, the results indicated that SF3B1 is associated with poor prognosis and low cytotoxic immune cell infiltration in ovarian cancer.

**Fig. 1:**
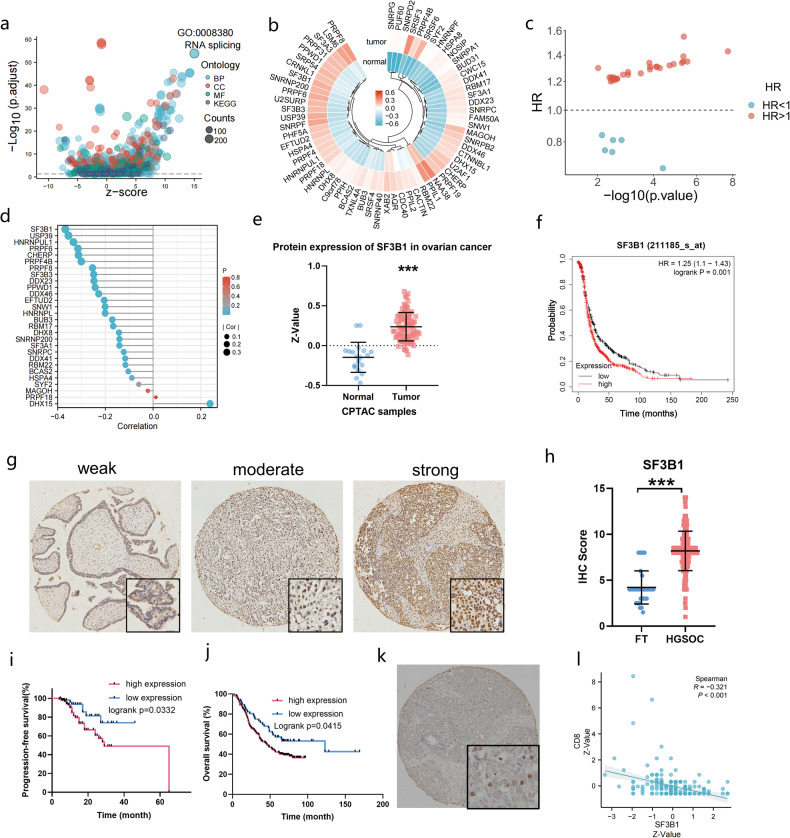
SF3B1 is associated with poor prognosis and lower cytotoxic immune cell infiltration in ovarian cancer. **a** Bubble diagram of GO and KEGG analysis of differentially expressed genes in normal and ovarian cancer of CPTAC cohort. **b** Circular heatmap of upregulated splicing factors in normal and ovarian cancer of CPTAC cohort. **c** Dot plot of the hazard ratio of upregulated splicing factors to progression-free survival in patients with SOC from the Kaplan–Meier Plotter database. **d** A lollipop chart of the correlation coefficient of cytotoxic immune cell infiltration with deleterious splicing factors (upregulated splicing factors with hazard ratios greater than one) in patients with SOC from the TCGA cohort. Cytotoxic immune cell infiltration score was calculated with sGSEA method. **e** SF3B1 protein level was analyzed in SOC (*n* = 84) and normal (*n* = 19) samples of CPTAC database. **f** Kaplan–Meier analysis of SF3B1 expression and progression-free survival of ovarian cancer patients from the Kaplan–Meier Plotter database. **g** Representative image of SF3B1 immunohistochemical staining on tissue microarray of ovarian cancer patients from Qilu Hospital. **h** Immunohistochemical score of normal fallopian tube (*n* = 35) and high-grade serous ovarian cancer (*n* = 226) from Qilu Hospital. **i**, **j** Correlation analysis of SF3B1 expression with progression-free survival (**i**) and overall survival (**J**) in ovarian cancer patients from Qilu Hospital. **k** Representative image of CD8 immunohistochemical staining on tissue microarray of ovarian cancer patients from Qilu Hospital. **l** Correlation analysis of SF3B1 and CD8 immunohistochemical score. *p* values were determined by non-parametric t tests. *p < 0.05. **p < 0.01. ***p < 0.001.

### Inhibition of SF3B1 by pladienolide B prevents tumor growth and increases the proportion of cytotoxic lymphocyte infiltration in mouse allograft tumors

To further explore the effect of SF3B1 on immune cell infiltration of ovarian cancer, we injected the mouse ovarian cancer cells ID8 into C57BL/6 mice and administered pladienolide B, an SF3B1 inhibitor, or vehicle (Fig. 2a). Inhibition of SF3B1 by pladienolide B significantly prevented tumor growth (Fig. 2b, c), with no significant weight change in mice (Fig. 2d). Mouse tumor tissues were dissociated and tumor-infiltrating immune cells were stained and detected by flow cytometry (Fig. 2e). As illustrated in Fig. 2f, g, upon inhibition of SF3B1 using pladienolide B, there was a significant increase in the number of neutrophils and macrophages per mg of tumor tissue (*p* < 0.05). In addition, there was a modest increase in the number of T cells (*p* = 0.054) (Fig. 2h). As shown in Fig. 2k–m, the proportions of CD8 + T cells, IFN-γ + CD8 + T cells, and FOXP3-CD4+ cells increased after pladienolide B treatment, whereas the proportion of Treg cells (FOXP3 + CD25 + CD4 +) decreased (Fig. 2n). Moreover, following the inhibition of SF3B1, the proportion of M1 macrophages significantly increased, while the proportion of M2 macrophages notably decreased (*p* < 0.05) (refer to Fig. 2i, j). To further explore the mechanism of pladienolide B-induced antitumor immunity, we detected the aggregation of dsDNA and dsRNA in the cytoplasm after pladienolide B administration. As shown in Figure S1a, b, pladienolide B treatment did not increase the aggregation of dsDNA and dsRNA in the cytoplasm. Moreover, qPCR and GSEA analyses of RNA-seq results showed that pladienolide B failed to activate the interferon pathway in ovarian cancer (Figure S1c, d). 

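RNA was sequenced from OVCAR8 cells, a human ovarian cancer cell line, treated with DMSO or pladienolide B for 72 h, with 3 samples in each group. The description deposited with the samples gives a pladienolide B dose of 2 nM. The methods state that reads were trimmed and aligned to hg38 with hisat2. They do not name the program or the gene models used to count reads, nor whether reads were assigned by strand. For each of 38637 genes, the authors deposited 1 value per sample, a signal adjusted for library size that is not a whole number of reads. The values have the form of edgeR's quantile-adjusted counts, and inverting that adjustment placed 100% of the 96432 values of 10 or more within 0.02 of a whole number of reads. When these reads were adjusted again with edgeR, no value differed from the deposited one by more than 4.9e-05. The recovered reads on genes were 26130882, 25006154 and 26015151 in DMSO replicates 1 to 3, with a median of 26015151. They were 23345496, 22621338 and 24036812 in pladienolide B replicates 1 to 3, with a median of 23345496.
Between samples of a group, the differences in recovered reads, scaled to the size of each sample, were compared with those that counting alone would give. For counting alone the chi-square per degree of freedom is 1. It was 2.01 between DMSO replicates 1 and 3, from 3.17 to 4.82 between pladienolide B replicates, and 7.34 and 7.25 between DMSO replicate 2 and the other DMSO replicates. The adjusted values were tested on the scale log2(value + 1) with limma, a scale that understates the change of genes with few reads. The test covered the 16178 genes that passed edgeR's filter on low values, which asks for about 10 adjusted reads in at least 3 samples. After Benjamini-Hochberg adjustment, 7695 genes had an adjusted p below 0.05, of which 3618 were higher and 4077 lower in pladienolide B. The groups did not overlap for 8941 genes, 55.3% of those tested, where chance gives 10%. With edgeR's quasi-likelihood test on the recovered reads, 7738 genes passed, including 7616 of those found with limma. The count moved most when limma was run without its trend of variance on expression, to 6381 genes.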

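Lists of interferon alpha and interferon gamma response genes were written by hand, before the data were examined, after the pathways shown in Figure S1d, and are not copies of the MSigDB sets. Of 97 interferon alpha response genes, 85 were tested, and of 201 interferon gamma response genes, 159 were tested, with 64 tested genes on both lists. The genes were ranked by log2 fold change of pladienolide B over DMSO, and the lists were tested with fgsea, with Benjamini-Hochberg adjustment over 5 lists. The normalized enrichment score of the interferon alpha list was -1.17, with an adjusted p of 0.231 from fgsea's permutation of genes. That of the interferon gamma list was -1.004, with an adjusted p of 0.442 from the same test. The score of the gamma list changed sign, to 1.03, without pladienolide B replicate 3. In the interferon alpha list 20 genes were higher and 26 lower in pladienolide B at an adjusted p below 0.05 by limma, and in the interferon gamma list 42 were higher and 47 lower. The median log2 fold change was 0.03 in the alpha list and 0.04 in the gamma list. The fry test of limma, which allows for correlation between genes, gave adjusted p-values of 0.211 and 0.864, neither of them past the threshold.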

Taken together, the results showed that the inhibition of SF3B1 by pladienolide B prevents tumor growth and induces antitumor immunity, but not through the interferon pathway.

**Fig. 2:**
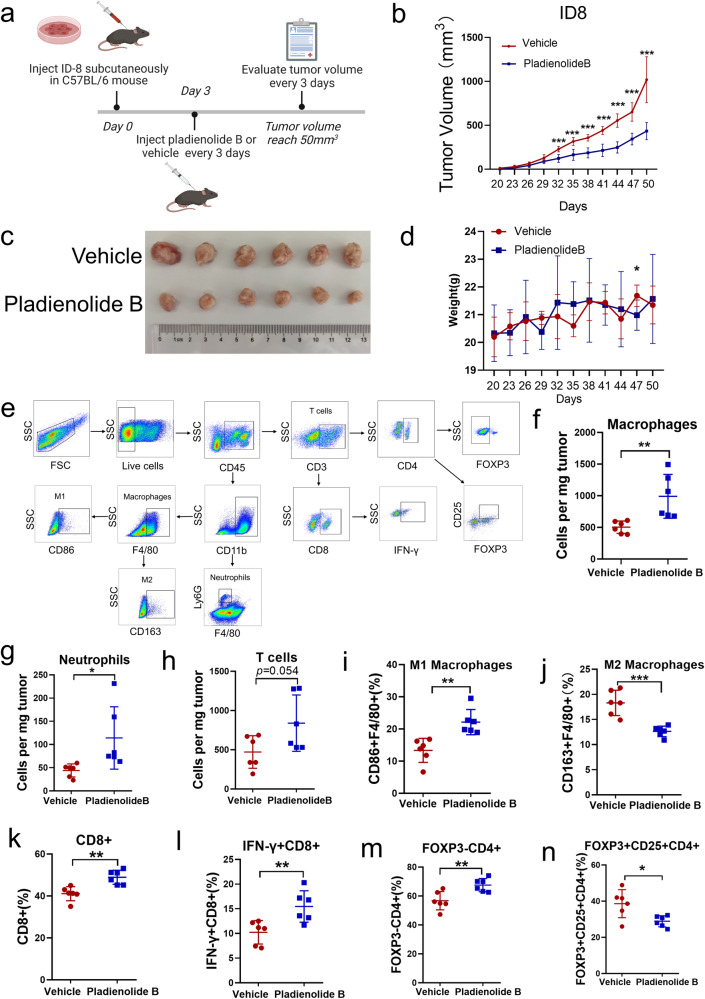
Targeted inhibition of SF3B1 by pladienolide B prevents tumor growth and increases cytotoxic lymphocyte infiltration. **a** Flow chart of mouse tumor inoculation and drug administration. ID8 cells (2 × 10^5^) were subcutaneously injected into the left groin of C56BL/6 mice (6–8 weeks old). After three days, mice were randomized into treatment cohorts accordingly (*n* = 6 for each group) and given drug treatment: vehicle (10% DMSO in PBS) or pladienolide B (0.5 mg/kg, every 3 days, 6 times). After the tumors were palpable, tumor volume was evaluated every 3 days. Treatment was stopped at day 18 and tumors growth was still monitored for another 5 weeks. **b** Growth curve of tumor volume. **c** Image of transplantation tumors in vehicle group and pladienolide B group. **d** Line chart of body weight of mice in vehicle group and pladienolide B group. **e** Diagram of flow cytometry gating strategies for tumor-infiltrating immune cells. **f** Amount of macrophage cells per milligram tumor in vehicle group and pladienolide B group. **g** Amount of macrophages per milligram tumor in vehicle group and pladienolide B group. **h** Amount of neutrophils per milligram tumor in vehicle group and pladienolide B group. **i** The proportion of CD86 + F4/80 + M1 macrophages to macrophages in vehicle group and pladienolide B group. **j** The proportion of CD163 + F4/80 + M2 macrophages to macrophages in vehicle group and pladienolide B group. **k** The proportion of CD8+ cells to CD3+ cells in vehicle group and pladienolide B group. **l** The proportion of IFN-γ + CD8+ cells to CD8+ cells in vehicle group and pladienolide B group. **m** The proportion of FOXP3-CD4+ cells to CD4+ cells in vehicle group and pladienolide B group. **n** The proportion of FOXP3 + CD25 + CD4+ Treg cells to CD4+ cells in vehicle group and pladienolide B group. *p* values were determined by non-parametric t tests. *p < 0.05. **p < 0.01. ***p < 0.001.

### Inhibition of SF3B1 induces ovarian cancer cell pyroptosis

Next, we characterized the functional consequences of inhibition SF3B1 in ovarian cancer. As expected, plate cloning and CCK8 assays showed that inhibition of SF3B1 by pladienolide B potently inhibited ovarian cancer cell growth, with an IC50 of 2–4 nM (Figure S2a, b). Annexin V and PI staining showed that pladienolide B induced cell death in a dose-dependent manner (Fig. 3a). Flow cytometry and western blotting were used to detect biomarkers of the different cell death pathways. As shown in Figure S2c, d, e, pharmacological inhibition of SF3B1 by pladienolide B induced cell death not through ferroptosis or necroptosis, but partly through apoptosis and mainly through pyroptosis. Release of LDH, which is one of the characteristics of pyroptosis, was detected in A2780, OVCAR8, and ID8 cells treated with different concentrations pladienolide B. As shown in Fig. 3b, pladienolide B exposure promoted LDH release in a dose-dependent manner. Moreover, genetic inhibition of SF3B1 by small interfering RNA (siRNA) induced cell death and LDH release (Figure S3a, b). Meanwhile, pladienolide B increased NLR family pyrin domain containing 3 (NLRP3), cleaved caspase3, and N-terminal GSDME expression (Fig. 3c), which are hallmarks of pyroptosis. IL-1β and IL-18 were inflammatory cytokines secreted by pyroptotic cells. ELISA assay showed that pladienolide B increased the concentrations of IL-1β and IL-18 in the cell culture supernatant (Fig. 3d). Genetic inhibition of SF3B1 consistently increased N-terminal GSDME expression and the concentrations of IL-1β and IL-18 in the cell culture supernatant (Figure S3c, d). Furthermore, inhibition of SF3B1 by pladienolide B consistently enriched pathways related to inflammasome activation such as inflammatory response, IL6-JAK-STAT3, and TNFA-NF-kB pathways (Fig. 3e). 

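The inflammatory response, IL6-JAK-STAT3 and TNFA-NF-kB pathways were represented by lists of 199, 86 and 199 genes, written by hand before the data were examined. Of these, 130, 61 and 180 genes were tested. The inflammatory response list had a normalized enrichment score of 1.93, with an adjusted p of 2.5e-05 from fgsea's permutation of genes. The IL6-JAK-STAT3 list had a score of 1.71, with an adjusted p of 0.0048 in this permutation test, and the TNFA-NF-kB list a score of 1.85, with an adjusted p of 2.5e-05. The scores moved most when no gene was filtered out, to 1.72 for inflammatory response, 1.49 for IL6-JAK-STAT3 and 1.57 for TNFA-NF-kB, all still past an adjusted p of 0.05. With each sample left out in turn, the scores stayed between 1.81 and 2.07, between 1.60 and 1.79, and between 1.74 and 2.00, in the same order.
Within the inflammatory response list 54 genes were higher and 26 lower in pladienolide B at an adjusted p below 0.05 by limma. In the IL6-JAK-STAT3 list 25 were higher and 10 lower, and in the TNFA-NF-kB list 71 were higher and 51 lower. The share of genes at least 2-fold higher was 6.92%, 8.20% and 9.44% in the 3 lists, against 2.08% of all tested genes. At least 2-fold lower were 1 of 130, 1 of 61 and 6 of 180 genes, so the TNFA-NF-kB list held large falls too. Among all 16178 tested genes, 320 were at least 2-fold lower at an adjusted p below 0.05. The leading part of the ranking, which sets the score, held 43, 15 and 51 genes. The lists overlap, since the inflammatory response and TNFA-NF-kB lists have 40 tested genes in common, and IL1B is on all 3. By fry, which allows for correlation between the genes of a list, the adjusted p was 0.0227 for inflammatory response, 0.0012 for IL6-JAK-STAT3 and 0.151 for TNFA-NF-kB. By camera with a preset correlation all 3 lists passed the threshold, and with the correlation estimated from the 6 samples none did. Of the 10 splits of the 6 samples into groups of 3, scores as large came from 2 splits for inflammatory response, 2 for IL6-JAK-STAT3 and 3 for TNFA-NF-kB, the split by treatment included. Each other split keeps a part of the treatment difference, since it sets 2 samples of a treatment against 1. Its score can carry the enrichment of the treatment, so these counts do not decide how firmly the lists are tied to it.

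**Figure D1:**
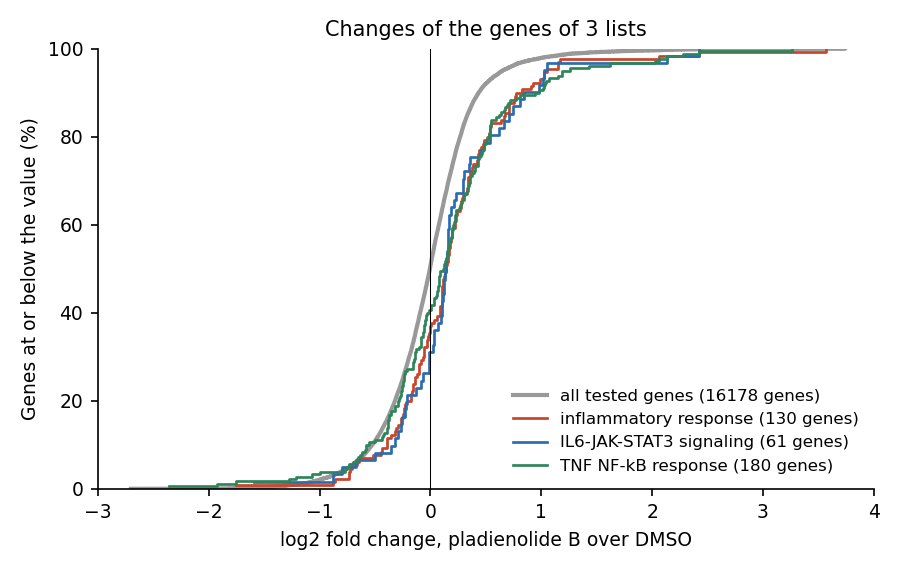
Cumulative share of genes (y axis, %) at or below each log2 fold change of pladienolide B over DMSO (x axis), for all 16178 tested genes (grey) and the 3 lists (colours). The list curves lie to the right of the grey curve over most of their range, and the medians are 0.14 for inflammatory response, 0.14 for IL6-JAK-STAT3 and 0.12 for TNFA-NF-kB.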

Taken together, the results suggested that inhibiton of SF3B1 induces pyroptosis of ovarian cancer cells.

**Fig. 3:**
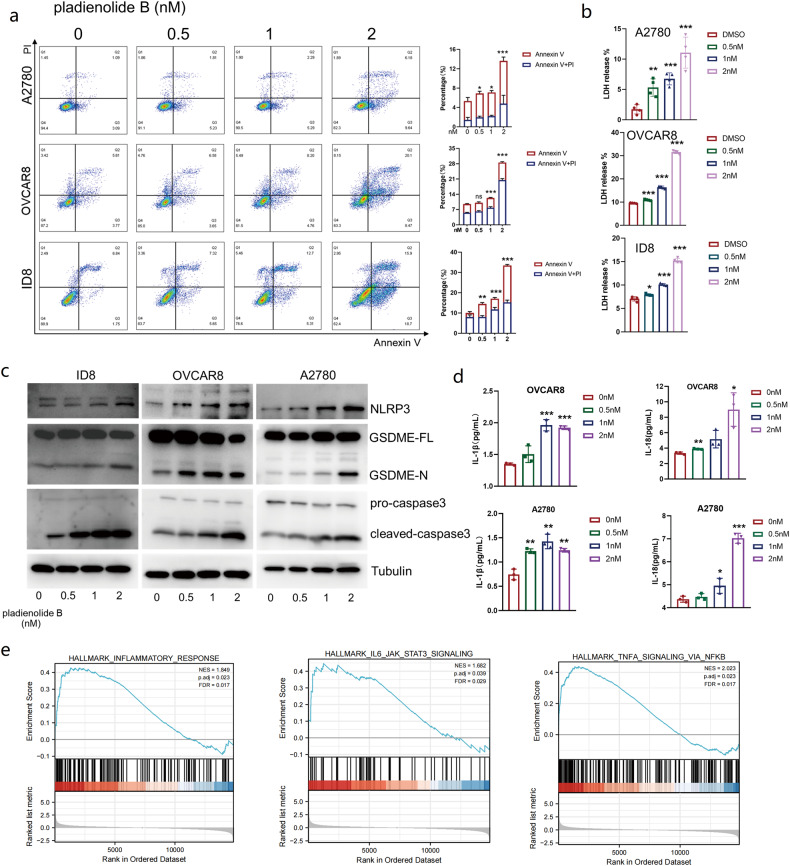
Pladienolide B induces ovarian cancer cell pyroptosis. **a** Flow cytometry of propidiumiodide (PI) and Annexin V-stained ovarian cancer cells after different concentrations of pladienolide B treatment for 72 h. (The statistical test for differences was compared with the 0 nM group.). **b** LDH releases of ovarian cancer cells were detected after different concentrations of pladienolide B treatment for 72 h. (The statistical test for differences was compared with the DMSO group.). **c** Biomarkers of pyroptosis were detected by western blot after different concentrations of pladienolide B treatment for 72 h. **d** Concentrations of IL-1β and IL-18 in cell culture supernatant after different concentrations of pladienolide B treatment for 72 h were analyzed by ELISA assay. (The statistical test for differences was compared with the 0 nM group.). **e** GSEA analysis of “HALLMARK-INFLAMMATORY-RESPONSE”, “HALLMARK-IL6-JAK-STAT3-SIGNALING”, “HALLMARK-TNFA-SIGNALING-VIA-NFKB” pathway from RNA-seq data of OVCAR8 cells treated with DMSO or pladienolide B for 72 h (*n* = 3 each group). *p* values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001. (All original blot images could be found in supplementary materials.).

### Inhibition of SF3B1 induces ovarian cancer cell pyroptosis through splicing regulation of BCL2L2

In order to explore the mechanism of SF3B1 inhibition induced pyroptosis, we further analyzed the expression of genes related to apoptosis and pyroptosis based on the RNA-seq data of OVCAR8 cells treated with DMSO or pladienolide B because of the crosstalk between apoptosis and pyroptosis [28, 29]. The apoptosis- and pyroptosis-related genes were obtained from the MSigDB database. As shown in Fig. 4a, BCL2L2 and DPYD levels significantly decreased after pladienolide B treatment. 

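A list of 208 apoptosis and pyroptosis genes, written by hand before the data were examined and not copied from MSigDB, had 174 genes among those tested. Of these, 95 had an adjusted p below 0.05 by limma, 52 higher and 43 lower in pladienolide B. Only 5 of the 95 also changed at least 2-fold, and the number was 5 as well when p-values were adjusted over the list alone. DPYD and BCL2L2 were lower, and IL1B, CDKN1A and BMF were higher.
BCL2L2 lies on chromosome 14 of GRCh38, on the + strand, from 23306833 to 23311751. It had 1747 ± 20.1 adjusted reads (SD, n = 3) in DMSO and 804 ± 12.6 (SD, n = 3) in pladienolide B, so that 46.0% of the DMSO level remained. Its log2 fold change was -1.12 (standard error 0.05, adjusted p = 4.9e-11 by limma). With each sample left out in turn, it stayed between -1.13 and -1.11. The canonical transcript in GENCODE has 4 exons, of which the first 3 are shared with BCL2L2-PABPN1, a gene that joins BCL2L2 to its neighbour PABPN1. How the authors' counting treated reads in shared exons is not stated. Exon 4, with 2936 bases or 83.3% of the exonic bases, belongs to BCL2L2 and to no exon of BCL2L2-PABPN1. The log2 fold change of BCL2L2-PABPN1 was -0.27 (standard error 0.04, adjusted p = 5.9e-05 by limma), and that of PABPN1 was -0.22 (standard error 0.04, adjusted p = 0.00049 by limma).
DPYD lies on chromosome 1, on the - strand, from 97077743 to 97921059. It had 766 ± 36.9 adjusted reads (SD, n = 3) in DMSO and 307 ± 28.9 (SD, n = 3) in pladienolide B, a log2 fold change of -1.32 (standard error 0.08, adjusted p = 1.6e-09 by limma). Leaving out 1 sample gave values from -1.38 to -1.25. For both genes, each pladienolide B sample was below each DMSO sample.
Among the genes that rose, IL1B on chromosome 2 went from 494 ± 16.7 to 2723 ± 757 adjusted reads (SD, n = 3 per group), and CDKN1A on chromosome 6 from 899 ± 77.0 to 2002 ± 120 (SD, n = 3 per group). Their log2 fold changes were 2.42 (standard error 0.13, adjusted p = 3.4e-10 by limma) and 1.16 (standard error 0.06, adjusted p = 4.5e-10 by limma). BMF on chromosome 15 had few reads, 17 to 32 in DMSO and 45 to 53 in pladienolide B, and a log2 fold change of 1.07 (standard error 0.25, adjusted p = 0.0021 by limma). Without DMSO replicate 2 its log2 fold change was 0.86, below the 2-fold line. MEFV, also named in Fig. 4a, was not tested, with 0 reads in each DMSO sample and 2 to 5 in the pladienolide B samples. A count of 0 allows up to 3 reads, so the mean of MEFV in pladienolide B was at least 1.22-fold higher. This bound takes that mean as exact, though it rests on 2 to 5 reads per sample. The paper states from Fig. 4a that BCL2L2 and DPYD decreased, and it carries these 2 genes forward to ask where SF3B1 binds them.

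**Figure D2:**
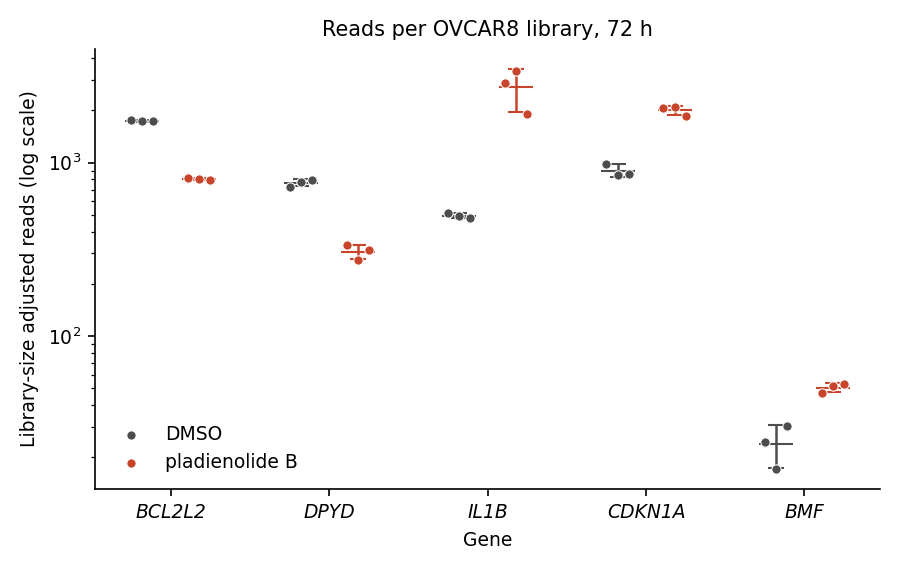
Library-size adjusted reads (y axis, log scale) of the 5 listed genes that changed at least 2-fold, in each of 3 DMSO (grey) and 3 pladienolide B (red) samples, with the mean and SD of each group. The groups do not overlap for any of the 5 genes, and the spread is widest for IL1B in pladienolide B and for BMF in DMSO.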

Then binding peaks of SF3B1 on BCL2L2 and DPYD were analyzed using the POSTAR3 database. As shown in Fig. 4b, c, SF3B1 had distinct binding peaks for BCL2L2 but not DPYD. qPCR and western blotting results showed that exposure to pladienolide B reduced the expression of BCL2L2. In addition, correlation analysis of BCL2L2 and SF3B1 in TCGA cohort showed that the expression of BCL2L2 and SF3B1 was positively correlated (Figure S4a). Moreover, inhibition of SF3B1 by siRNA also reduced the expression of BCL2L2 (Figure S4b, c, d). Visualization of the exon junctions of BCL2L2 revealed a reduction in exon connectivity upon SF3B1 suppression (see Figure S4E). Analyses by rMATS indicate that inhibiting SF3B1 did not significantly alter the alternative splicing of BCL2L2 (A5SS, FDR = 1) (Table S4). This suggests that SF3B1 inhibition might decrease the splicing efficiency of BCL2L2. Next, we designed primers for pre-mRNA and mRNA of BCL2L2 (Figure S4f), and used the ratio of pre-mRNA to mRNA to represent the splicing efficiency. Then, qPCR was used to detect changes in BCL2L2 splicing efficiency following pladienolide B treatment or SF3B1 knockdown. As expected, inhibition of SF3B1 by pladienolide B or siRNA increased the ratio of BCL2L2 pre-mRNA to mRNA; that is, inhibition of SF3B1 decreased the splicing efficiency of BCL2L2 (Fig. 4f and Figure S4g). Furthermore, RIP-PCR results showed that the SF3B1 protein binds to the BCL2L2 transcript, and pladienolide B prevents the binding (Fig. 4g). RNA-pulldown was conducted to further confirm the binding of SF3B1 to BCL2L2; the results proved the binding of the BCL2L2 transcript to the SF3B1 protein (Fig. 4h).

**Fig. 4:**
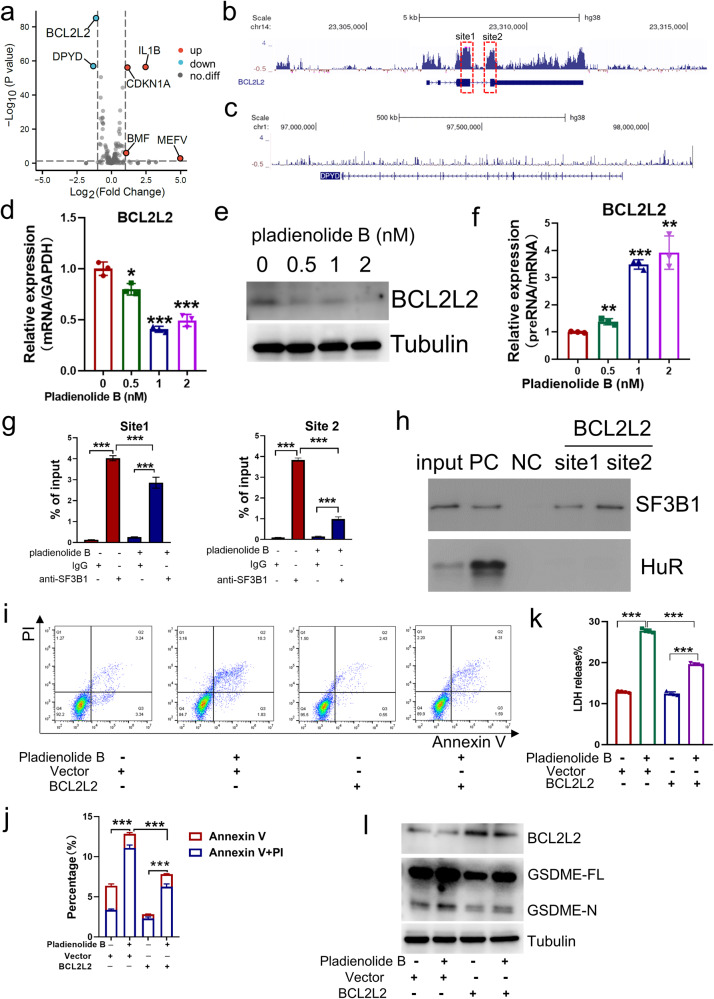
Targeted inhibition of SF3B1 by pladienolide B induces ovarian cancer cell pyroptosis partly through BCL2L2. **a** Volcano map of apoptosis and pyroptosis-associated genes from RNA-seq data of OVCAR8 cells treated with DMSO or pladienolide B for 72 h (*n* = 3 each group). **b**, **c** Binding peak of SF3B1 on BCL2L2 and DPYD from eCLIP-seq data of POSTAR3 database. (site 1 represents the junction between exon 3 and intron 3 of BCL2L2, while site 2 denotes the junction between intron 3 and exon 4 of BCL2L2). **d**, **e** Expression of BCL2L2 in OVCAR8 cell was detected by qPCR and western blot after different concentrations of pladienolide B treatment for 72 h. (The statistical test for differences was compared with the 0 nM group.). **f** The ratio of preRNA to mRNA of BCL2L2 was detected by qPCR in OVCAR8 cells after different concentrations of pladienolide B treatment for 72 h. (The statistical test for differences was compared with the 0 nM group.). **g** Enrichment of BCL2L2 transcripts in RIP samples from OVCAR8 cells with or without pladienolide B treatment using SF3B1 antibody or IgG was analyzed by qPCR. **h** Interaction of BCL2L2 transcripts and SF3B1 was verified by RNA-pulldown assay. PC means positive control, and NC means negative control. **I**, **j** Flow cytometry of propidiumiodide (PI) and Annexin V-stained OVCAR8 cells with or without pladienolide B treatment and BCL2L2 or control vector transfection. **k** LDH releases of OVCAR8 cells with or without pladienolide B treatment and BCL2L2 or control vector transfection were detected. **l** Expression of BCL2L2 and GSDME were detected by western blot in OVCAR8 cells with or without pladienolide B treatment and BCL2L2 or control vector transfection. *p* values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001. (All original blot images could be found in supplementary materials.).

To further explore whether the inhibition of SF3B1 induces pyroptosis through BCL2L2, rescue experiments were conducted. Annexin V and PI staining results showed that overexpression of BCL2L2 partially rescued the inhibition of SF3B1 by pladienolide B-induced cell death (Fig. 4i, j). The LDH release analysis results also showed that BCL2L2 overexpression partially rescued the inhibition of SF3B1 by pladienolide B-induced LDH release (Fig. 4k). Moreover, the increase in N-terminal GSDME expression by pladienolide B was also partly rescued by overexpression of BCL2L2 (Fig. 4l). In summary, we concluded that BCL2L2 is a direct target gene of SF3B1 and that the inhibition of SF3B1 induces ovarian cancer cell pyroptosis at least partly through BCL2L2.

### Antitumor effect of pladienolide B relies on macrophages

Pyroptosis is immunogenic death accompanied by large amounts of cellular contents release [30, 31]. We speculated that cellular contents released by pyroptotic cells may activate antitumor immune cells. Three major types of cytotoxic immune cells, macrophages, T cells, and NK cells, were used to test the effect of the pladienolide B-treated cell culture supernatant and individual pladienolide B treatments on their cytotoxicity (Figure S5a). Compared with T cells and NK cells, bone marrow-derived macrophages (BMDMs) showed the most obvious increase in cytotoxicity after treatment with pladienolide B-treated cell culture supernatant (Figure S5b). These results suggest that macrophages may be critical in the pladienolide B-induced slowing of tumor growth and improvement of the tumor immune microenvironment. Clodronate liposomes were used to eliminate macrophages in C57BL/6 mice to test the effect of macrophages on the antitumor effect of pladienolide B (Fig. 5a). Interestingly, macrophage depletion significantly reduced tumor volume in mice, as expected, but eliminated the antitumor effect of pladienolide B (Fig. 5b, c). Moreover, although macrophage depletion tended to increase the proportion of CD8+ and IFN-γ + CD8 + T cells, the increase was not significant, and the depletion of macrophages partly removed the pladienolide B-induced increase of CD8+ and IFN-γ + CD8 + T cell proportion among tumor-infiltrating lymphocytes (Fig. 5d). Overall, we concluded that pladienolide B-treated ovarian cancer cell supernatant increased macrophage cytotoxicity, which was essential for the antitumor effects of pladienolide B.

**Fig. 5:**
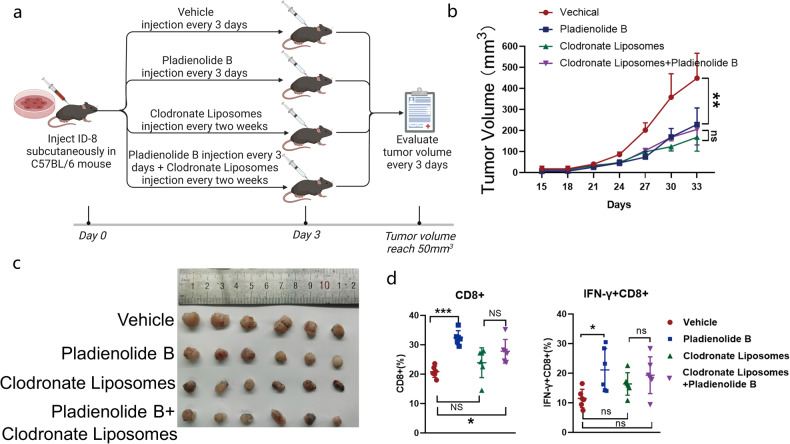
Macrophages are essential for the antitumor effects of pladienolide B. **a** Schematic diagram of tumor transplantation and drug administration in mice. ID8 cells (2 × 10^5^/mouse) were subcutaneously injected into the left groin of C56BL/6 mice (6–8 weeks old). After three days, mice were randomized into treatment cohorts accordingly (*n* = 6 for each group) and given drug treatment: vehicle (10% DMSO in PBS) or pladienolide B (0.5 mg/kg, every 3 days, 6 times) or clodronate liposomes (150 µL/mouse, every 2 weeks) or pladienolide B + clodronate liposomes. After the tumors were palpable, tumor volume was evaluated every 3 days. Pladienolide B treatment was stopped at day 18 and clodronate liposomes exposure was continued. Then tumor growth was kept to be observed for another 2 weeks. Clodronate liposomes were used to clear macrophage. **b** Growth curve of tumor volume. **c** Image of transplantation tumors. **d** The proportion of CD8+ cells to CD3+ cells and the proportion of IFN-γ + CD8+ cells to CD8+ cells. *p* values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001.

### Pladienolide B activated macrophages through mtDNA-cGAS-STING pathway

mtDNA is often released extracellularly by pyroptotic cells and can be engulfed by macrophages [32, 33]. To explore whether pladienolide B activates macrophages through mtDNA, we first evaluated cell membrane permeability following pladienolide B treatment using PI staining. As shown in Fig. 6a, pladienolide B increased cell membrane permeability of ID8, OVCAR8, and A2780 cells. Openness of mitochondrial permeability transition pores (mPTP) was measured using calcein staining. Flow cytometry results showed that pladienolide B increased the openness of the mPTP in ID8, OVCAR8, and A2780 cells (Fig. 6b). Moreover, qPCR results showed that pladienolide B increased the mtDNA levels, but not those of nuclear DNA, in ID8 and OVCAR8 cell supernatants (Fig. 6c). Agarose gel electrophoresis results showed that DNA in the supernatant of ID8 and OVCAR8 cells treated with pladienolide B was significantly enriched at the mtDNA position (Fig. 6d). Thus, we concluded that pladienolide B induces the release of mtDNA from ovarian cancer cells.

**Fig. 6:**
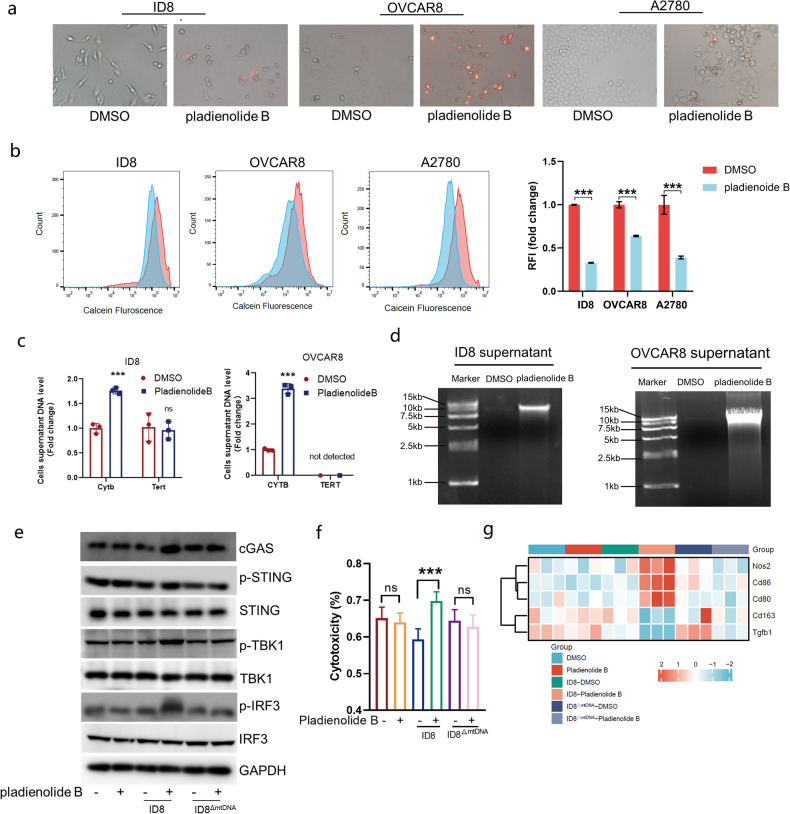
Pladienolide B activated macrophages through mtDNA-cGAS-STING pathway. **a** Ovarian cancer cells treated by DMSO or pladienolide B were stained by PI. **b** The openness of mitochondrial permeability transition pores (mPTP) was measured by fluorescent probe Calcein and flow cytometry. The stronger the Calcein fluorescence, the lower the degree of opening, and the weaker the Calcein fluorescence, the higher the degree of opening. **c** Mitochondrial and nuclear DNA in culture supernatant of ID8 and OVCAR8 cells treated with DMSO or pladienolide B were detected by qPCR. **d** DNA in culture supernatant of ID8 and OVCAR8 cells treated by DMSO or pladienolide B were extracted and detected by agarose gel electrophoresis. **e** cGAS-STING pathway in BMDM treated by DMSO or pladienolide B, or supernatant of ID8 treated by DMSO or pladienolide B, or supernatant of ID8^△mtDNA^ treated by DMSO or pladienolide B were analyzed by western blot. **f** Cytotoxicity of BMDM treated by DMSO or pladienolide B, or supernatant of ID8 treated by DMSO or pladienolide B, or supernatant of ID8^△mtDNA^ treated by DMSO or pladienolide B were analyzed by co-culture of BMDM and ID8-LUC with 10:1 effect target ratio. **g** Heatmap of Nos2, Cd86, Cd80, Cd163, and Tgfb1 expression detected by qPCR in mouse BMDM cells treated by DMSO or pladienolide B, or supernatant of ID8 treated by DMSO or pladienolide B, or supernatant of ID8^△mtDNA^ treated by DMSO or pladienolide B. *p* values were determined by Student t tests and One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001. (All original gel and blot images could be found in supplementary materials.).

To further explore the effect of mtDNA on macrophages, cy3-dCTP-labeled mtDNA was incubated with BMDMs. As shown in the immunofluorescence images in Figure S6a, BMDMs engulfed mtDNA. In addition, mtDNA activated the cGAS-STING pathway and increased the BMDM cytotoxicity (Figure S6b, c). To confirm whether the supernatants from pladienolide B-treated ovarian cancer cells activated macrophages through mtDNA, mtDNA-deleted ID8 cells (ID8^△mtDNA^) were established by three-week exposure to ethidium bromide (Figure S6d). As shown in Figure S6e, f, mtDNA deletion in ID8 cells did not prevent pladienolide B-induced pyroptosis, but prevented an increase in mtDNA levels in the supernatants of pladienolide B-treated cells. Pladienolide B alone, supernatants of ID8 cells treated with pladienolide B, supernatants of ID8^△mtDNA^ treated with pladienolide B, and the corresponding controls were co-cultured with BMDMs for 24 h. As expected, the supernatant of ID8 cells treated with pladienolide B, but not pladienolide B alone or the supernatant of ID8^△mtDNA^ cells treated with pladienolide B activated the cGAS-STING pathway and increased the cytotoxicity of BMDMs (Fig. 6e, f). In addition, compared to pladienolide B alone and the supernatant of ID8^△mtDNA^ cells treated with pladienolide B, the supernatant of ID8 cells treated with pladienolide B increased the expression of Nos2, Cd86, and Cd80, and decreased that of Cd163 and Tgfb1 in BMDMs (Fig. 6g). Taken together, the results suggested that pladienolide B induces mtDNA release in ovarian cancer cells, and macrophages engulf mtDNA and become activated through mtDNA-cGAS-STING pathway.

### Pladienolide B augments the antitumor effects of αPDL1 in ovarian cancer via immune activation

αPDL1 is a widely used immune checkpoint inhibitor for cancer therapy but has a low response rate in ovarian cancer. Since pladienolide B treatment increased cytotoxic lymphocyte infiltration (Fig. 2f–i), we sought to determine whether it affects the antitumor effect of αPDL1. Western blotting results showed that pladienolide B increased the expression of PD-L1 in OVCAR8 and ID8 cells (Fig. 7a). Immunohistochemical staining showed that pladienolide B treatment increased the expression of PD-L1 in mouse tumors (Fig. 7b). ID8 cells were injected into C57BL/6 mice, and pladienolide B alone, αPDL1 alone, or a combination of the two was administered to the mice for treatment (Fig. 7c). αPDL1 alone had no significant effect on tumor growth, while pladienolide B alone decreased tumor growth. Moreover, the combination of pladienolide B and αPDL1 effectively augmented the decrease in tumor burden (Fig. 7d, e). As shown in Fig. 7f, αPDL1 alone or pladienolide B alone increased the population of CD8^+^ and IFN-γ^+^CD8^+^ T cells, but the combination increased them more significantly.

**Fig. 7:**
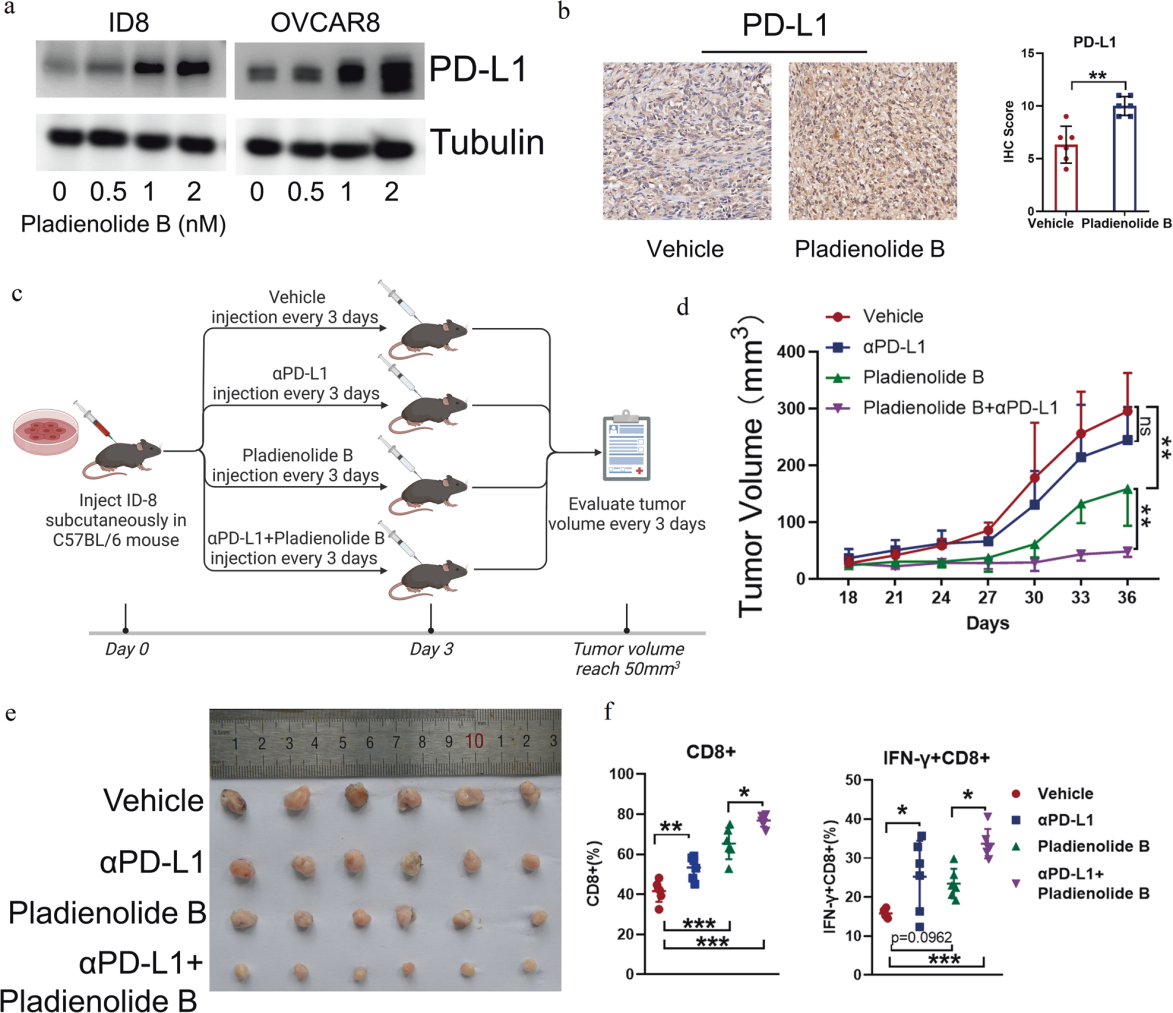
Pladienolide B enhances the antitumor effect of αPDL1. **a** Expression of PD-L1 in OVCAR8 and ID8 cells treated with different concentration of pladienolide B was detected by western blot. **b** Expression of PD-L1 in mice transplant tumor of vehicle group and pladienolide B group in Fig. 2c was analyzed by immunohistochemistry staining. **c** Schematic diagram of tumor allotransplantation and drug administration in mice. ID8 cells (2 × 10^5^/mouse) were subcutaneously injected into the left groin of C56BL/6 mice (6–8 weeks old). After three days, mice were randomized into treatment cohorts accordingly (*n* = 6 for each group) and given drug treatment: vehicle (10% DMSO in PBS and IgG isotype control), αPDL1 (200 µg/ mouse, every 3 days, 6 times), pladienolide B (0.5 mg/kg, every 3 days, 6 times) and αPDL1+pladienolide B. After the tumors were palpable, tumor volume was evaluated every 3 days. Drug administration was stopped at day 18 and tumors growth was kept to be observed for another 18 days. **d** Growth curve of tumor volume. **e** Image of transplantation tumors. **f** The proportion of CD8+ cells to CD3+ cells and the proportion of IFN-γ + CD8+ cells to CD8+ cells. *p* values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001. (All original blots images could be found in supplementary materials.).

## Discussion

Immunotherapy is one of the most promising treatments for malignant tumors in recent years and has demonstrated encouraging efficacy in various solid tumors. However, its effectiveness in ovarian cancer has been disappointing, possibly due to factors that directly or indirectly inhibit the CTL response. There is evidence to suggest that combining immunotherapy with targeted drugs can enhance its efficacy in treating ovarian cancer, possibly by improving the tumor immune microenvironment. Recent research suggests that PARP inhibitors can activate the STING pathway in tumor cells, leading to increased T-cell infiltration and improved efficacy of immunotherapy in ovarian cancer [34]. These findings have been corroborated by promising response rates observed in the TOPACIO/KEYNOTE-162 (phase I-II) and MEDIOLA trials, where the combination of immune checkpoint inhibitors (ICIs) and PARP inhibitors was employed [35, 36]. Refining the immune microenvironment in ovarian cancer is increasingly recognized as a critical determinant of successful outcomes from immunotherapy. Based on this, we identified SF3B1, a splicing factor that is highly expressed in ovarian cancer and negatively correlated with prognosis and cytotoxic lymphocyte infiltration, through screening TCGA and CPTAC databases and validating with clinical tissue microarrays.

SF3B1 plays a crucial role in various malignant tumors as a splicing factor, and there has been a long-standing exploration of small-molecule splicing modulators to SF3b as potential anti-cancer therapeutics [37, 38]. Recently, studies have highlighted the significance of spliceosome-targeted therapies in cancer once again [39, 40]. Bowling et al. found that in MYC-driven triple-negative breast cancer, spliceosome-targeted therapy causes widespread cytoplasmic accumulation of mis-spliced dsRNA and triggers antiviral signaling and extrinsic apoptosis, which is closely related to the immune [41]. While in our study, targeting the spliceosome by pladienolide B caused pyroptosis in non-MYC-driven instead of dsRNA accumulation.

Inducing pyroptosis is a promising strategy for cancer treatment [42]. Pyroptosis modulates various immune cells in the tumor immune microenvironment, inflammatory damage-associated molecular patterns (DAMPs), such as ATP, HMGB1, and mtDNA, released by pyroptotic cells, play an important role in host defense [43, 44]. IL-18 is a key activator of NK and Th1 cells and forms a positive loop with interferon-γ (IFN-γ) [45, 46]. HMGB1 leads to the activation of macrophages and TNF secretion and induces the infiltration of CTLs [47, 48]. In our study, NK cells, T cells, and BMDMs were exposed to the supernatant of pyroptotic cells and their cytotoxicity to tumor cells was detected. We found that the supernatant of pyroptotic cells increased the cytotoxicity of BMDMs, but not of NK or T cells. NK and T cells originating from the spleen rather than the tumor tissue may partly explain these results. The key finding of our study is that the release of mtDNA from pyroptotic tumor cells is crucial for the activation of macrophages, and we also identified BCL2L2 as a SF3B1 target gene that plays a role in pyroptosis.

BCL2L2 is well-known as an anti-apoptotic protein of the BCL2 family [49], but recent studies have shown that it also plays a crucial role in cell pyroptosis. Bcl-2 is closely related to caspase-3 and can directly inhibit the cleavage of GSDMD mediated by caspase-1, thereby reducing the incidence of cell pyroptosis and the release of IL-1β [28, 50]. Although caspase-3 is not unique to pyroptosis, gasdermins are the core switch that leads to the transition from apoptosis to pyroptosis [43, 44].

TAMs play various roles in tumor progression. M1 macrophages have the capacity to kill and remove tumor cells, whereas M2 macrophages promote tumor propagation [51, 52]. Depletion of macrophages by clodronate liposomes significantly reduced the tumor burden of the ID8 graft but was not sufficient to clear tumors in our study. We found that exposure to the supernatant of pladienolide B-treated cells increased the cytotoxicity of BMDMs, increased the expression of M1 macrophage markers, and reduced the expression of M2 macrophage markers in vitro. More importantly, pladienolide B showed no antitumor effect in macrophage-depleted mice, indicating that pladienolide B exerts its antitumor effect relying on the presence of macrophages.

Our results suggest that SF3B1 is highly expressed in ovarian cancer and is associated with poor prognosis and low cytotoxic immune cell infiltration. Inhibition of SF3B1 triggers pyroptosis in ovarian cancer cells and promotes infiltration of cytotoxic lymphocytes. Macrophages engulf mtDNA released by pyroptotic cells and play an important role in the antitumor effect of pladienolide B. Moreover, pladienolide B increases the expression of PD-L1 and synergizes with ICB therapy in ovarian cancer. Our study provided preclinical evidence for SF3B1 inhibition and ICB combination therapy in ovarian cancer. Nevertheless, our study’s findings are confined to animal models of ovarian cancer in mice and further validation using patient-derived xenograft models is yet to be undertaken.

Inhibition of SF3B1 induces ovarian cancer cell pyroptosis by splicing regulation of BCL2L2, resulting in the release of mtDNA. Macrophages engulfed mtDNA and polarized towards M1 through mtDNA-cGAS-STING pathway, thereby improving the immune microenvironment of ovarian cancer and enhancing the therapeutic effect of αPDL1. Therefore, SF3B1 inhibitor holds significant potential in combination with ICB therapy of ovarian cancer.

### Data sharing statement

The datasets supporting the conclusions of this article are included within the article and its additional files. The datasets used and analyzed during the current study are available from the corresponding author on reasonable request. The RNA-seq raw data generated in this study have been deposited in the NCBI GEO database under the accession number GSE222199.

### Supplementary information

A reproducibility checklist

Supplementary figure legends

Supplementary tables

Table S4

Original western blots

## Data Availability

Protein expression data was downloaded from CPTAC Assay Portal (http://assays.cancer.gov/). RNA expression data were obtained from the TCGA (https://portal.gdc.cancer.gov/) databases. Prognostic analysis was performed by an online Kaplan–Meier plotter database (http://kmplot.com/analysis/) [26]. SF3B1 eCLIP binding peak was visualized with online POSTAR3 database (http://111.198.139.65/index.html) [27]. Other data used during the current study were available from the corresponding author on reasonable request.

# Supplementary material for: Inhibition of SF3B1 improves the immune microenvironment through pyroptosis and synergizes with αPDL1 in ovarian cancer
**Source:** Cell Death Dis. 2023 Nov 27;14(11):775. doi: 10.1038/s41419-023-06301-1
**Supplement:** Supplementary file 1 — A reproducibility checklist

Corresponding Author Name: Kun Song, Chaoyang Sun and Beihua

Manuscript Number: CDDIS-23-2236R

# Reporting Summary

*Springer Nature wishes to improve the reproducibility of the work that we publish. This checklist is used to ensure good reporting standards and to improve the reproducibility. Please respond completely to all questions relevant to your manuscript. For more information, please read the journal's Guide to Authors.*

☐ Check here to confirm that the following information is available in the Material & Methods section:

- **The exact sample size (*n*)** for each experimental group/condition, given as a number, not a range
- **A description of the sample collection** allowing the reader to understand whether the samples represent technical or biological replicates (including how many animals, litters, culture, etc.)
- **A statement of how many times the experiment shown was replicated in the laboratory**
- **Definitions of statistical methods and measures:** For small sample sizes (*n*<5) descriptive statistics are not appropriate, instead plot individual data points
  - Very common tests, such as *t*-test, simple  $\chi^2$  tests, Wilcoxon and Mann-Whitney tests, can be unambiguously identified by name only, but more complex techniques should be described in the methods section
  - Are tests one-sided or two-sided?
  - Are there adjustments for multiple comparisons?
  - **Statistical test results**, e.g., *P* values
  - Definition of '**center values**' as **median or mean**;
  - Definition of **error bars** as **s.d. or s.e.m. or c.i.**

*Please ensure that the answers to the following questions are reported in the manuscript itself. We encourage you to include a specific subsection in the methods section for statistics, reagents and animal models. Below, provide the page number or section and paragraph number.*

## Statistics and general methods

1. How was the sample size chosen to ensure adequate power to detect a pre-specified effect size? (Give section/paragraph or page #)

For animal studies, include a statement about sample size estimate even if no statistical methods were used.

2. Describe inclusion/exclusion criteria if samples or animals were excluded from the analysis. Were the criteria pre-established? (Give section/paragraph or page #)

3. If a method of randomization was used to determine how samples/animals were allocated to experimental groups and processed, describe it. (Give section/paragraph or page #)

For animal studies, include a statement about randomization even if no randomization was used.

## Reported in section/paragraph or page #

We used tissue microarray samples (obtained from 261 patients with complete clinical information who had been treated at Qilu Hospital of Shandong University) to analyse by IHC.(Reported in section of Methods - Immunohistochemical staining (IHC))

Reported in section of Methods - ID8 mouse tumor model

Reported in section of Methods - Immunohistochemical staining (IHC).  
Criteria was pre-established.

We used the Block Randomization method to allocate the mices to the groups.

We stated that we used randomized methods in animal experiments. It is reported in section of Methods-ID8 mouse tumor model.

|                                                                                                                                                                                      |                                                                                                                                                                                                      |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 4. If the investigator was blinded to the group allocation during the experiment and/or when assessing the outcome, state the extent of blinding. (Give section/paragraph or page #) | When the experimental results were collected, the investigator was absolutely blind to prevent the occurrence of deviation. It is reported in section of Methods-Immunohistochemical staining (IHC). |
| For animal studies, include a statement about blinding even if no blinding was done.                                                                                                 | We stated that the investigator was absolutely blind for animal studies.                                                                                                                             |
| 5. For every figure, are statistical tests justified as appropriate?                                                                                                                 | Yes                                                                                                                                                                                                  |
| Do the data meet the assumptions of the tests (e.g., normal distribution)?                                                                                                           | Yes                                                                                                                                                                                                  |
| Is there an estimate of variation within each group of data?                                                                                                                         | Yes                                                                                                                                                                                                  |
| Is the variance similar between the groups that are being statistically compared? (Give section/paragraph or page #)                                                                 | There was no significant difference in variances between the groups. It is reported in section of Methods -Statistical analysis.                                                                     |

## Reagents

|                                                                                                                                                      | Reported in section/paragraph or page #                                                                                                   |
|------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| 6. Report the source of antibodies (vendor and catalog number)                                                                                       | Reported in section of Method - Antibodies and compounds and Supplementary Tables - Table S1 Information of antibodies used in the study. |
| 7. Identify the source of cell lines and report if they were recently authenticated (e.g., by STR profiling) and tested for mycoplasma contamination | Cells were purchased from the regular company, and we described it in section of Methods - Cell lines and cell culture.                   |

## Animal Models

|                                                                                                                                                                                                                                     | Reported in section/paragraph or page #                                                                                                             |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| 8. Report species, strain, sex and age of animals                                                                                                                                                                                   | C57BL/6 mice, female, 6-8-weeks-old                                                                                                                 |
| 9. For experiments involving live vertebrates, include a statement of compliance with ethical regulations and identify the committee(s) approving the experiments.                                                                  | We have got the approval from Animal Experiment Ethics Committee of Qilu Hospital, which is reported in section of Methods - ID8 mouse tumor model. |
| 10. We recommend consulting the ARRIVE guidelines ( <a href="https://doi.org/10.1371/journal.plosbio.1000412">PLoS Biol. 8(6), e1000412,2010</a> ) to ensure that other relevant aspects of animal studies are adequately reported. |                                                                                                                                                     |

## Human subjects

### Reported in section/paragraph or page #

- |                                                                                                                                   |                                                                                              |
|-----------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------|
| 11. Identify the committee(s) approving the study protocol.                                                                       | Reported in section of Declaration: the Animal Experiment Ethics Committee of Qilu Hospital. |
| 12. Include a statement confirming that informed consent was obtained from all subjects.                                          | Yes, it is reported in section of Immunohistochemical staining (IHC).                        |
| 13. For publication of patient photos, include a statement confirming that consent to publish was obtained.                       | n/a<br>There are no patient photos in the manuscript.                                        |
| 14. Report the clinical trial registration number (at <a href="https://clinicaltrials.gov">ClinicalTrials.gov</a> or equivalent). | n/a<br>This study does not include a clinical trial.                                         |
15. For phase II and III randomized controlled trials, please refer to the [CONSORT statement](#) and submit the CONSORT checklist with your submission.
16. For tumor marker prognostic studies, we recommend that you follow the [REMARK reporting guidelines](#).

## Data deposition

### Reported in section/paragraph or page #

- |                                                                                                                                                                                                                                                        |                                                                                                                                                                                                       |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 17. Provide accession codes for deposited data.<br>Data deposition in a public repository is mandatory for:<br>a. Protein, DNA and RNA sequences<br>b. Macromolecular structures<br>c. Crystallographic data for small molecules<br>d. Microarray data | They are reported in section of Data sharing statement. RNA sequencing data was upload to GEO (GSE222199), and now in Private Status. We can always open access upon request of reviewers or editors. |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Deposition is strongly recommended for many other datasets for which structured public repositories exist; more details on our data policy are available in the Guide to Authors. We encourage the provision of other source data in supplementary information or in unstructured repositories such as [Figshare](#) and [Dryad](#). We encourage publication of Data Descriptors (see [Scientific Data](#)) to maximize data reuse.

- |                                                                                                                                                                                                                                                                                                                   |                                                                                                                                                                                                                    |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 18. If computer code was used to generate results that are central to the paper's conclusions, include a statement in the Methods section under " <b>Code availability</b> " to indicate whether and how the code can be accessed. Include version information as necessary and any restrictions on availability. | We think that our conclusions were derived mainly from cell functional experiments, animal experiments and clinical samples. Computer code was a confirmatory experiment and did not generate the central results. |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

# Supplementary material for: Inhibition of SF3B1 improves the immune microenvironment through pyroptosis and synergizes with αPDL1 in ovarian cancer
**Source:** Cell Death Dis. 2023 Nov 27;14(11):775. doi: 10.1038/s41419-023-06301-1
**Supplement:** Supplementary file 2 — Supplementary figure legends

# Inhibition of SF3B1 improves the immune microenvironment through pyroptosis and synergizes with αPDL1 in ovarian cancer

**Authors：**Shourong Wang#1,2, Yao Liu#1,2, Huimin Xiao1,2, Zhongshao Chen1,2, Xiaohang Yang3, Jingjing Yin3, Yingwei Li1,2, Cunzhong Yuan1,2, Shi Yan1,2, Beihua Kong*1,2，Chaoyang Sun*3, Kun Song*1,2

**#** The authors contribute equally

## Supplementary Figures

**
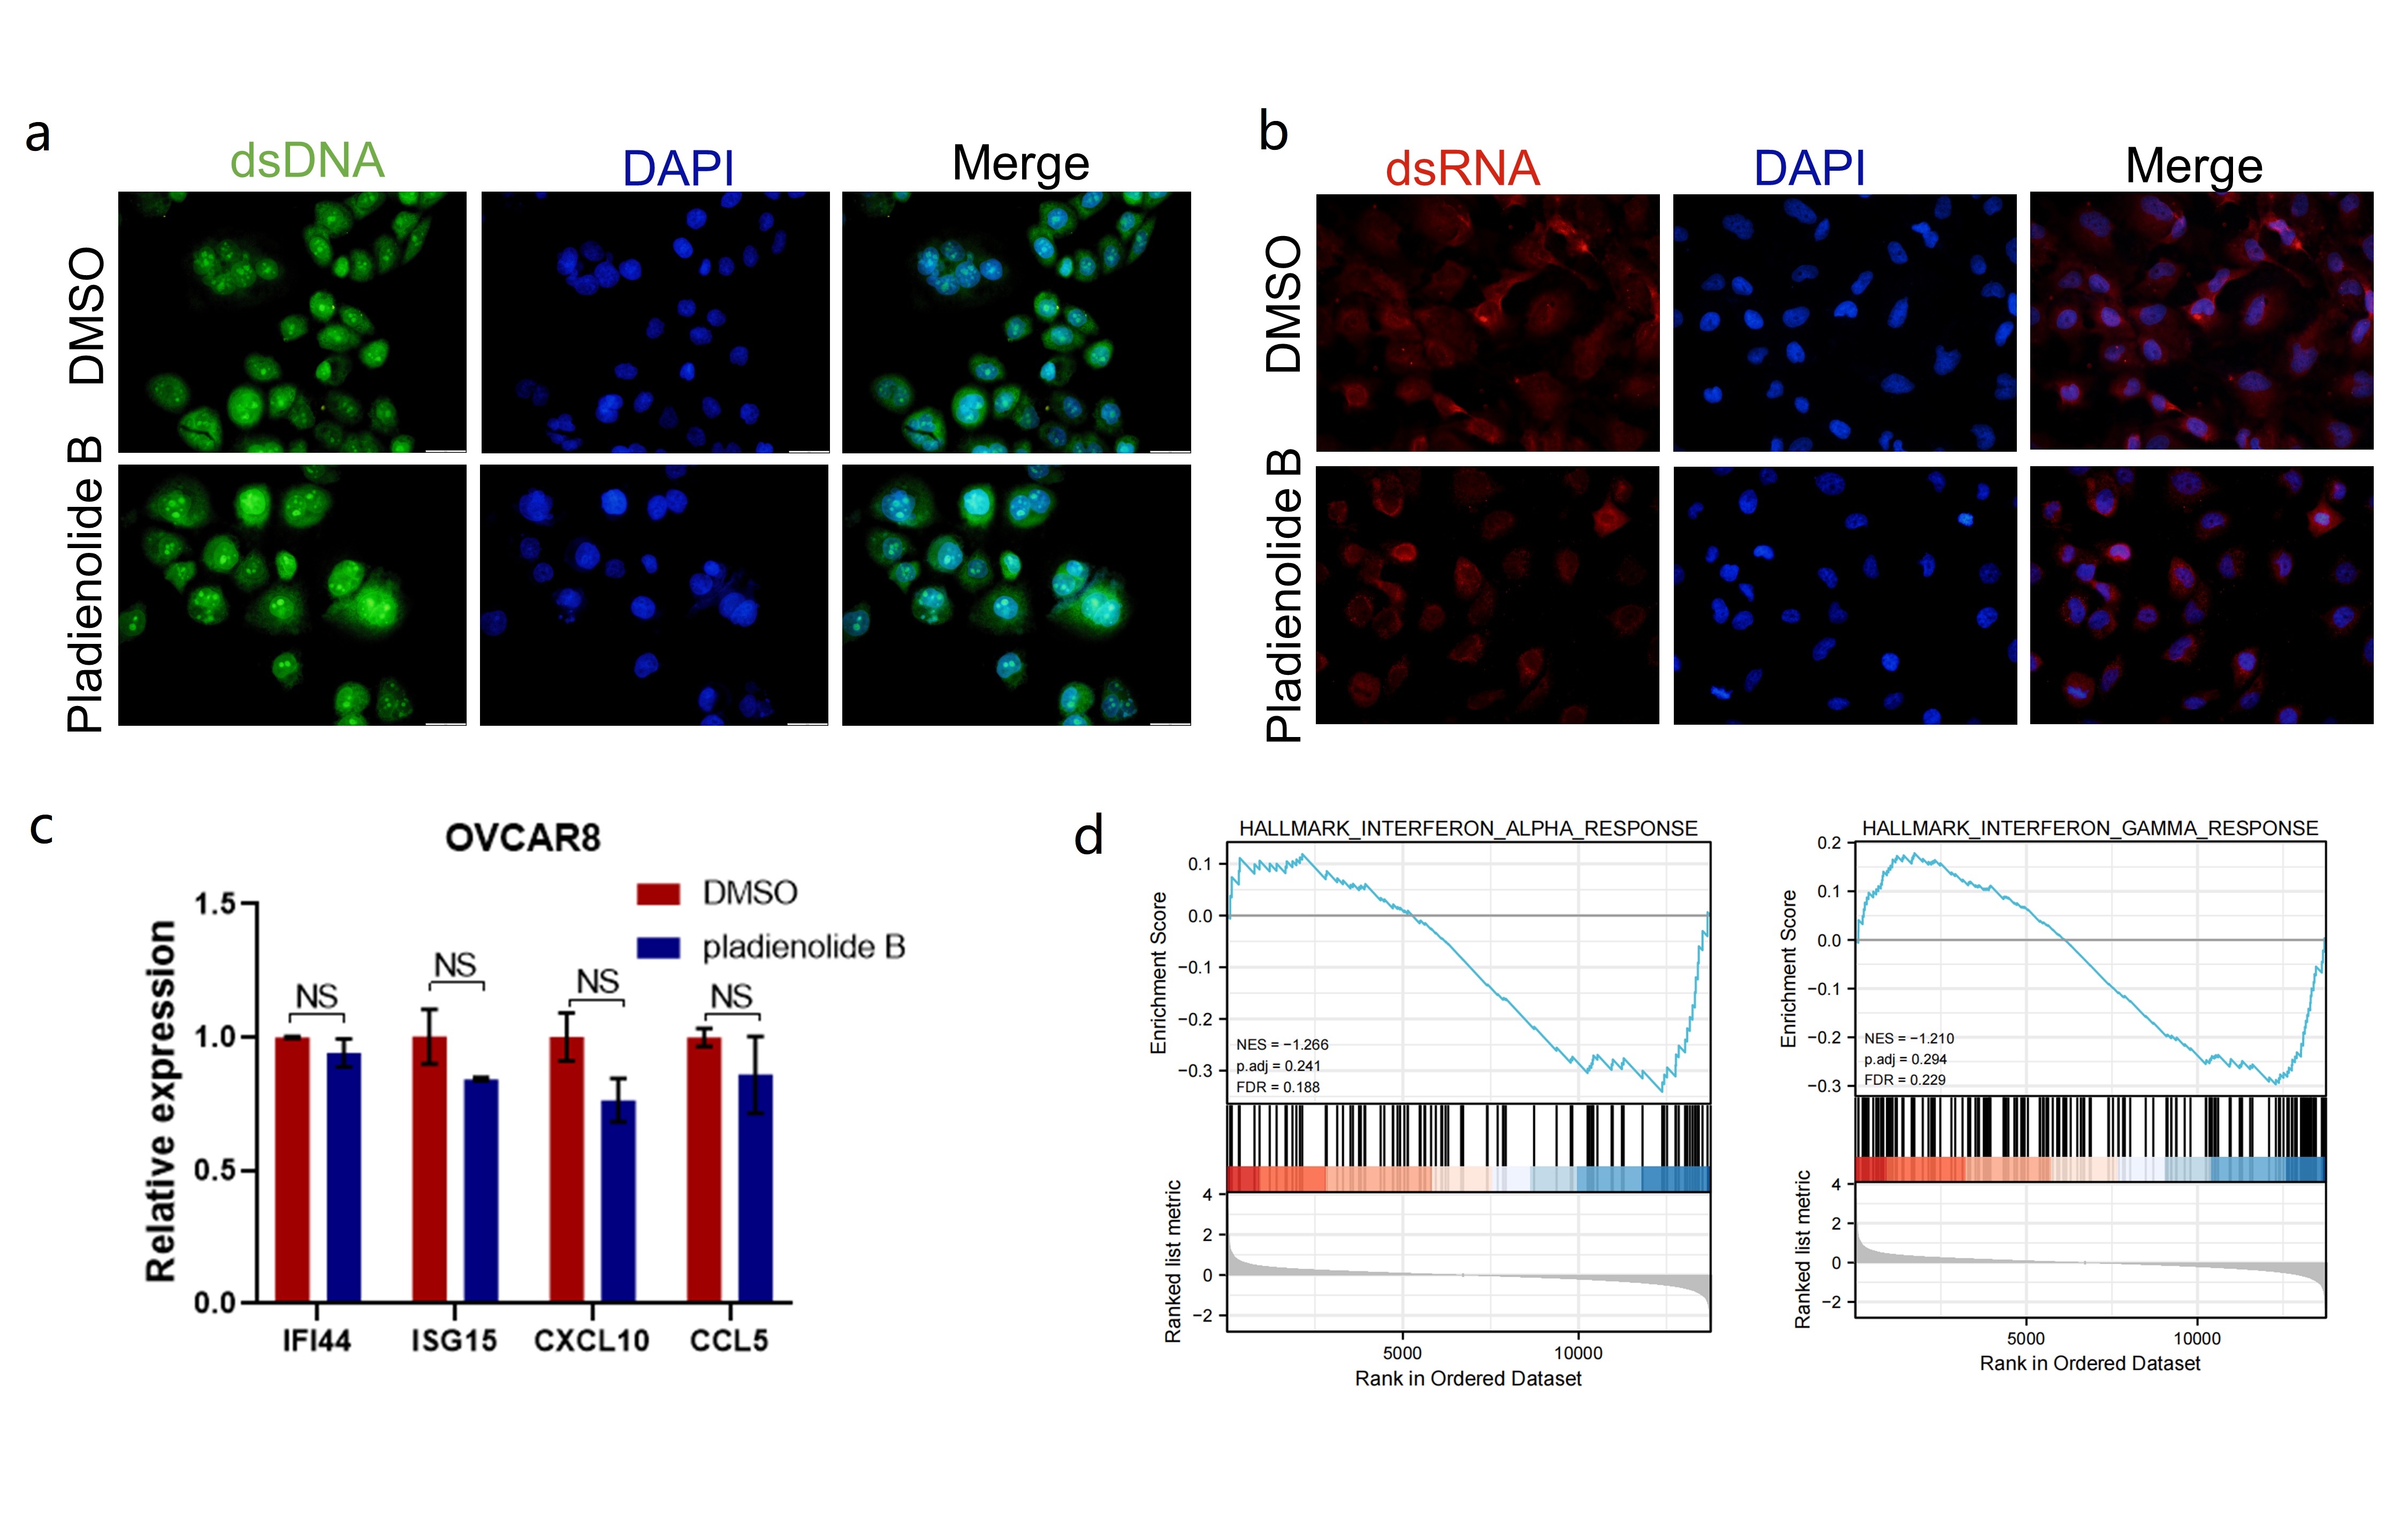
**

### Figure S1. Targeted inhibition of SF3B1 by pladienolide B fails to activate the interferon pathway.

a-b. Fluorescent staining of double-stranded DNA (A) and double-stranded RNA (B) in OVCAR8 cells with DMSO or pladienolide B treatment for 72h.

c. Quantification of interferon-stimulated gene by qPCR in OVCAR8 cells after with DMSO or pladienolide B treatment for 72h. Three independent experiments were shown.

d. GSEA analysis of “HALLMARK-INTERFERON-ALPHA-RESPONSE” and “HALLMARK-INTERFERON-GAMMA-RESPONSE” pathway from RNA-seq data of OVCAR8 cells treated with DMSO or pladienolide B for 72h (n=3 each group).

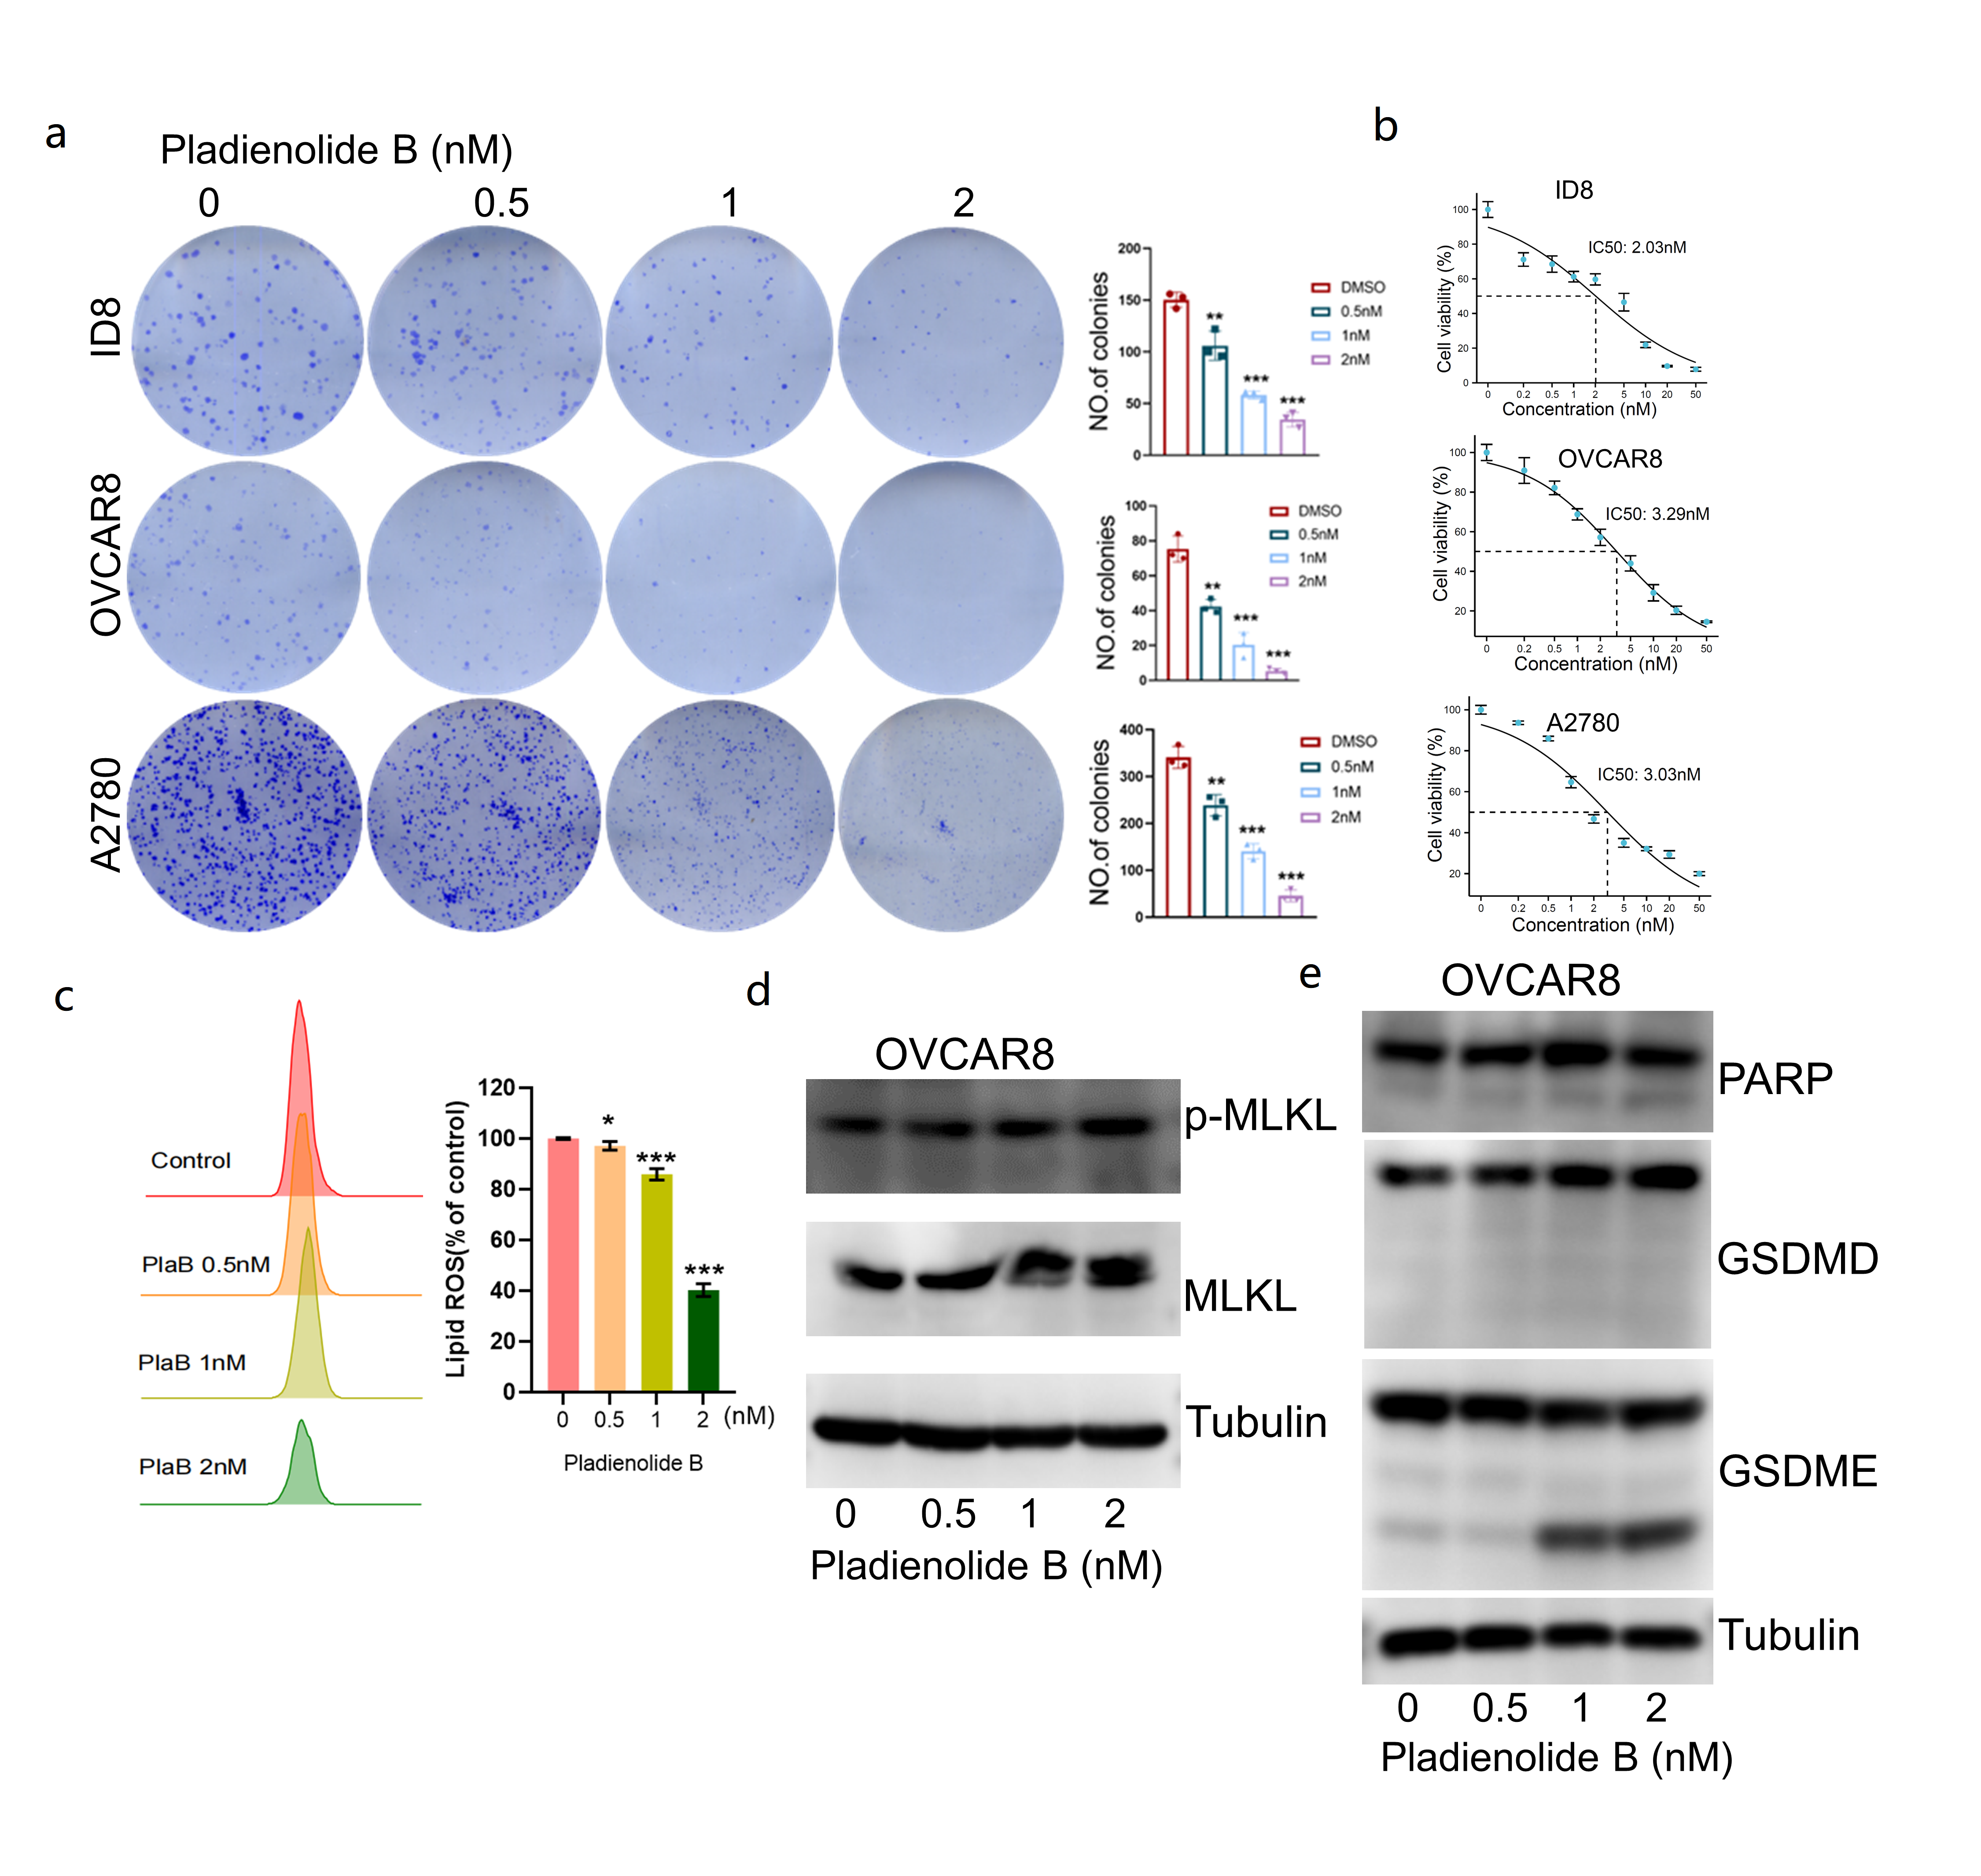

### Figure S2. Targeted inhibition of SF3B1 by pladienolide B inhibits cell growth and induces cell death.

a.Representative and statistical clonogenic picture of ID8, OVCAR8 and A27890 cells for different concentrations of pladienolide B treatment.

b.Cell viability of ID8, OVCAR8 and A27890 cells was measured by CCK8 assay after different concentrations of pladienolide B treatment for 72h. (The statistical test for differences was compared with the DMSO group.)

c. Lipid peroxides in OVCAR8 cells was detected by flow cytometry after treated with different concentrations of pladienolide B for 72h. (The statistical test for differences was compared with the 0nM group.)

d-e. Markers of necroptosis, apoptosis and pyroptosis were detected by western blotting. p values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001.

(All original blots images could be found in supplementary materials.)

**
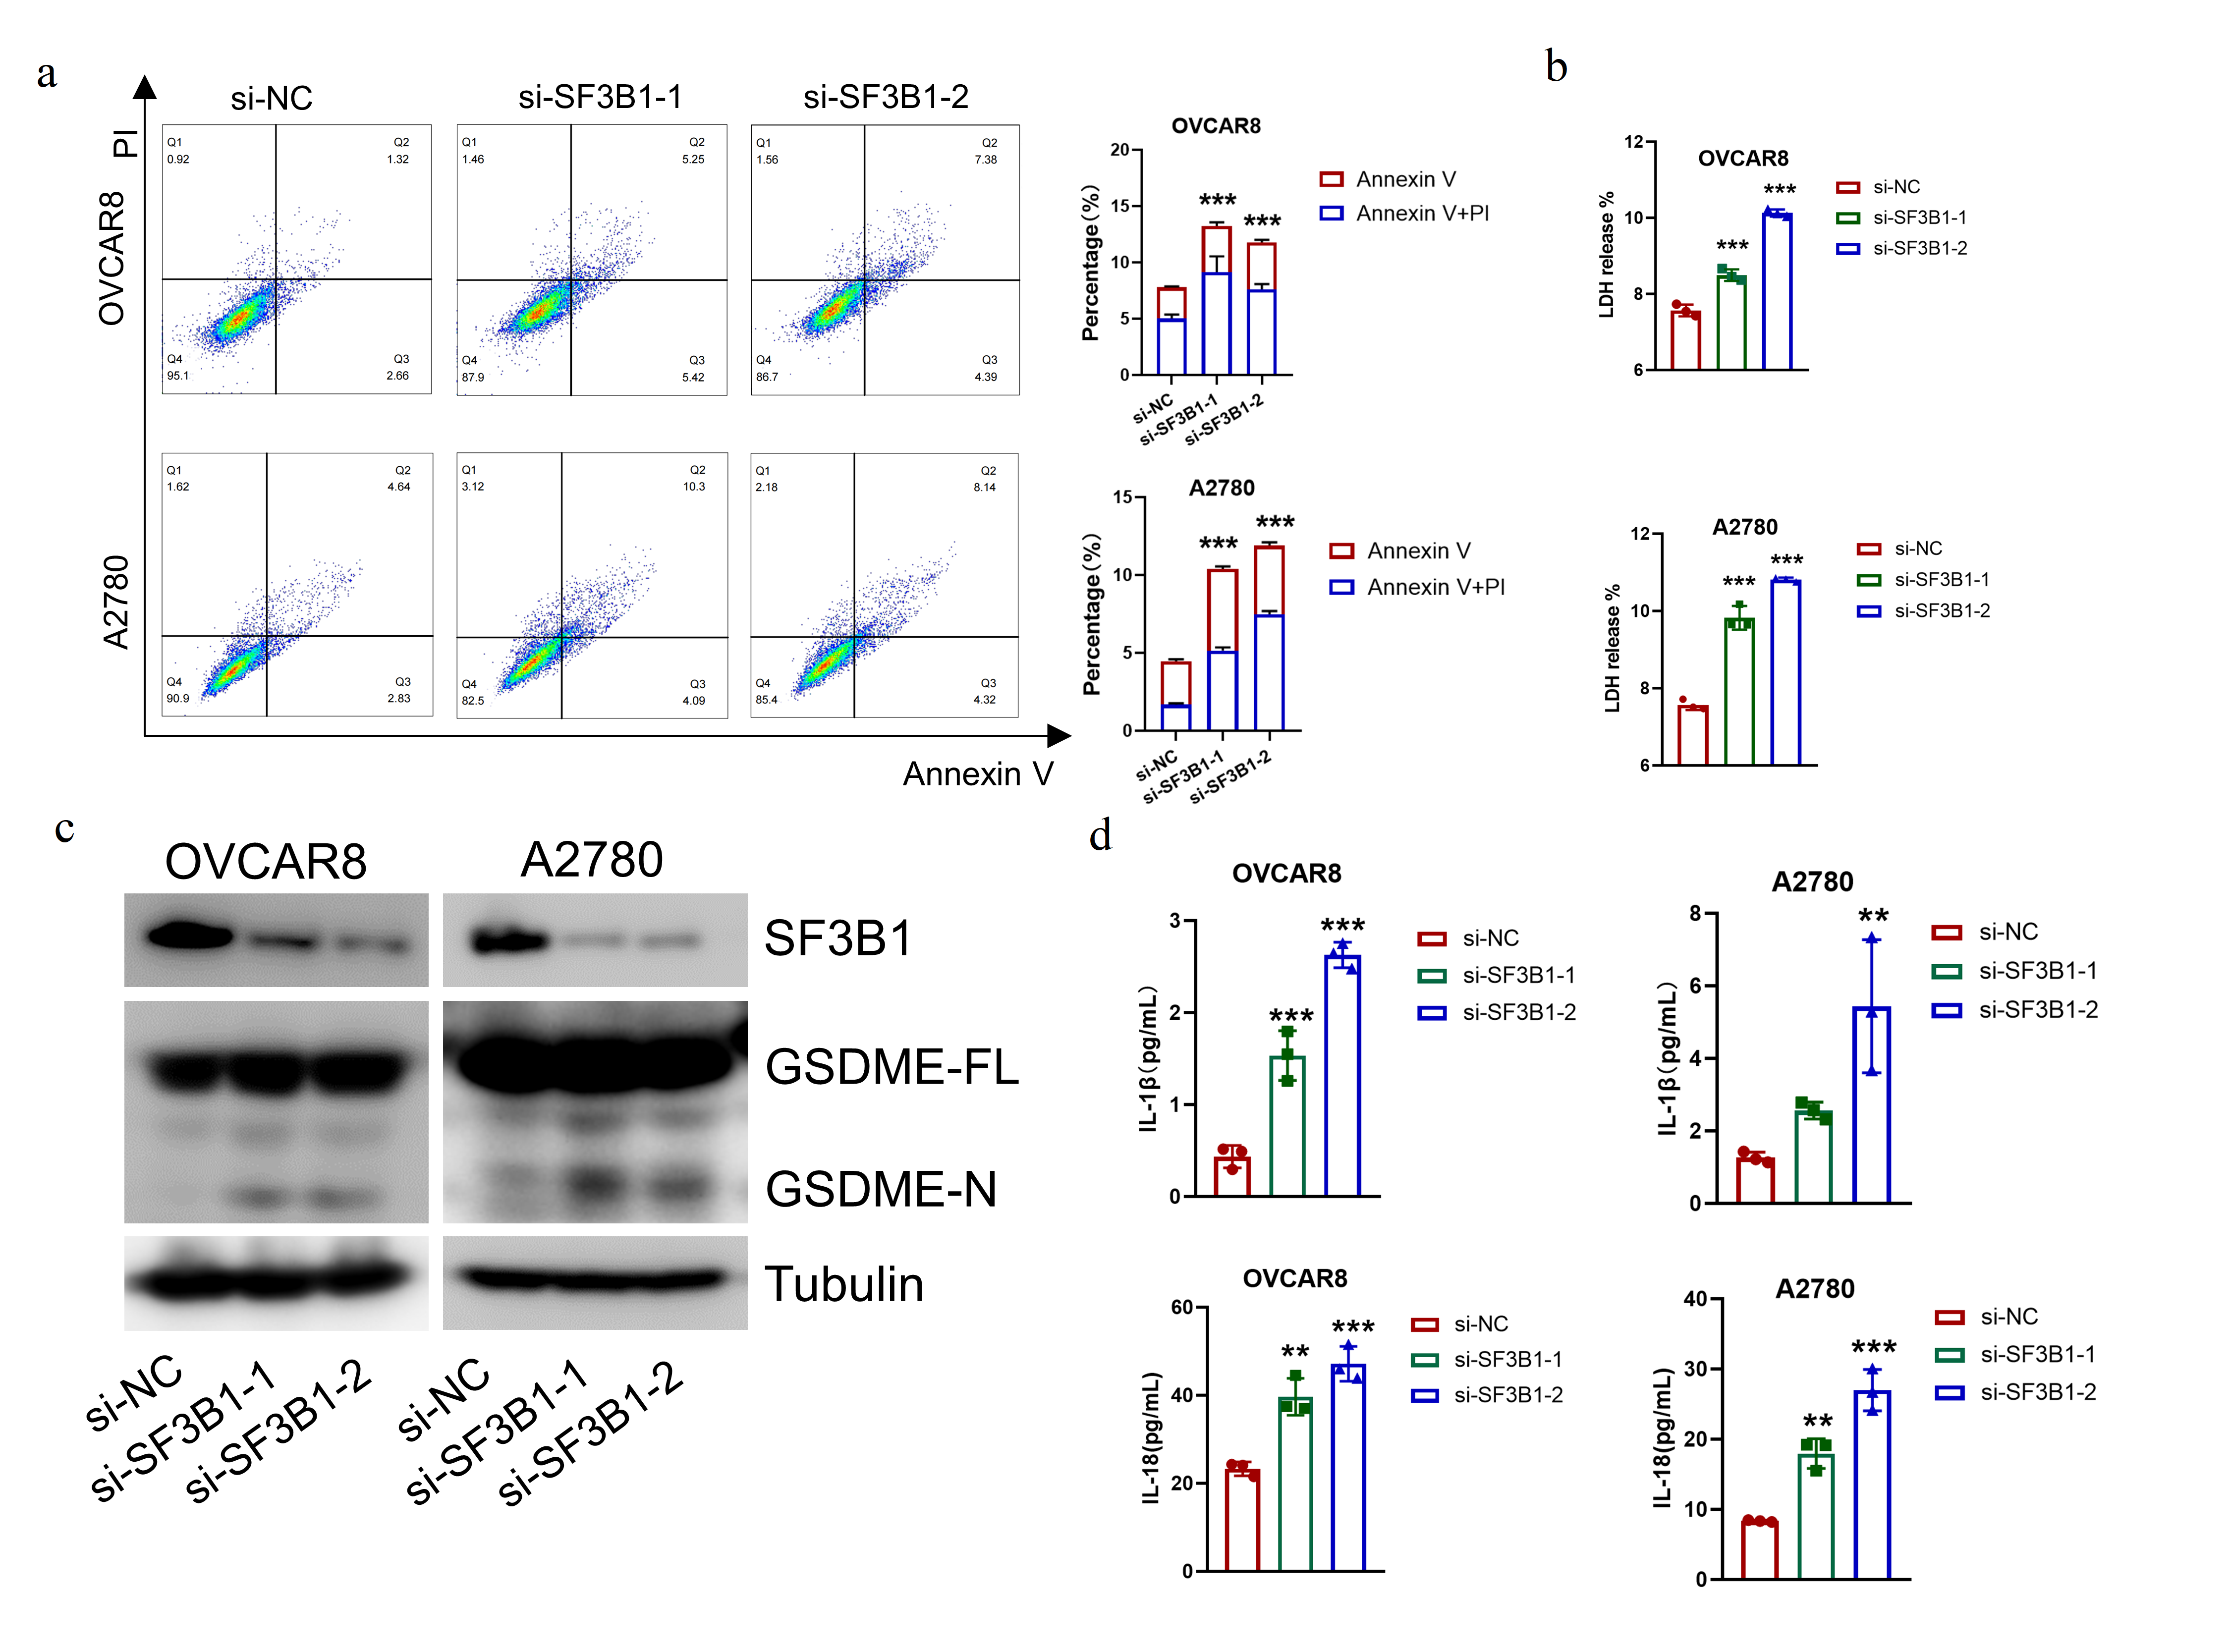
**

### Figure S3. Knock down of SF3B1 induces ovarian cancer cell pyroptosis.

1. Flow cytometry of propidiumiodide (PI) and Annexin V-stained ovarian cancer cells with SF3B1 or control siRNA transfection. (The statistical test for differences was compared with the si-NC group.)
2. LDH releases of ovarian cancer cells were detected after SF3B1 or control siRNA transfection for 72h. (The statistical test for differences was compared with the si-NC group.)
3. GSDME and SF3B1 expression were detected by western blot in OVCAR8 and A2780 cells with SF3B1 or control siRNA transfection.
4. Concentrations of IL-1β and IL-18 in OVCAR8 and A2780 culture supernatant with SF3B1 or control siRNA transfection were analyzed by ELISA assay. (The statistical test for differences was compared with the si-NC group.)

p values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001.

(All original blots images could be found in supplementary materials.)

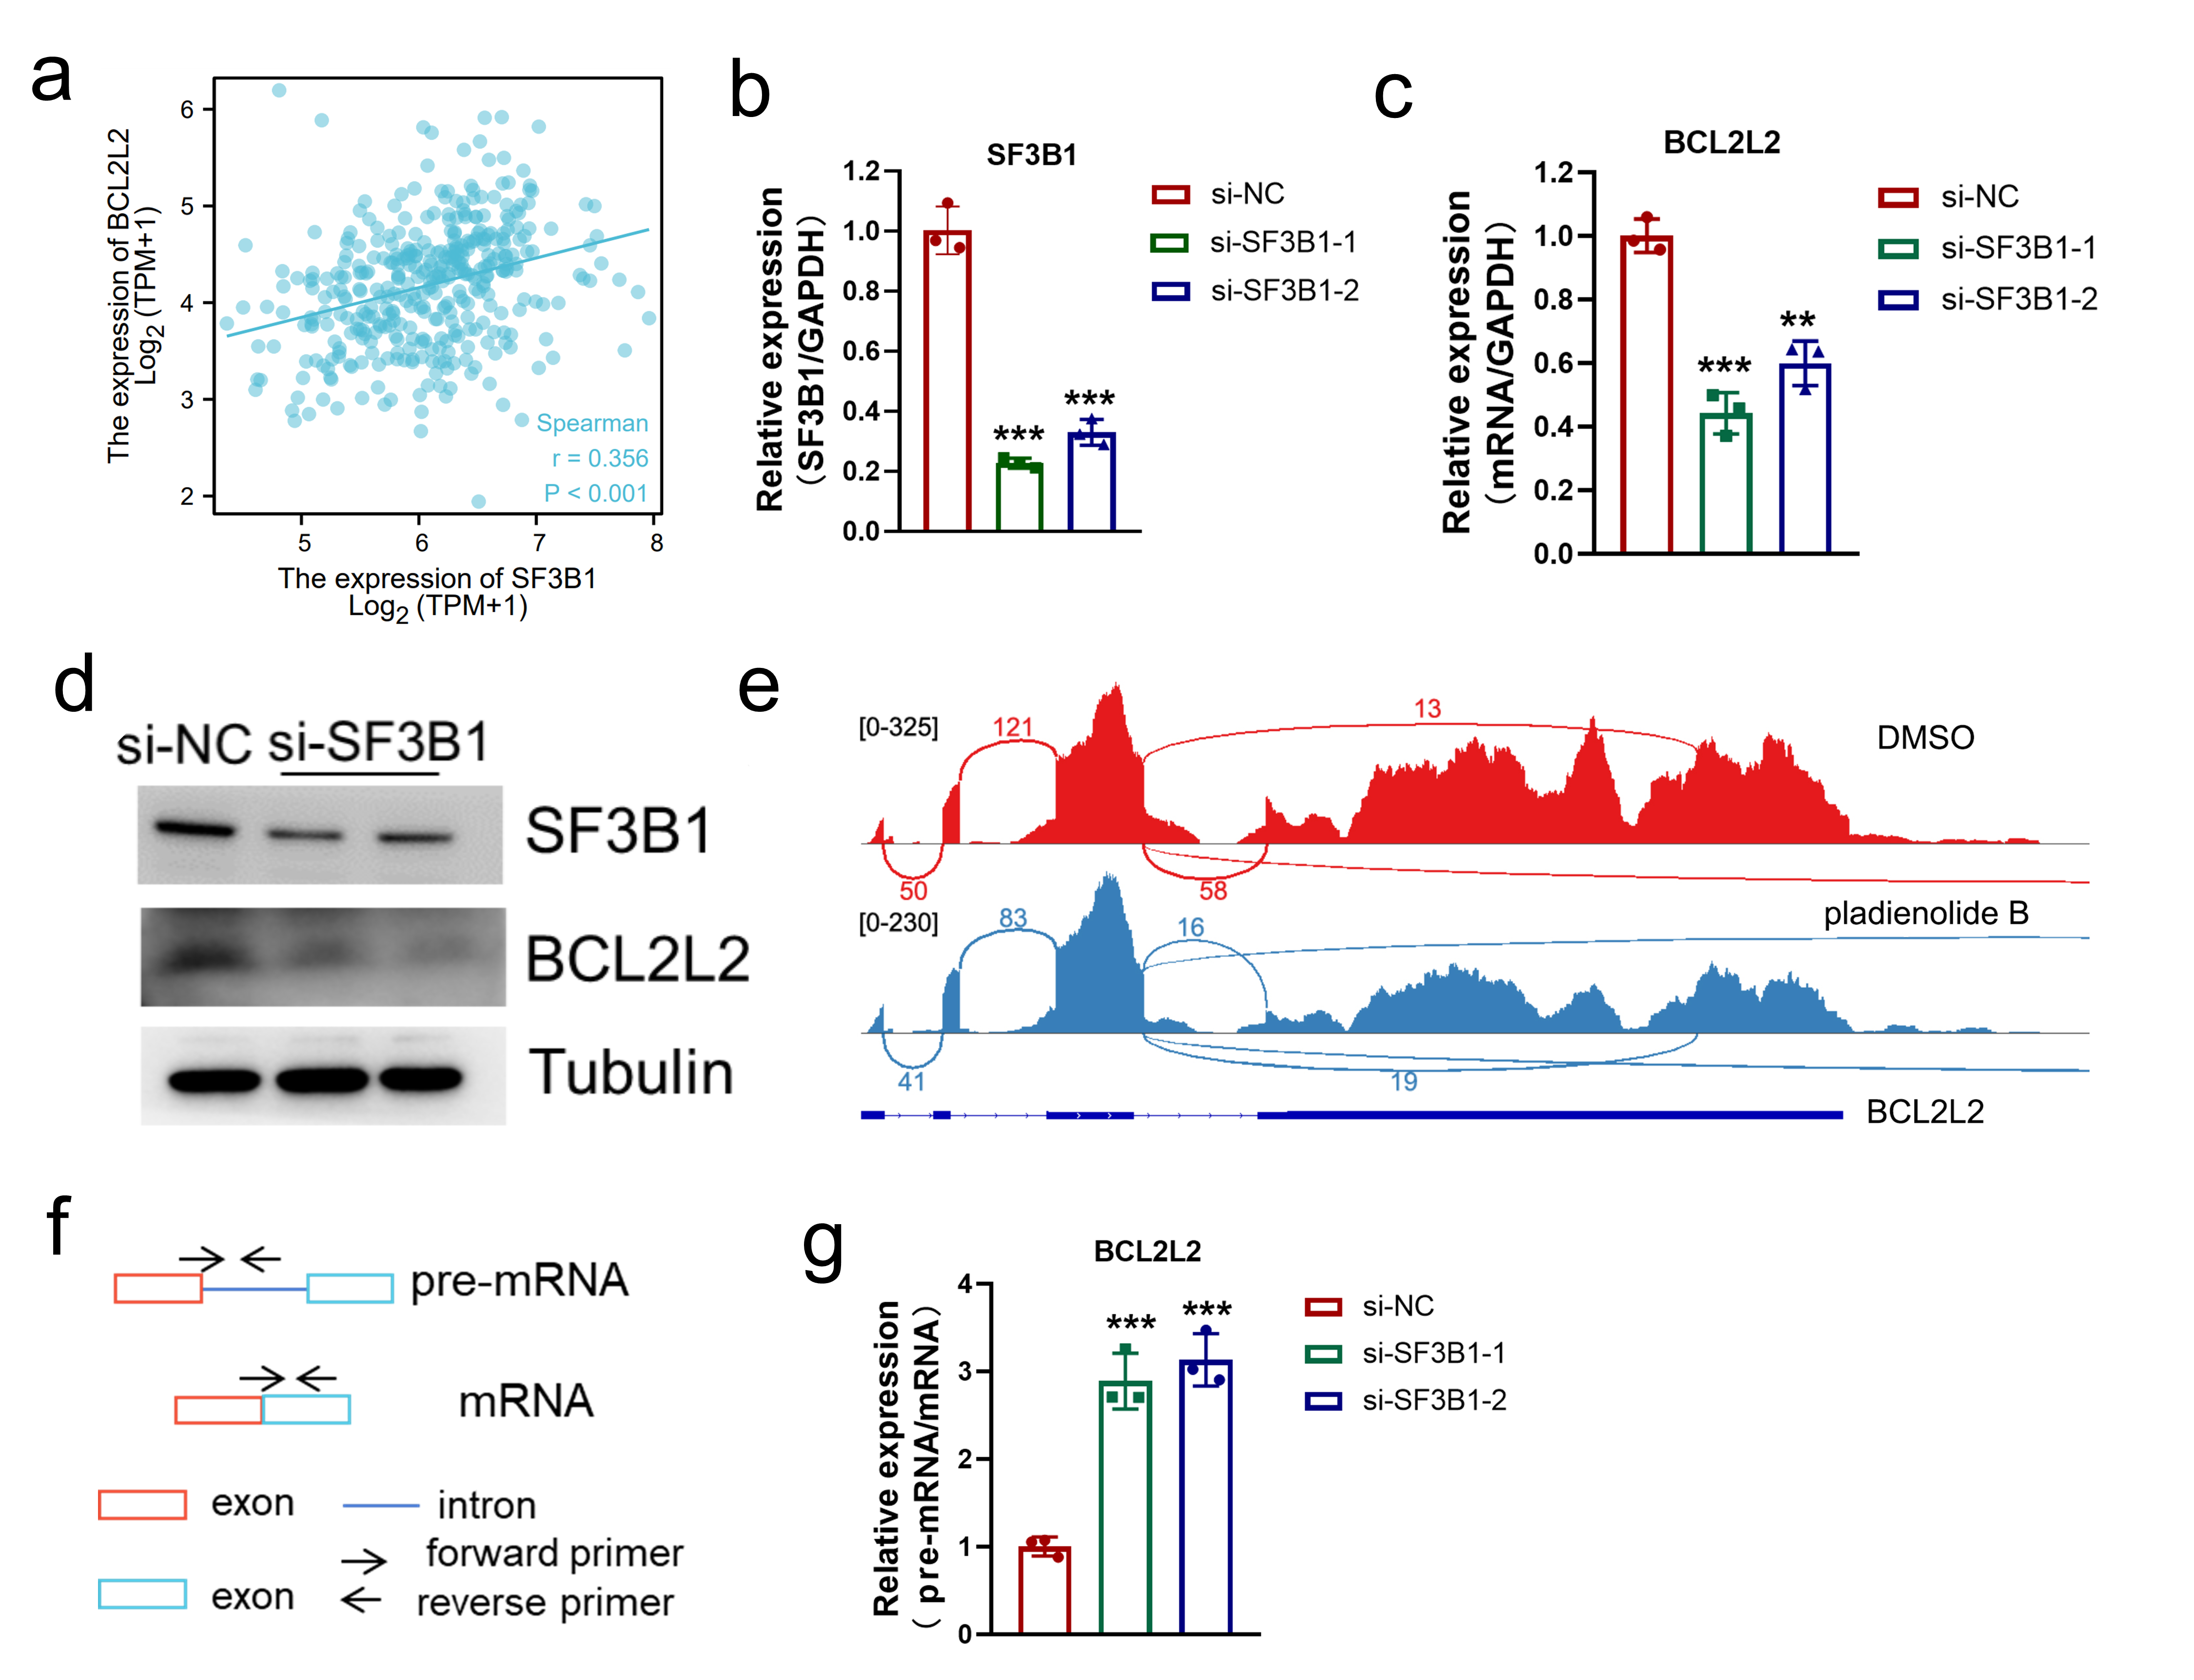

### Figure S4. SF3B1 regulates BCL2L2 expression.

1. Correlation between SF3B1 and BCL2L2 RNA expression in TCGA cohort.

b-c. RNA expression of SF3B1 and BCL2L2 was analyzed by qPCR in OVCAR8 cells with SF3B1 siRNA transfection. (The statistical test for differences was compared with the si-NC group.)

d. Protein expression of SF3B1 and BCL2L2 was detected by western blot in OVCAR8 cells with SF3B1 siRNA transfection.

e. Sashimi plot generated by Integrative Genomics Viewer (Version 2.16.2) showing RNA-seq mapping to BCL2L2 in OVCAR8 cells following exposure to plaB.

f. Schematic diagram of primers for BCL2L2 pre-mRNA and mRNA.Primers for pre-mRNA span intron-exon junctions and primers for mRNA span exon-exon junctions.

g. The ratio of preRNA to mRNA of BCL2L2 was detected by qPCR in OVCAR8 cells with SF3B1 siRNA transfection. (The statistical test for differences was compared with the si-NC group.)

p values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001.

(All original blots images could be found in supplementary materials.)

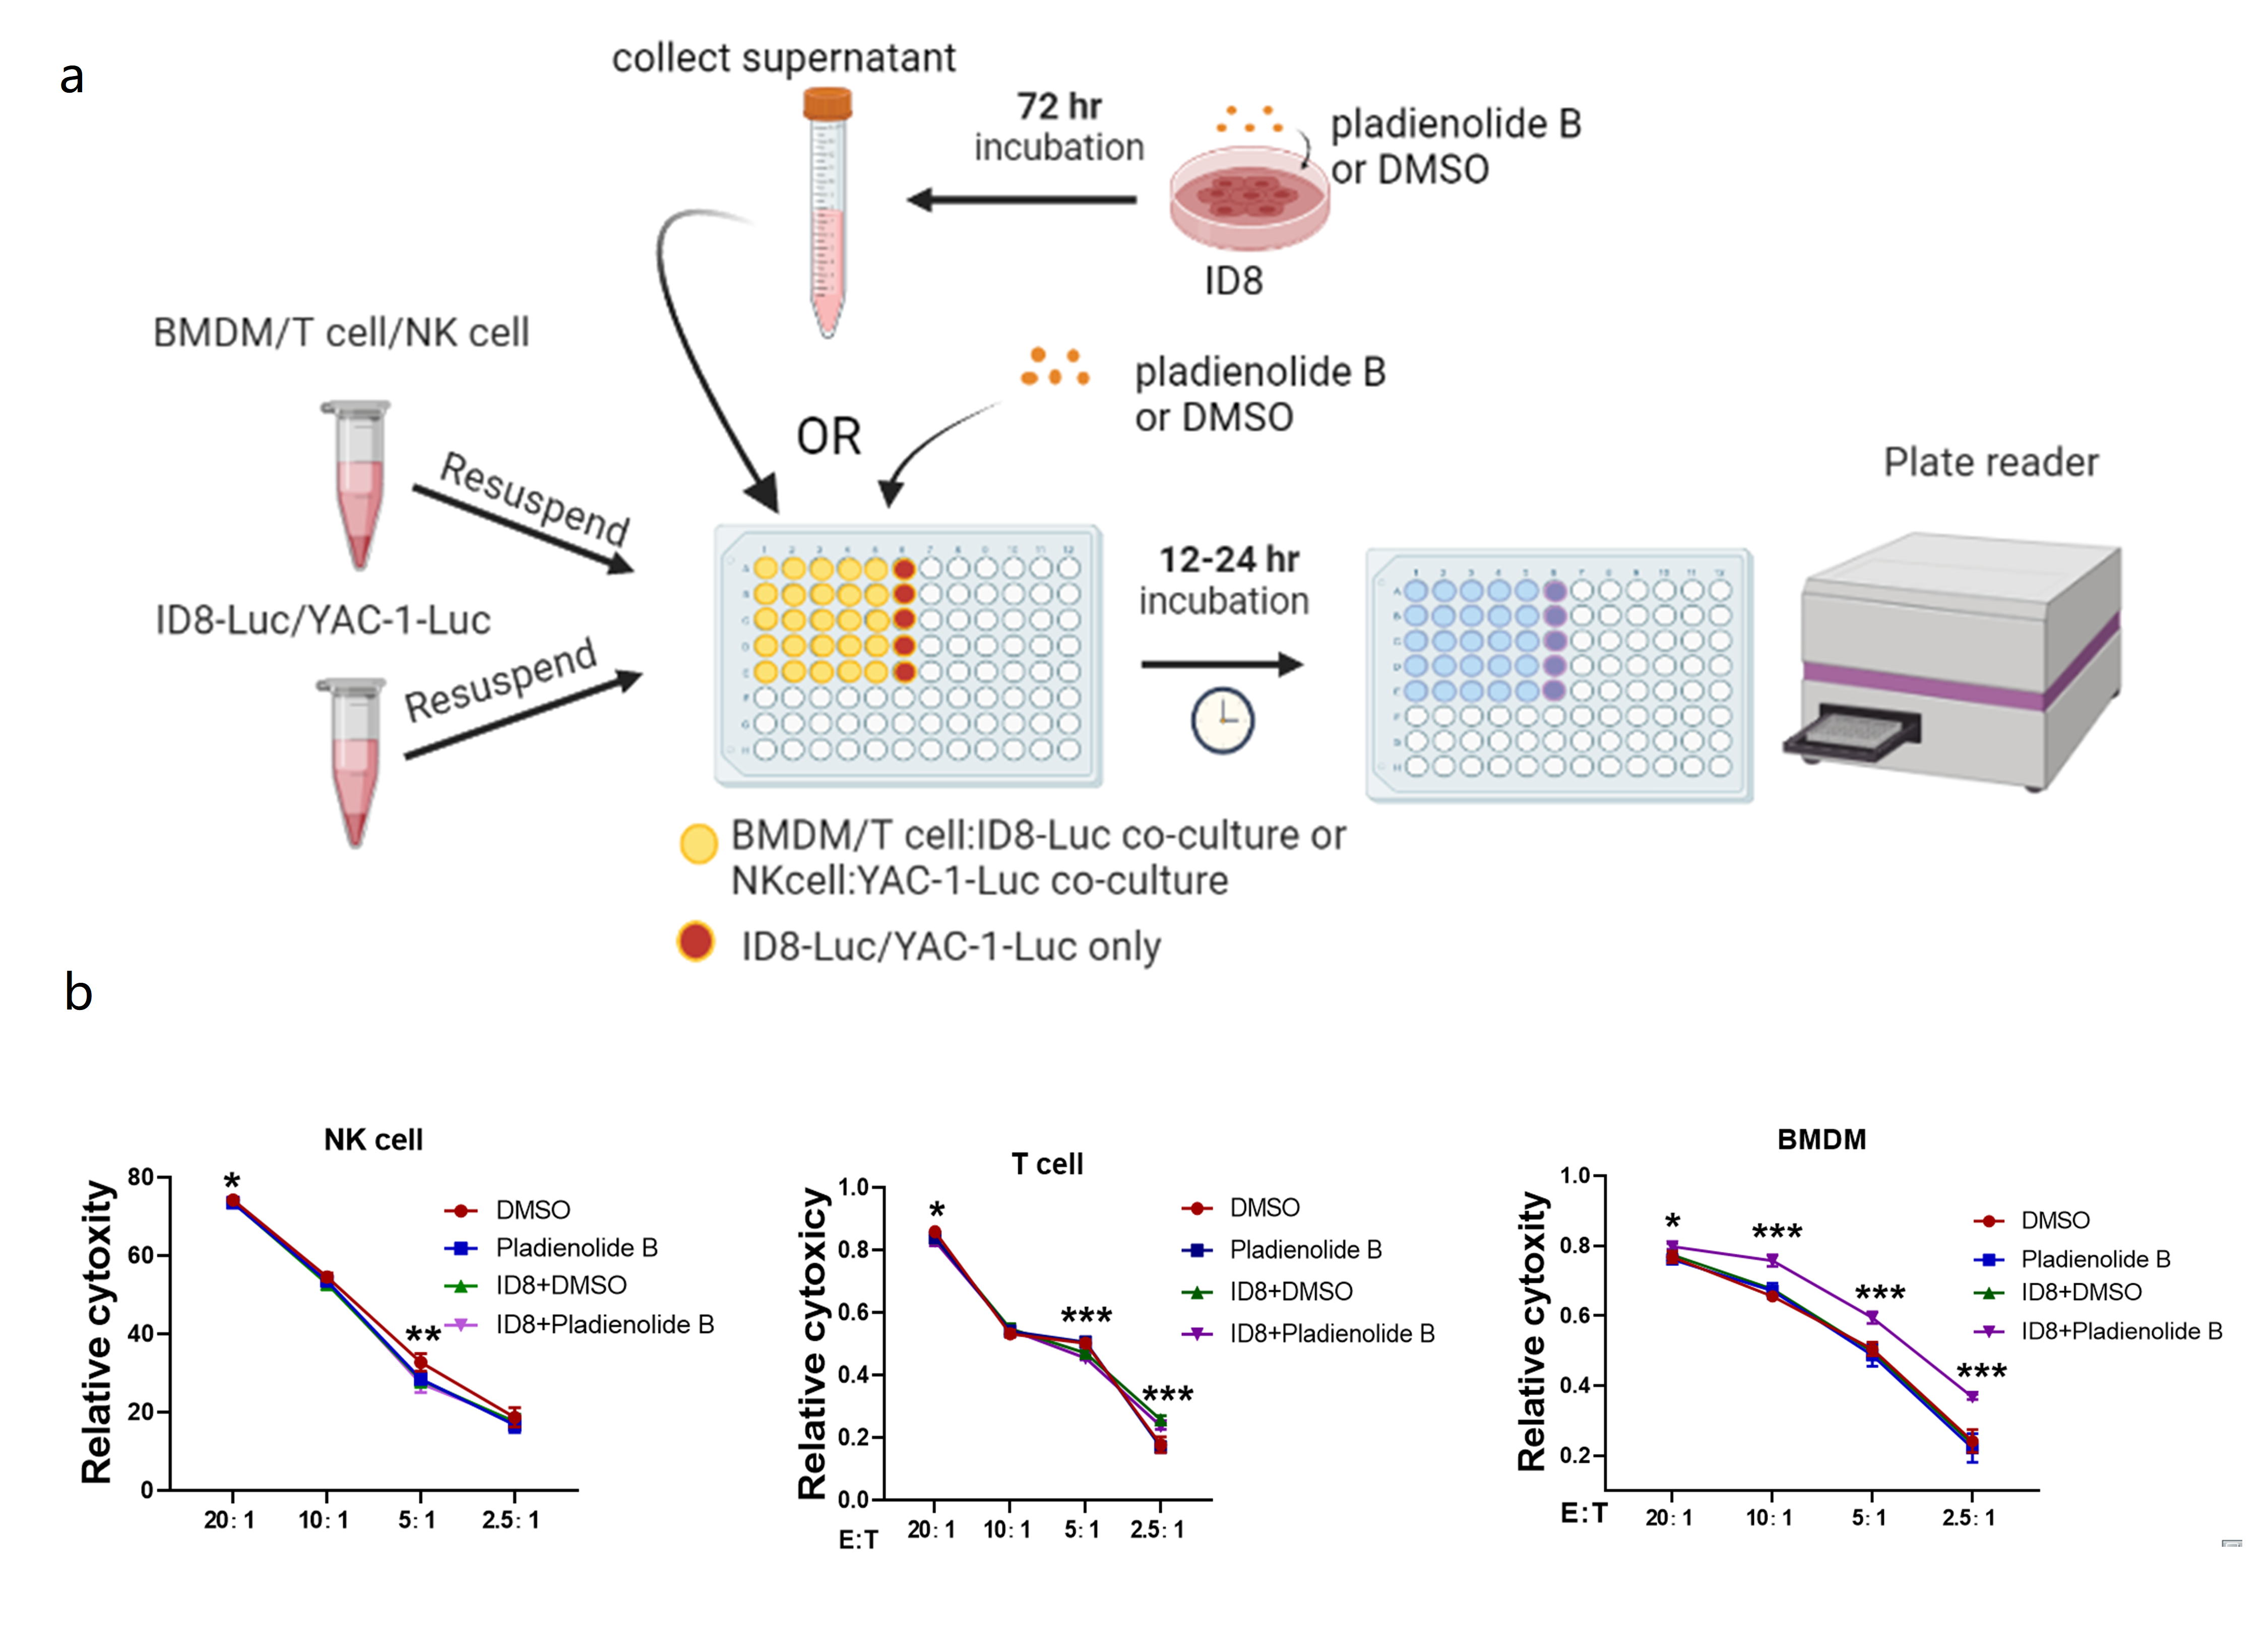

### Figure S5. Culture supernatant of pladienolide B-treated ID8 cells enhances cytotoxicity of BMDM.

1. Schematic diagram of cytotoxicity detection of NK cells, T cells, and BMDM.
2. Effect of pladienolide B only or supernatant of pladienolide B-treated ID8 cells on cytoxicity of NK cells, T cells and BMDM was detected. (The statistical test for differences was compared among all groups.)

p values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001.

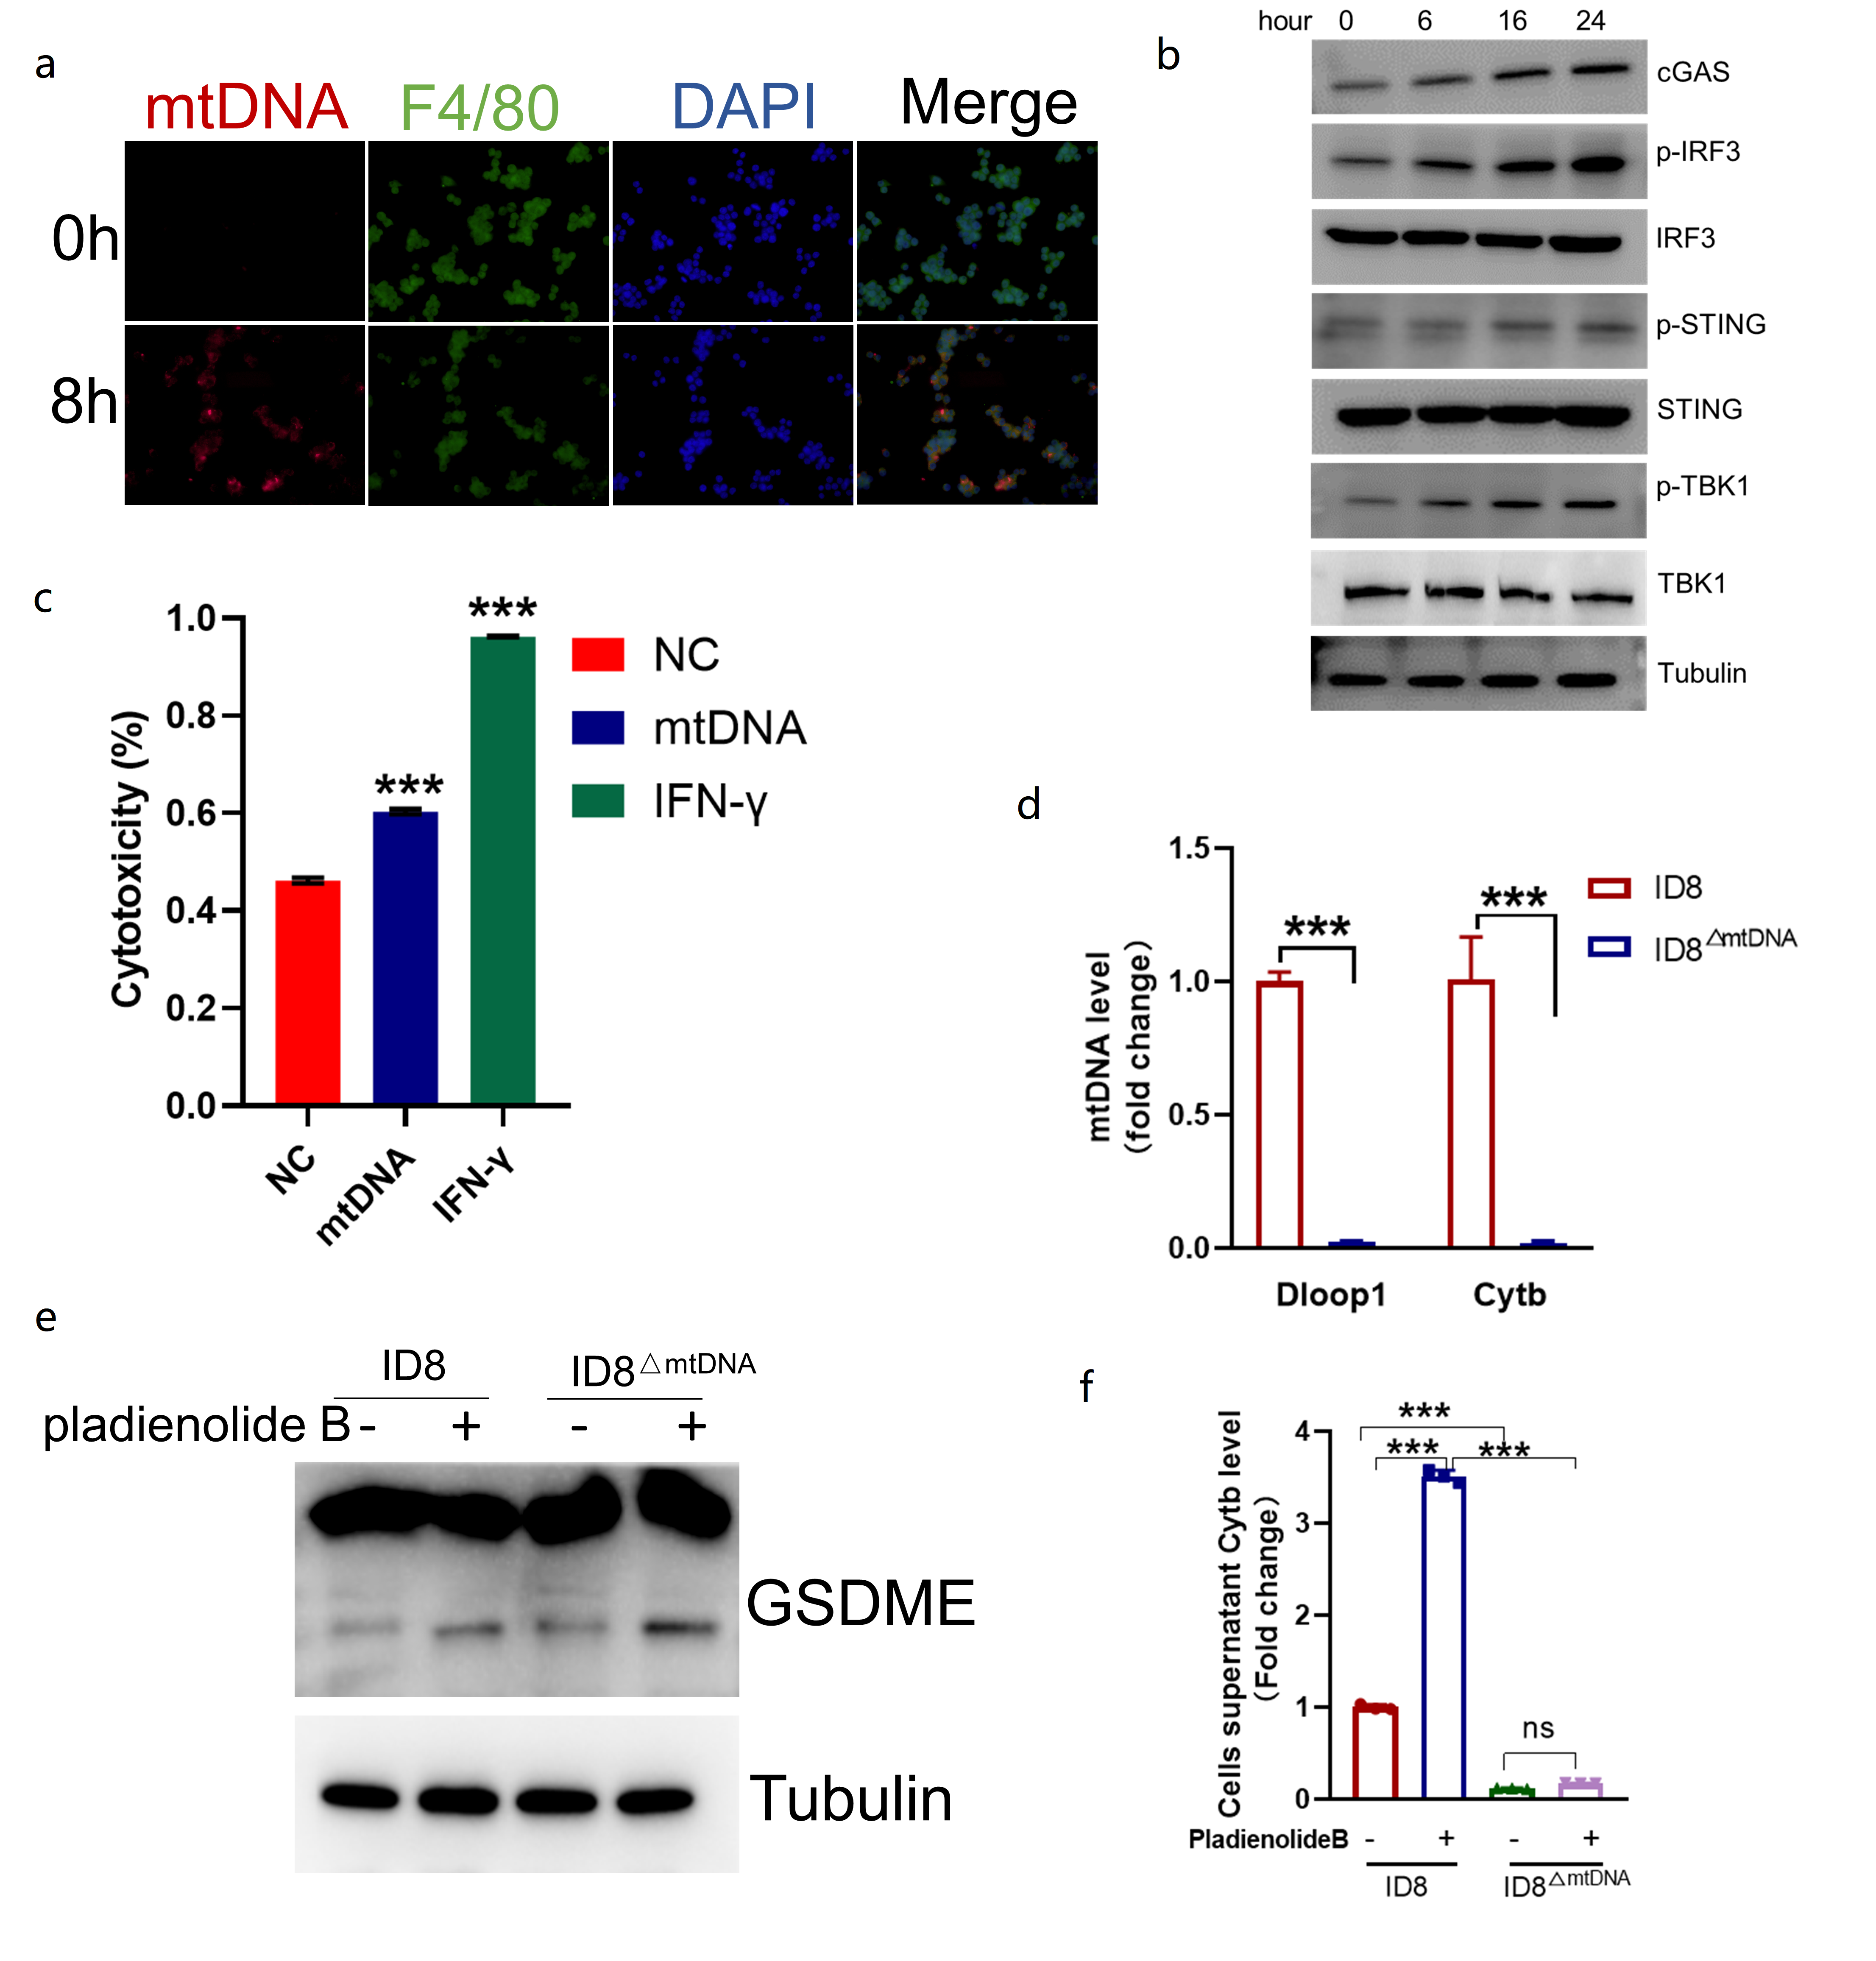

### Figure S6. BMDM engulfs mtDNA and establishment of ID8△mtDNA cells.

1. The phagocytosis of BMDM to cy3-dCTP labelled mtDNA was detected by fluorescence microscopy.
2. cGAS-STING pathway of BMDM at different time of mtDNA treatment was detected by western blot.
3. Cytotoxicity of BMDM treated by mtDNA or IFN-γ were measured by co-culture of BMDM and ID8-LUC with 10:1 effect target ratio. IFN-γ was used as positive control.
4. mtDNA of ID8 and ID8△mtDNA were analyzed by qPCR.
5. GSDME of ID8 and ID8△mtDNA treated with DMSO or pladienolide B was detected by western blot.
6. mtDNA in culture supernatant of ID8 and ID8△mtDNA treated with DMSO or pladienolide B were detected by qPCR. p values were determined by One-Way ANOVA tests. *p < 0.05. **p < 0.01. ***p < 0.001.

(All original blots images could be found in supplementary materials.)

# Supplementary material for: Inhibition of SF3B1 improves the immune microenvironment through pyroptosis and synergizes with αPDL1 in ovarian cancer
**Source:** Cell Death Dis. 2023 Nov 27;14(11):775. doi: 10.1038/s41419-023-06301-1
**Supplement:** Supplementary file 3 — Supplementary tables

## Supplementary Tables

### Table S1 Information of antibodies used in the study

| **Antibody** | **Application** | **Company** | **Catalog** | **RRID** | **Dilution** |
| --- | --- | --- | --- | --- | --- |
| SF3B1 | WB | ABclonal | A9737 |  | 1:1000 |
| SF3B1 | RIP， IHC | LifeSpan Biosciences | LS-C179473 |  | RIP:1:100; IHC:1:200 |
| CD8 | IHC | Abcam | Ab237709 | AB_2892677 | 1:1000 |
| P-MLKL | WB | Abcam | ab196436 | AB_2687465 | 1:1000 |
| MLKL | WB | Abcam | ab184718 | AB_2755030 | 1:1000 |
| Tubulin | WB | ABclonal | A12289 | AB_2861647 | 1:1000 |
| PARP | WB | CST | 9542 |  | 1:1000 |
| GSDME | WB | Abcam | ab215191 | AB_2737000 | 1:1000 |
| GSDMD | WB | Abcam | ab215203 | AB_2916166 | 1:1000 |
| NLRP3 | WB | Abcam | ab263899 | AB_2889890 | 1:1000 |
| Csapase3 | WB | CST | 9662 |  | 1:1000 |
| BCL2L2 | WB | ABclonal | A1158 | AB_2758609 | 1:1000 |
| cGAS | WB | ABclonal | A8335 | AB_2770305 | 1:1000 |
| STING | WB | CST | 13647 |  | 1:1000 |
| p-STING | WB | CST | 72971 |  | 1:1000 |
| TBK1 | WB | ABclonal | A2573 | AB_2764459 | 1:1000 |
| p-TBK1 | WB | CST | 5483 |  | 1:1000 |
| IRF3 | WB | ABclonal | A19717 | AB_2862750 | 1:1000 |
| p-IRF3 | WB | CST | 29047 |  | 1:1000 |
| GAPDH | WB | ABclonal | A19056 | AB_2862549 | 1:1000 |
| PD-L1 | WB | Abcam | ab213524 (human),  ab213480 (mouse) | AB_2857903,  AB_2773715 | 1:1000 |
| PD-L1 | IHC | Abcam | ab233482 | AB_2811045 | 1:100 |
| F4/80 | IF | ABclonal | A18637 | AB_2862375 | 1:100 |
| CD3 | FC | BioLegend | 100219 | AB_1732068 | 1:100 |
| CD4 | FC | BioLegend | 100433 | AB_893330 | 1:100 |
| CD25 | FC | BioLegend | 162105 | AB_2894643 | 1:100 |
| CD45 | FC | BioLegend | 103115 | AB_312980 | 1:100 |
| FOXP3 | FC | BioLegend | 126403 | AB_1089118 | 1:100 |
| CD8 | FC | BioLegend | 100705 | AB_312744 | 1:100 |
| IFN-γ | FC | BioLegend | 505809 | AB_315403 | 1:100 |
| CD11b | FC | BioLegend | 101215 | AB_312798 | 1:100 |
| F4/80 | FC | BioLegend | 123107 | AB_893500 | 1:100 |
| CD163 | FC | BioLegend | 156703 | AB_2860724 | 1:100 |
| CD86 | FC | BioLegend | 105027 | AB_893420 | 1:100 |
| Ly-6G | FC | BioLegend | 127613 | AB_1877163 | 1:100 |

### Table S2 Primer sequence of RIP-PCR

| Site1-F | TTCTTTGTCTTTGGGGCTGC |
| --- | --- |
| Site1-R | TTCCCAACATAGCTGCCTCA |
| Site2-F | ACTGTGTGCTGAGAGTGTCA |
| Site2-R | GAGACCAGCTTTGCAGAAGG |

### Table S3 Primer sequence for qPCR

| hSF3B1-F | CGTCTGTGTGTTCGAGTGGA |
| --- | --- |
| hSF3B1-R | GCCCACTCCTTGAGCTTCAT |
| hGAPDH-F | CAGAACATCATCCCTGCCTCTAC |
| hGAPDH-R | TTGAAGTCAGAGGAGACCACCTG |
| BCL2L2-pre-mRNA-F | CTTCTGCAAAGCTGGTCTCC |
| BCL2L2-pre-mRNA-R | ATGAGCCCATCCAGTGTTGA |
| BCL2L2-mRNA-F | GACAAGTGCAGGAGTGGATG |
| BCL2L2-mRNA-R | AAGGCCCCTACAGTTACCAG |
| hCYTB-F | TTCACCAGTCAAAGCGAACT |
| hCYTB-R | ATCGGGATGTCCTGATCCAAC |
| hTERT-F | TCACGGAGACCACGTTTCAAA |
| hTERT-R | TTCAAGTGCTGTCTGATTCCAAT |
| mCytb-F | GCTTTCCACTTCATCTTACCATTTA |
| mCytb-R | TGTTGGGTTGTTTGATCCTG |
| mDloop1-F | AATCTACCATCCTCCGTGAAACC |
| mDloop1-R | TCAGTTTAGCTACCCCCAAGTTTAA |
| mTert-F | CTAGCTCATGTGTCAAGACCCTCTT |
| mTert-R | GCCAGCACGTTTCTCTCGTT |
| mNos2-F | CCCCGCTACTACTCCATCAG |
| mNos2-R | CCACTGACACTTCGCACAAA |
| mCd86-F | CGGATGGTGTGTGGCATATG |
| mCd86-F | CTTAGAGGCTGTGTTGCTGG |
| mCd80-F | TATTGCTGCCTTGCCGTTAC |
| mCd80-F | TATGTGCCCCGGTCTGAAAG |
| mCd163-F | TGTGACCATGCTGAGGATGT |
| mCd163-R | CTCGACCAATGGCACTGATG |
| mTgfb1-F | CCACCTGCAAGACCATCGAC |
| mTgfb1-R | CTGGCGAGCCTTAGTTTGGAC |
| mGapdh-F | AGGTCGGTGTGAACGGATTTG |
| mGapdh-F | GGGGTCGTTGATGGCAACA |

# Supplementary material for: Inhibition of SF3B1 improves the immune microenvironment through pyroptosis and synergizes with αPDL1 in ovarian cancer
**Source:** Cell Death Dis. 2023 Nov 27;14(11):775. doi: 10.1038/s41419-023-06301-1
**Supplement:** Supplementary file 5 — Original western blots

## Slide 1
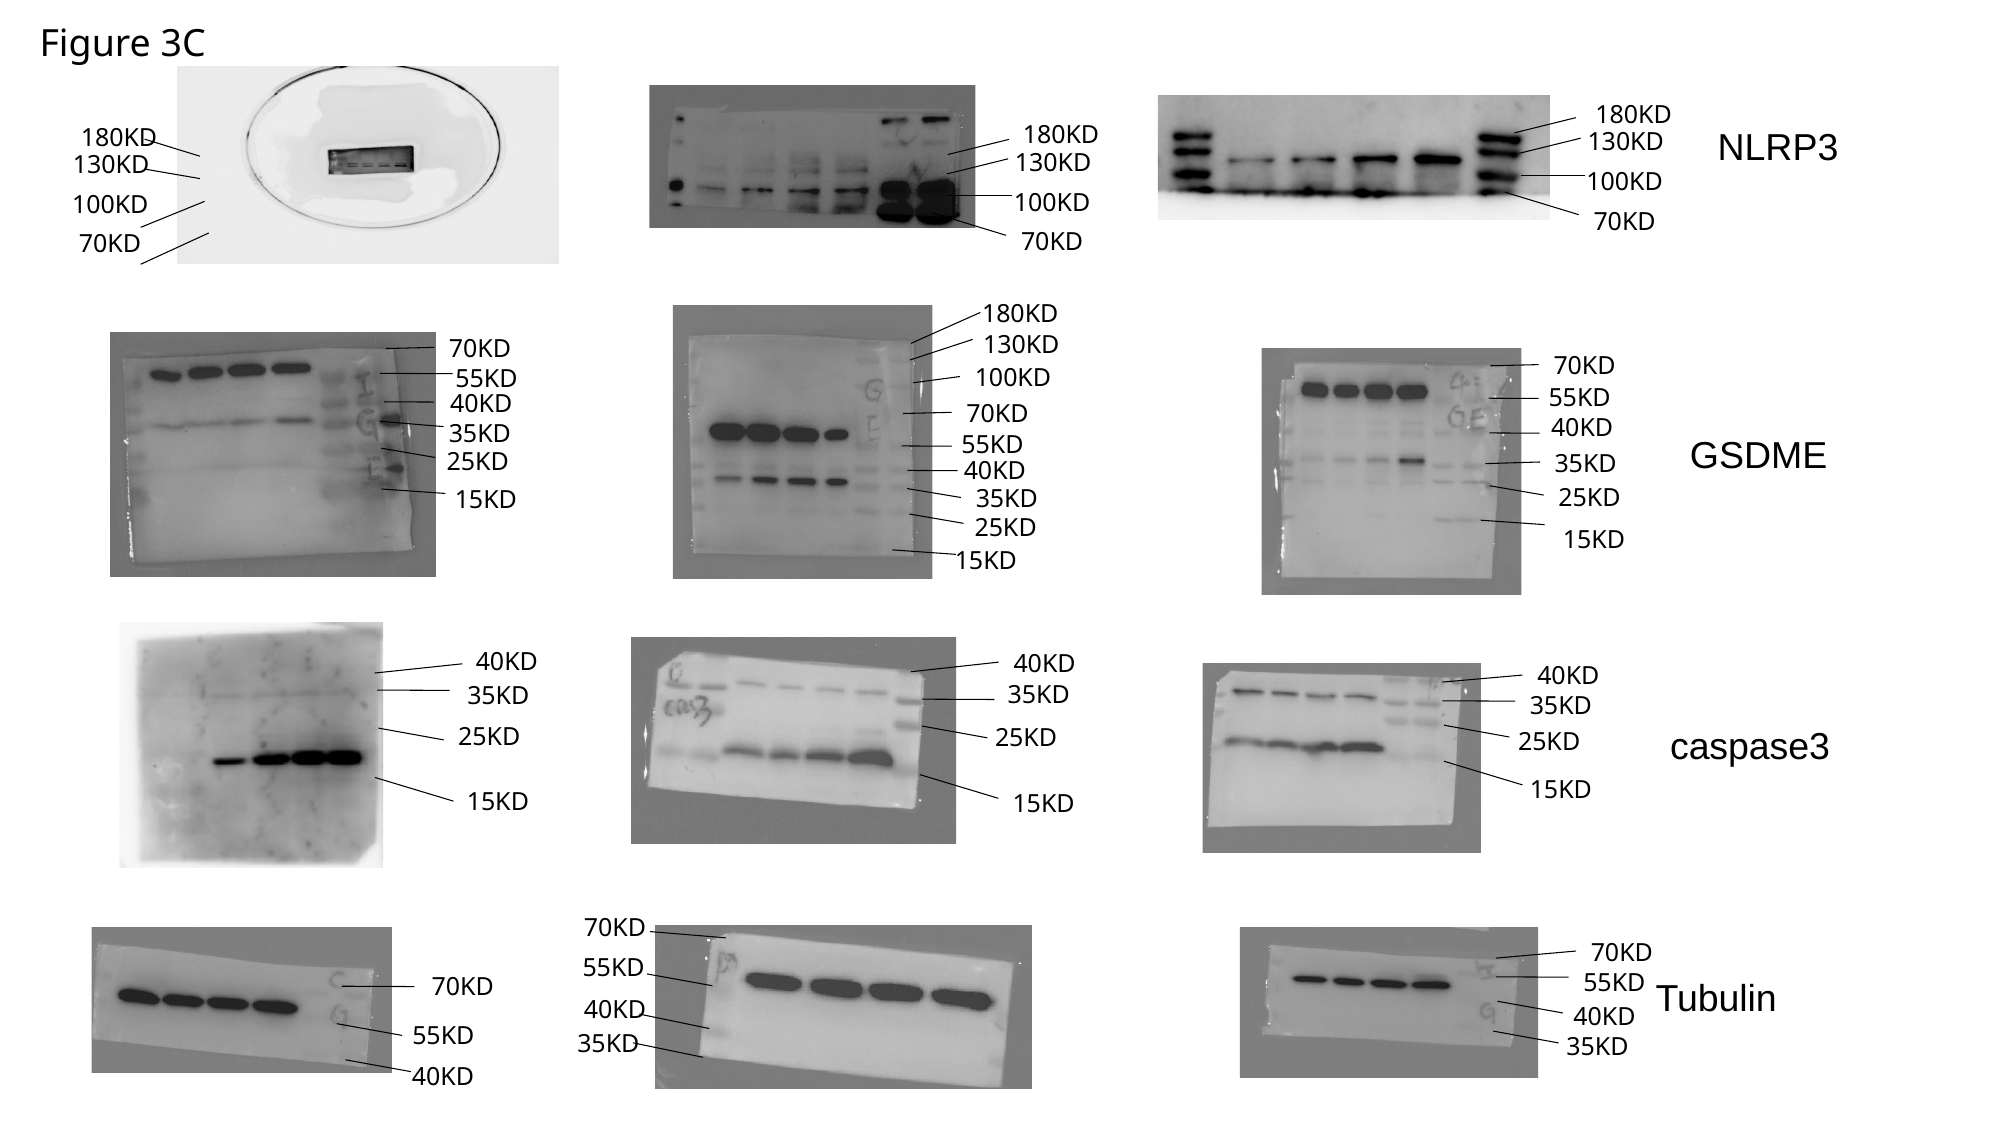

Figure 3C
180KD
130KD
100KD
70KD
180KD
130KD
100KD
70KD
180KD
130KD
100KD
70KD
NLRP3
180KD
130KD
100KD
70KD
55KD
40KD
35KD
25KD
15KD
70KD
55KD
40KD
35KD
25KD
15KD
70KD
55KD
40KD
35KD
25KD
15KD
GSDME
40KD
35KD
25KD
15KD
40KD
35KD
25KD
15KD
40KD
35KD
25KD
15KD
caspase3
70KD
55KD
40KD
35KD
70KD
55KD
40KD
35KD
70KD
55KD
40KD
Tubulin

## Slide 2
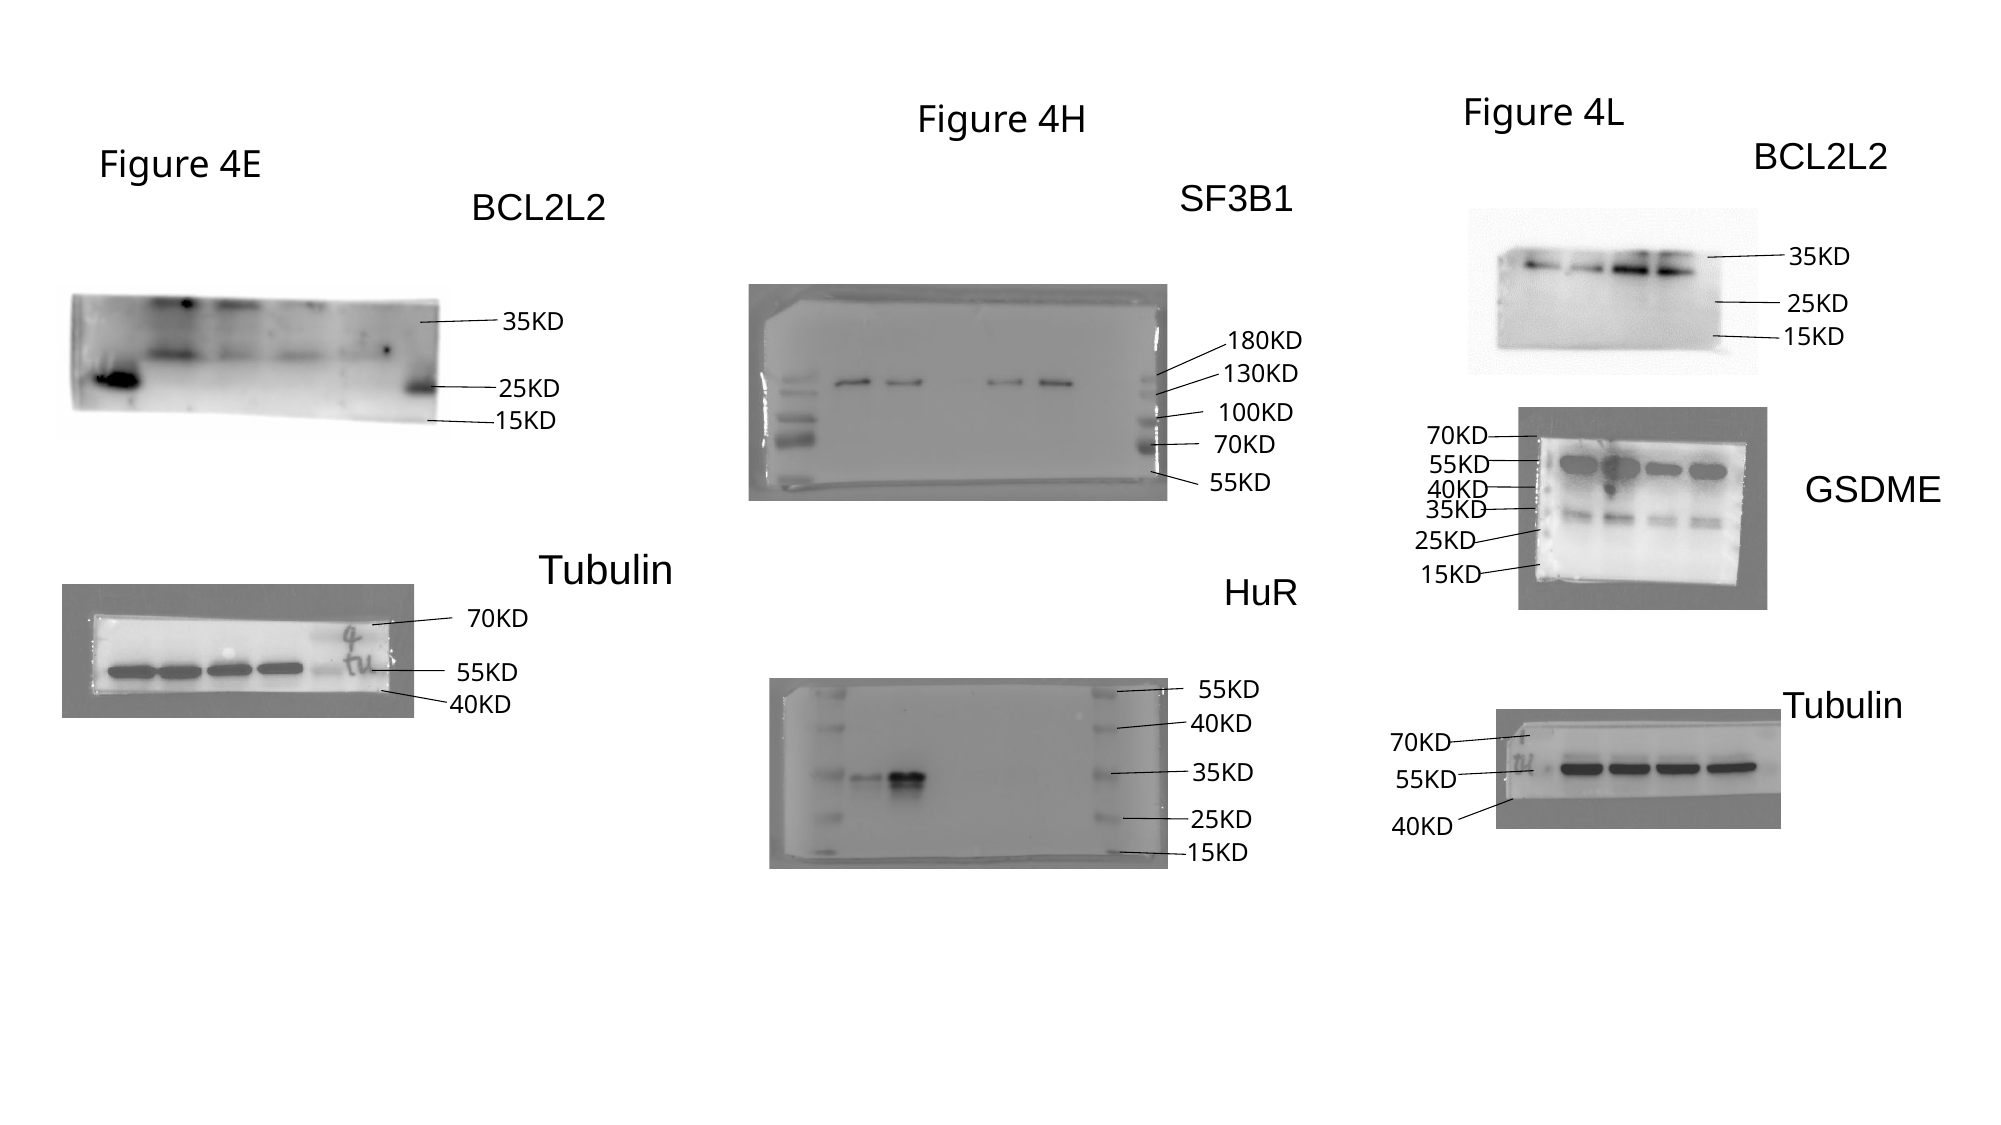

Figure 4L
Figure 4H
BCL2L2
Figure 4E
SF3B1
BCL2L2
35KD
25KD
15KD
35KD
25KD
15KD
180KD
130KD
100KD
70KD
55KD
70KD
55KD
40KD
35KD
25KD
15KD
GSDME
Tubulin
HuR
70KD
55KD
40KD
55KD
40KD
35KD
25KD
15KD
Tubulin
70KD
55KD
40KD

## Slide 3
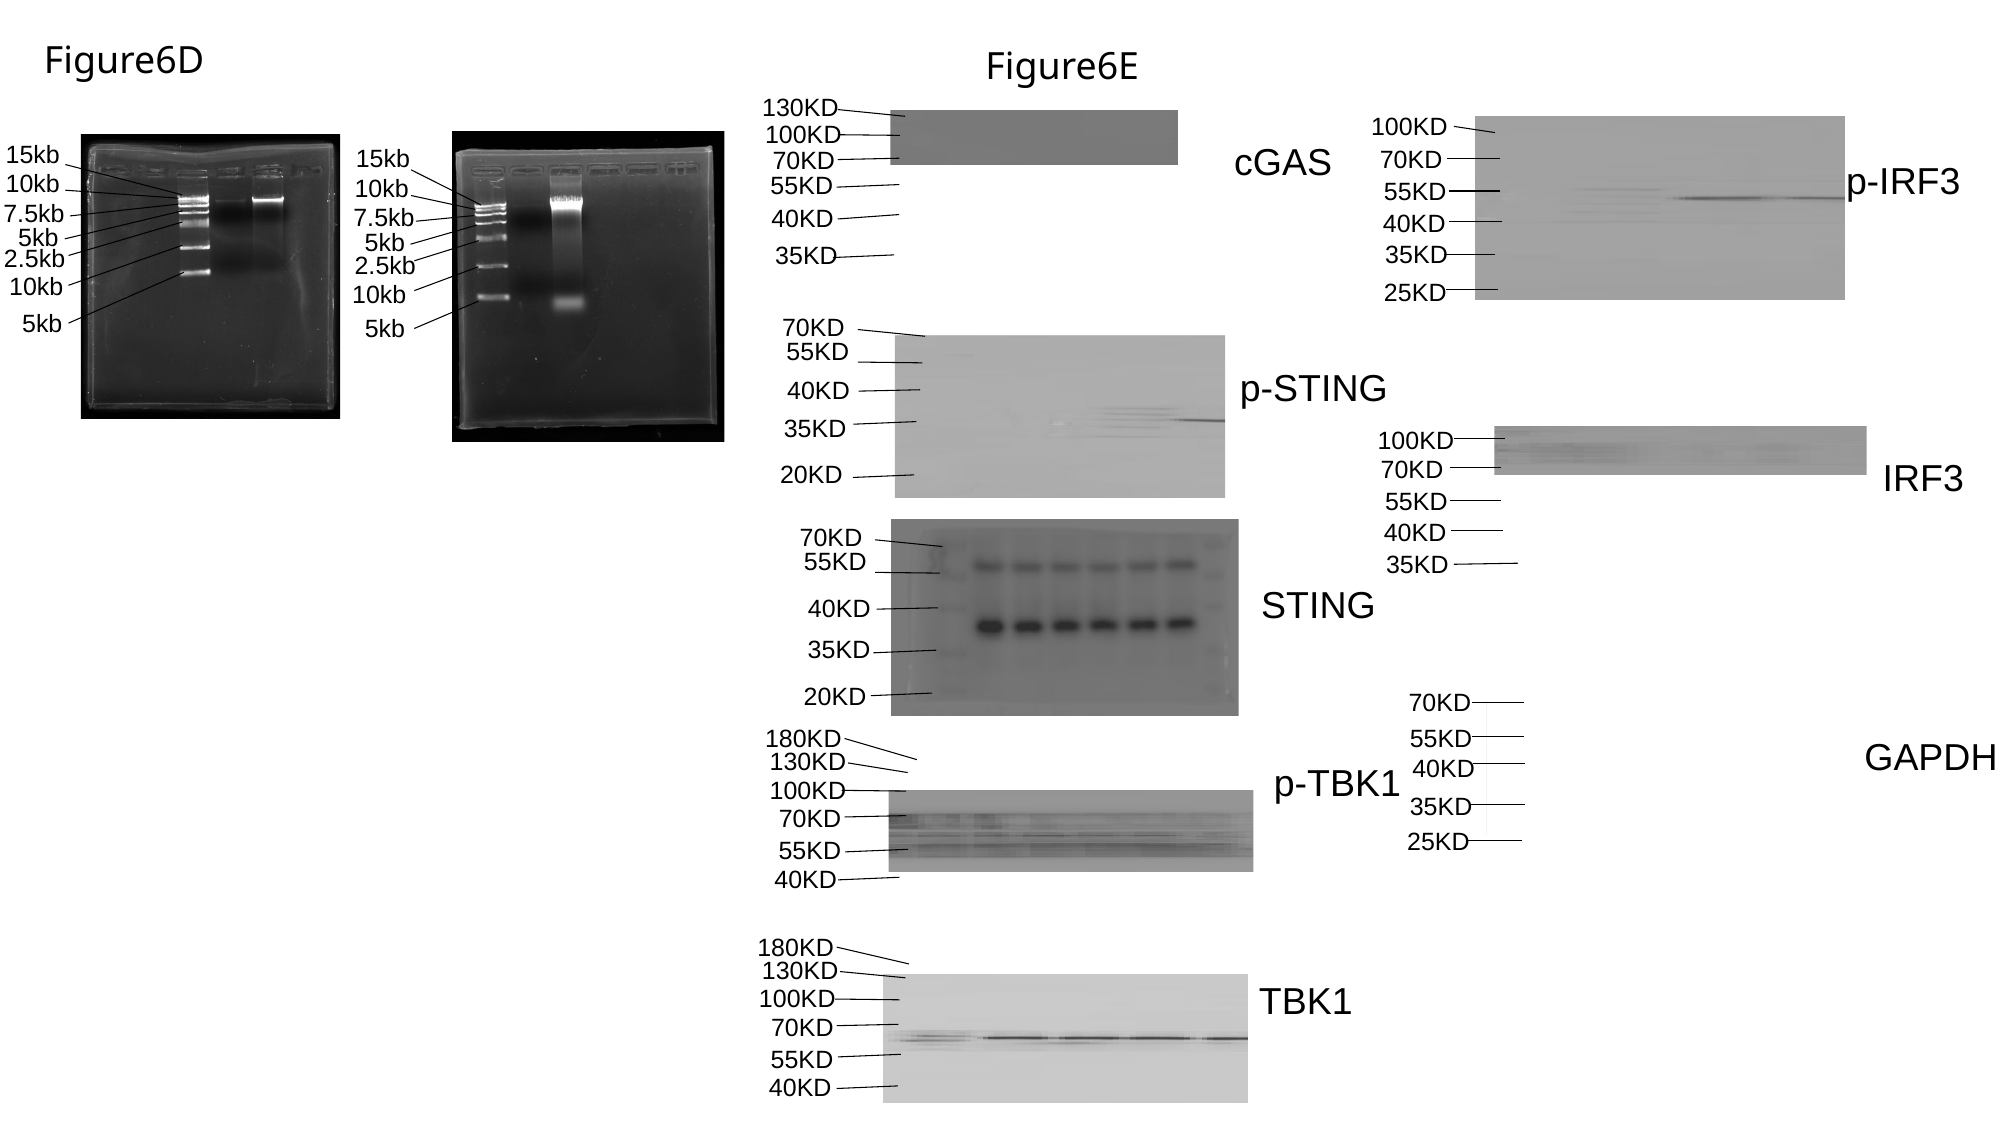

Figure6D
Figure6E
130KD
100KD
70KD
55KD
40KD
35KD
100KD
70KD
55KD
40KD
35KD
25KD
cGAS
15kb
10kb
7.5kb
5kb
2.5kb
10kb
5kb
15kb
10kb
7.5kb
5kb
2.5kb
10kb
5kb
p-IRF3
70KD
55KD
40KD
35KD
20KD
p-STING
100KD
70KD
55KD
40KD
35KD
IRF3
70KD
55KD
40KD
35KD
20KD
STING
70KD
55KD
40KD
35KD
25KD
180KD
130KD
100KD
70KD
55KD
40KD
GAPDH
p-TBK1
180KD
130KD
100KD
70KD
55KD
40KD
TBK1

## Slide 4
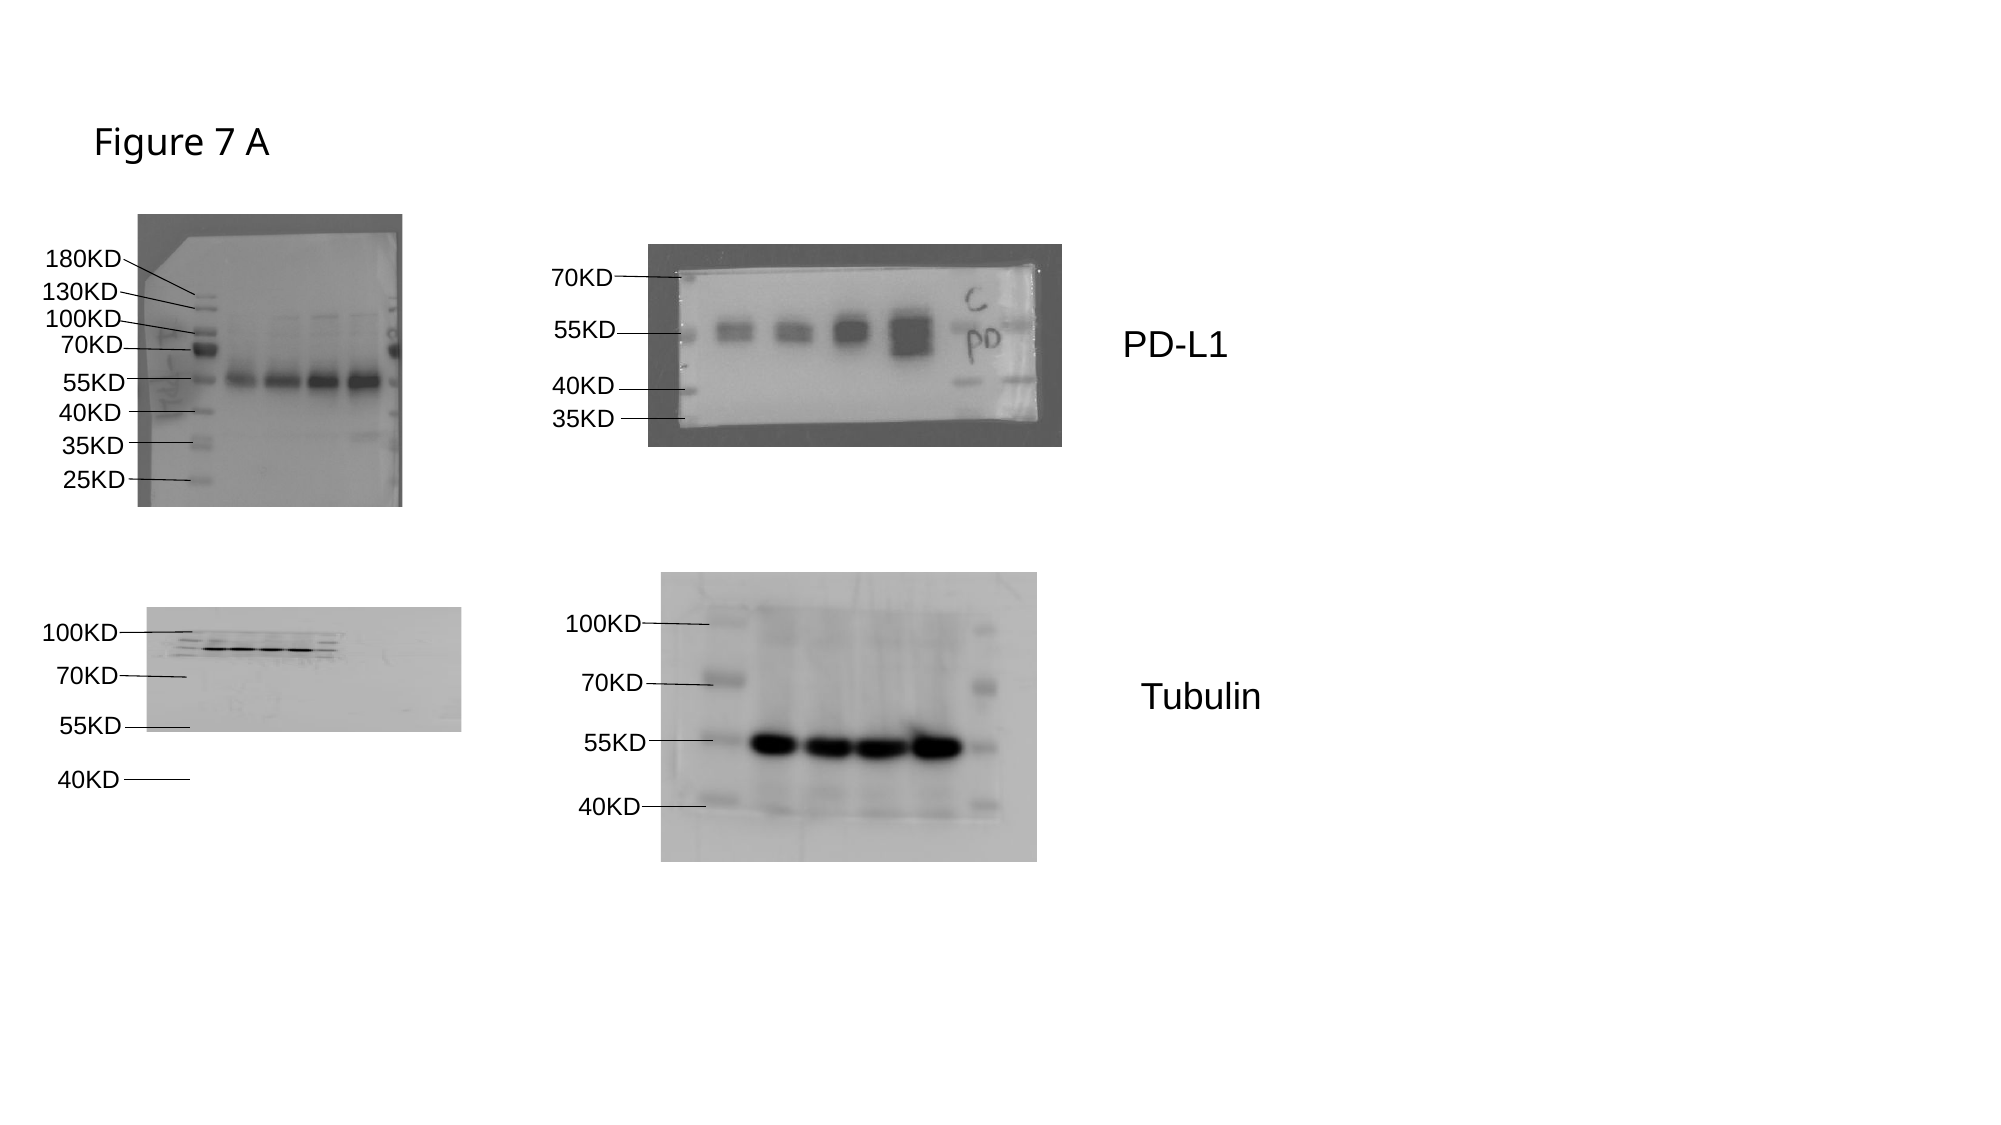

Figure 7 A
180KD
130KD
100KD
70KD
55KD
40KD
35KD
25KD
70KD
55KD
40KD
35KD
PD-L1
100KD
70KD
55KD
40KD
100KD
70KD
55KD
40KD
Tubulin

## Slide 5
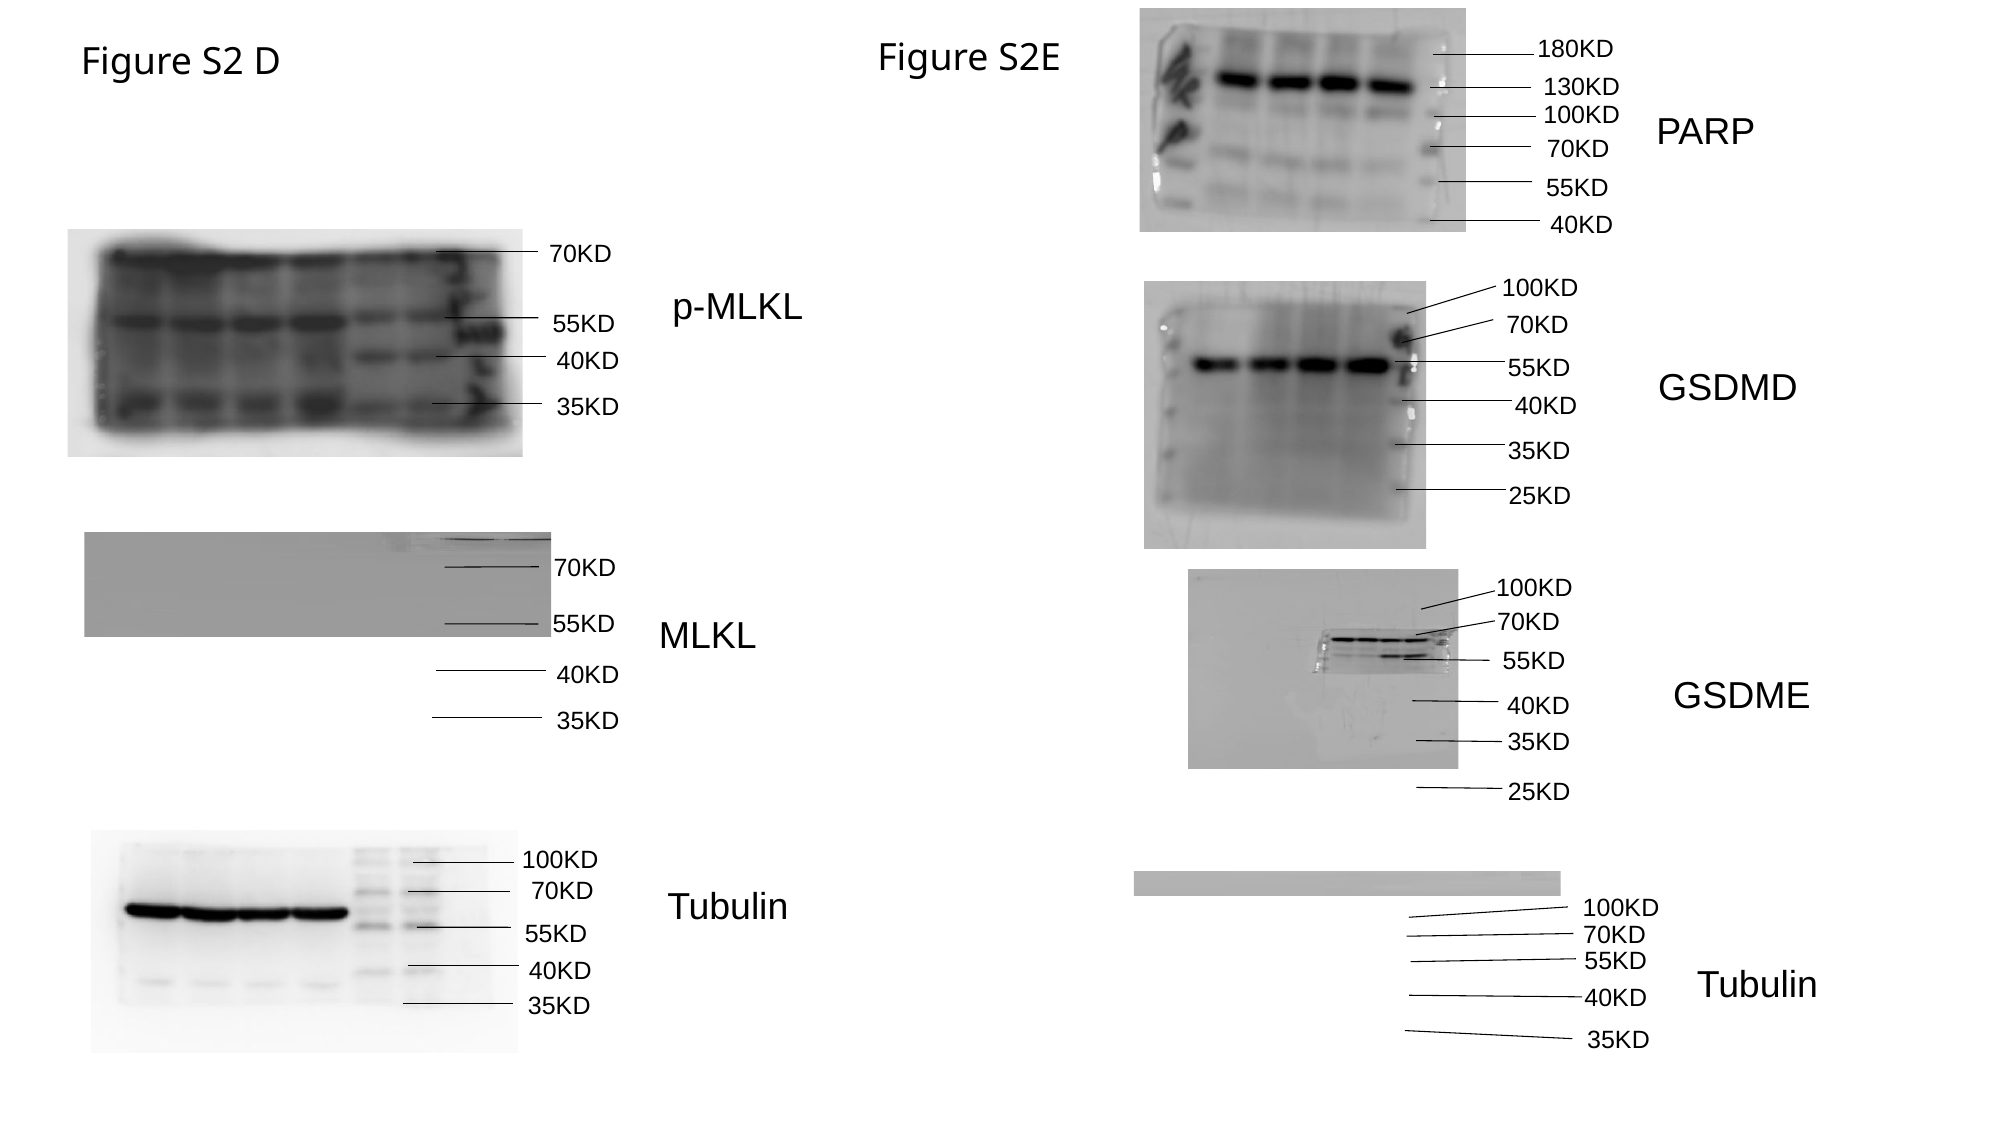

180KD
130KD
100KD
55KD
40KD
70KD
Figure S2E
Figure S2 D
PARP
70KD
55KD
40KD
35KD
100KD
70KD
55KD
40KD
35KD
25KD
p-MLKL
GSDMD
70KD
55KD
40KD
35KD
100KD
70KD
55KD
40KD
35KD
25KD
MLKL
GSDME
100KD
70KD
55KD
40KD
35KD
100KD
70KD
55KD
40KD
35KD
Tubulin
Tubulin

## Slide 6
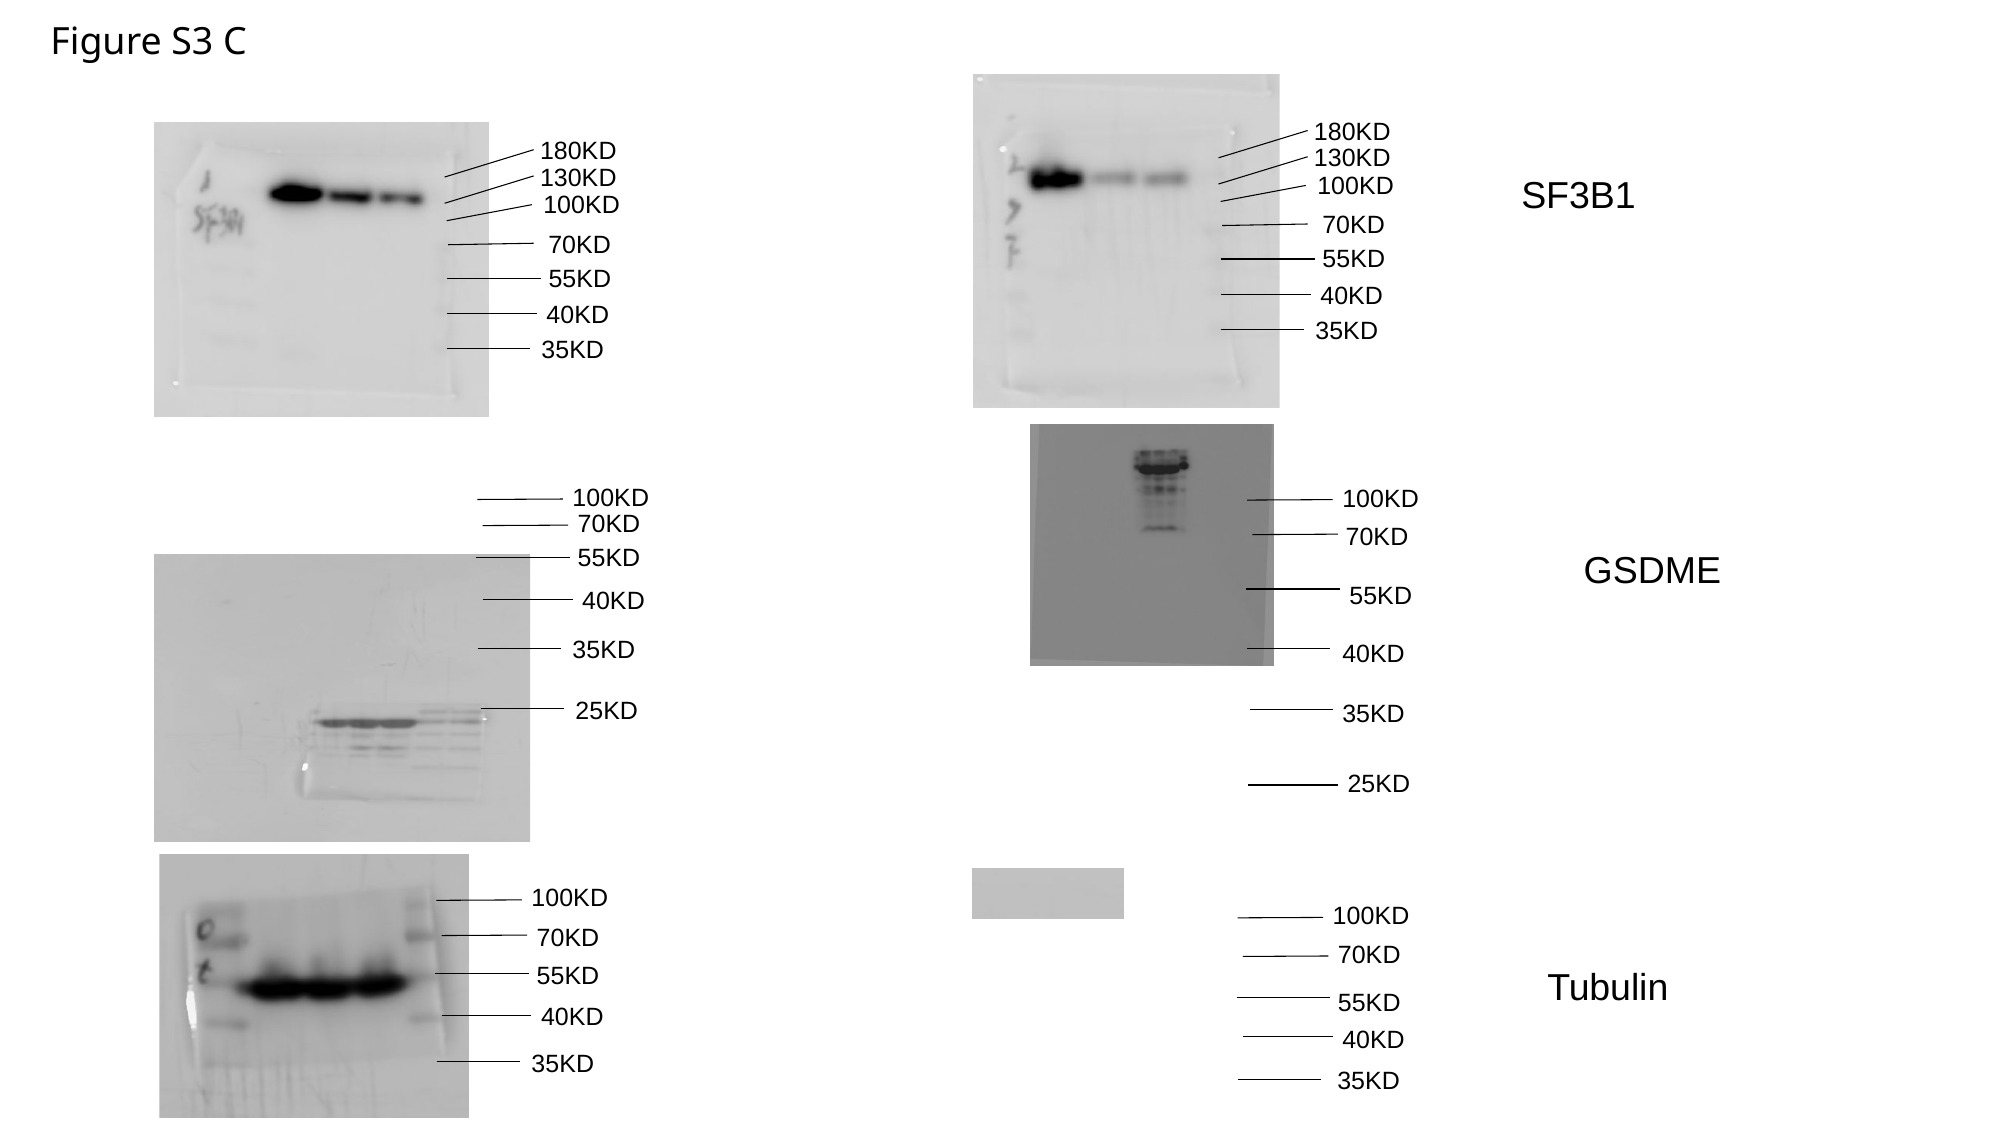

Figure S3 C
180KD
130KD
100KD
70KD
55KD
40KD
35KD
180KD
130KD
100KD
70KD
55KD
40KD
35KD
SF3B1
100KD
70KD
55KD
40KD
35KD
25KD
100KD
70KD
55KD
40KD
35KD
25KD
GSDME
100KD
70KD
55KD
40KD
35KD
100KD
70KD
55KD
40KD
35KD
Tubulin

## Slide 7
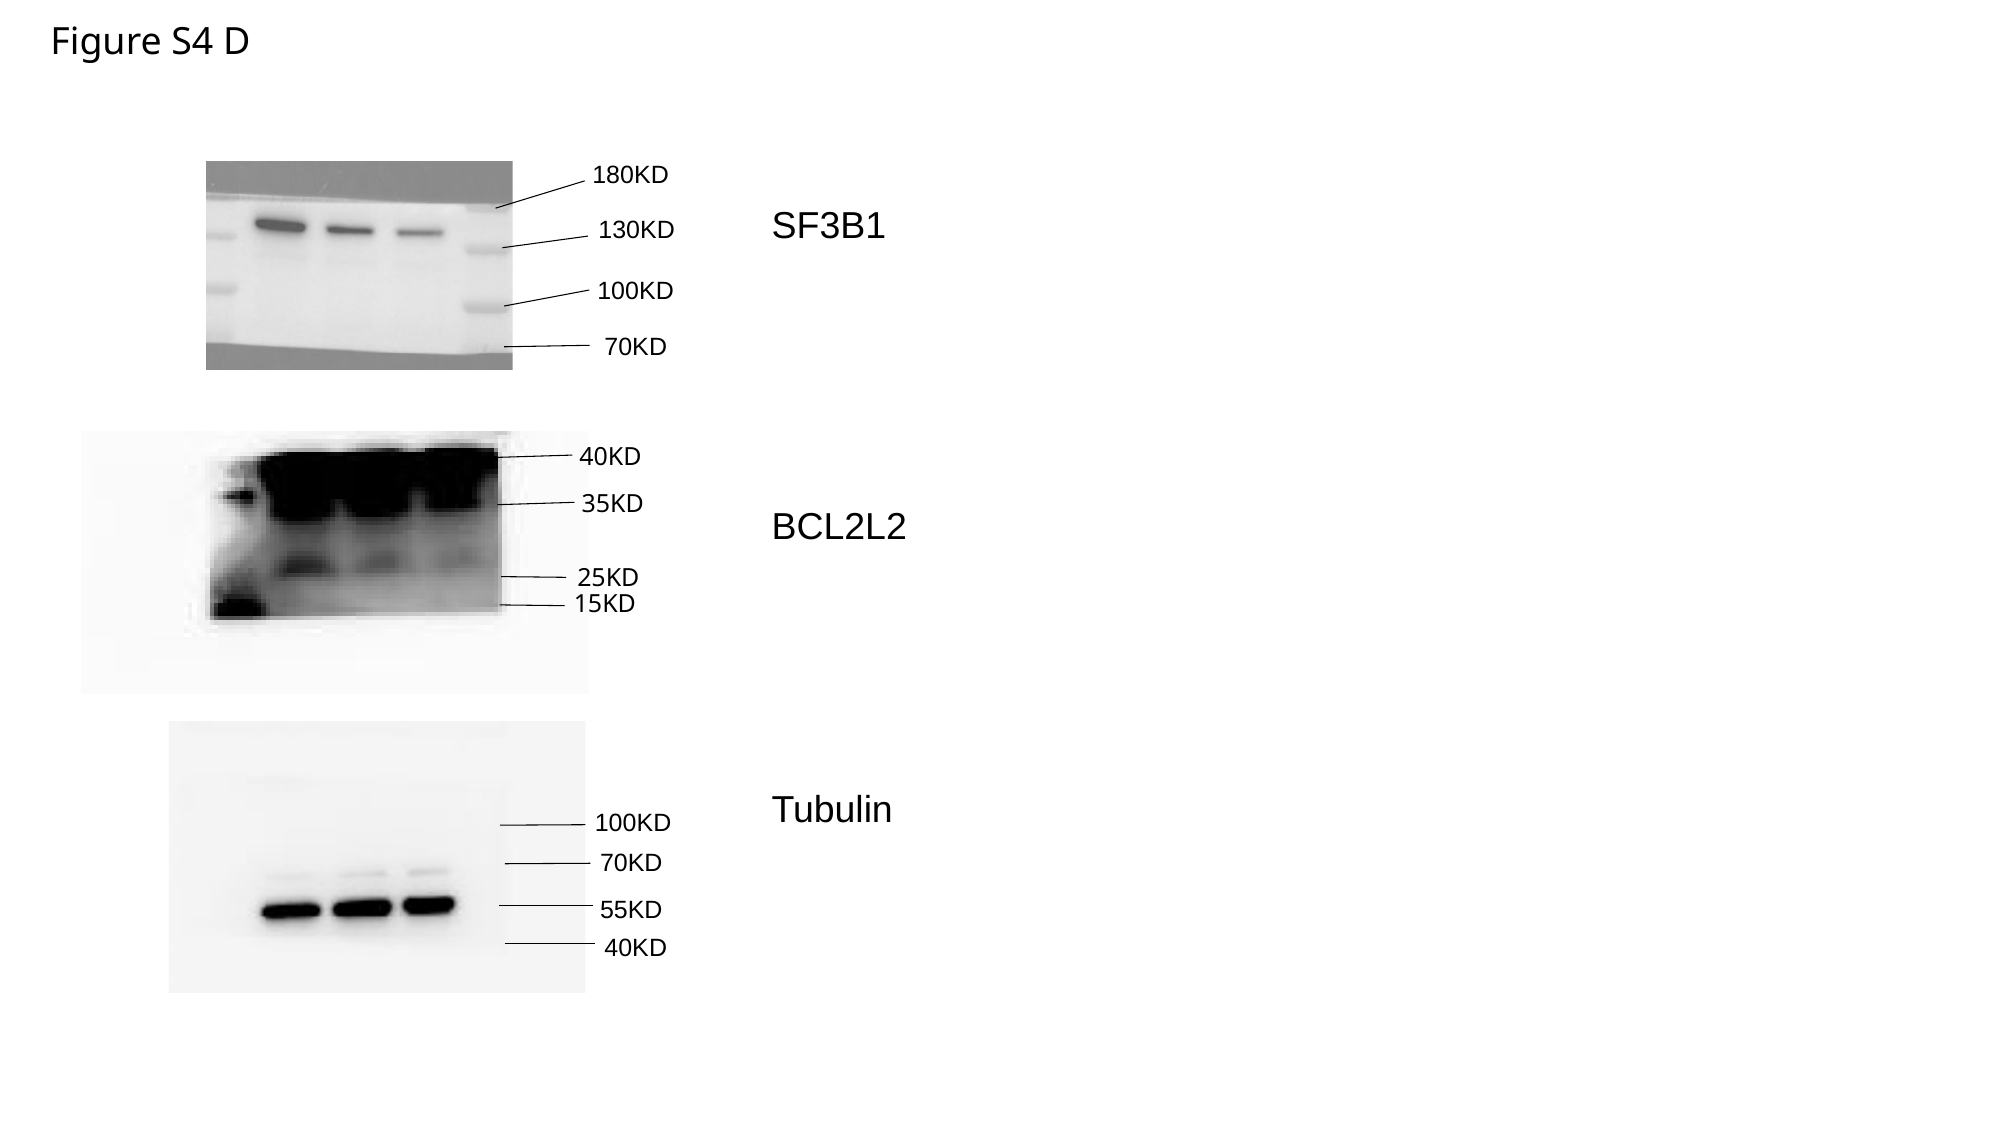

Figure S4 D
180KD
130KD
100KD
70KD
SF3B1
40KD
35KD
25KD
15KD
BCL2L2
100KD
70KD
55KD
40KD
Tubulin

## Slide 8
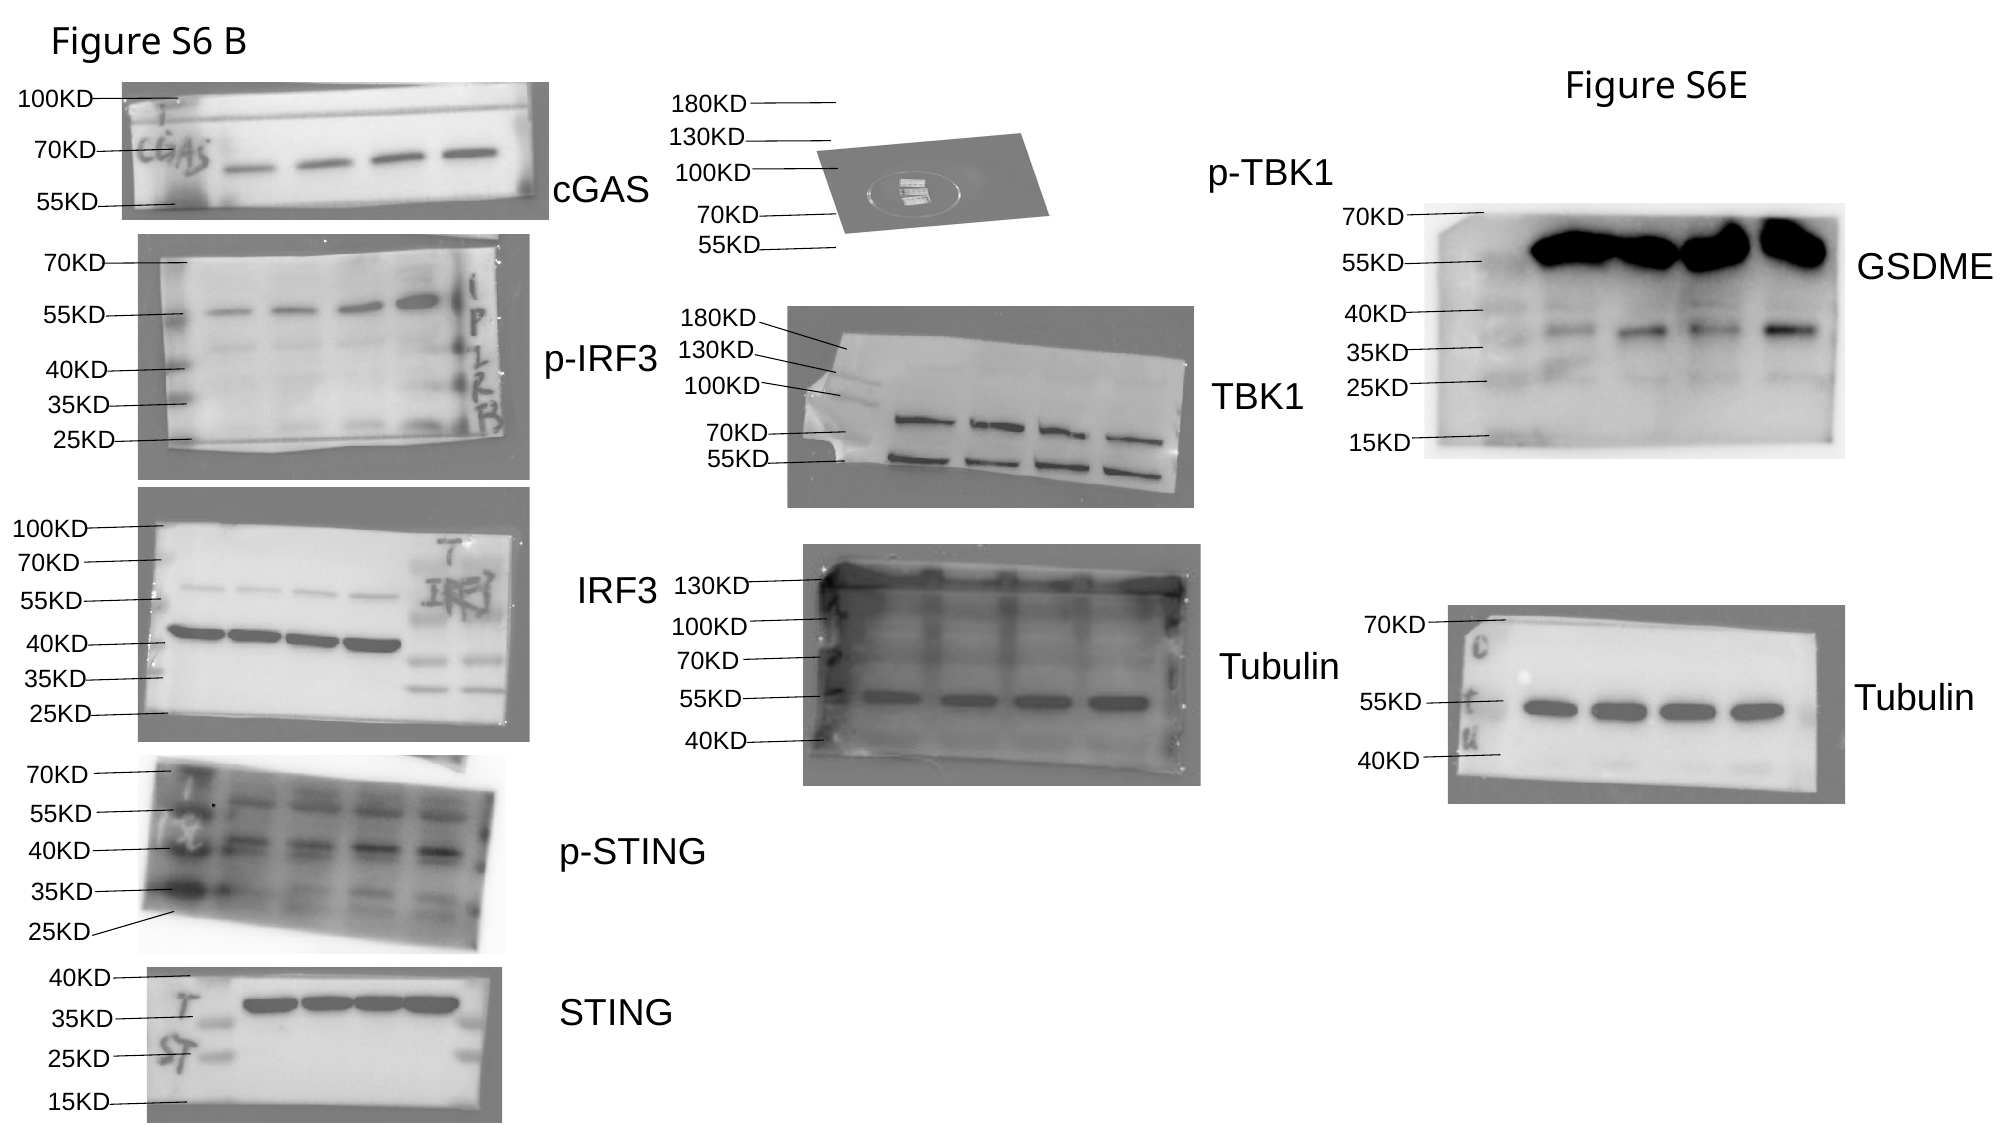

Figure S6 B
Figure S6E
100KD
70KD
55KD
180KD
100KD
70KD
55KD
130KD
p-TBK1
cGAS
70KD
55KD
40KD
35KD
25KD
15KD
70KD
55KD
40KD
35KD
25KD
GSDME
180KD
130KD
100KD
70KD
55KD
p-IRF3
TBK1
100KD
70KD
55KD
40KD
25KD
35KD
130KD
100KD
70KD
55KD
40KD
IRF3
70KD
55KD
40KD
Tubulin
Tubulin
70KD
55KD
40KD
35KD
25KD
p-STING
40KD
35KD
25KD
15KD
STING

How the deposited data were processed for this re-analysis (not part of the article)

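Gene expression was measured by RNA sequencing in OVCAR8 cells treated with DMSO or with pladienolide B for 72 h, with 3 samples in each group. The paper's methods state that reads were trimmed and aligned to hg38 with hisat2, that RPKM-normalized tracks were made with deepTools, that differential expression was analysed with DESeq2 and that GSEA was run with ClusterProfiler. The deposited table lists 38637 genes by symbol with their positions. Of the 35926 symbols also found in the GRCh38.p14 gene table, 99.8% had a position that overlaps the one given there.

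The values per sample that the authors deposited are a signal adjusted for library size, and the methods do not describe how they were made. They were found to be edgeR's quantile-adjusted counts with a common dispersion of 0.0027. Inverting that adjustment returned whole reads, to within 0.02, for 100% of the values of 10 or more and for 99.998% of the smaller values above 0, and all of the latter were within 0.1 of a whole number. In a test on simulated data, the inversion returned 100% of the reads of 12000 genes. The authors also deposited a log2 fold change for each gene. The deposited p-value and q-value of each gene were checked against the recovered reads: edgeR's exact test gave a p within 1% of the deposited one for 100% of the 22653 genes with a deposited p between 0 and 1, and the q-values are the Benjamini-Hochberg adjustment of the p-values. In the authors' deposited table 7476 genes have a q below 0.05, of which 3527 are higher and 3949 lower, and 958 of them also changed at least 2-fold. The table's log2 fold changes and p-values were not used in the tests described here.

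The samples had between 22621338 and 26130882 recovered reads on genes and between 22005 and 22987 genes with a read. The 10 most abundant genes took 5.13% to 5.47% of the reads. The lowest correlation of log2 values between replicates was 0.992. No sample duplicated another.

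The main test had been planned as edgeR's quasi-likelihood test if the table held counts and as limma on log2(value + 1) if it held normalized values. Since the values are adjusted, limma 3.58.1 was used, with a trend of the variance on expression, a two-sided test and Benjamini-Hochberg adjustment. The pseudocount of 1 makes fold changes of genes with few reads smaller. Genes were kept by the filterByExpr function of edgeR 4.0.16 on the adjusted values, with its default minimum of 10 counts in 3 samples and 15 in total, which left 16178 genes. A change was called 2-fold when the log2 fold change was at least 1 in size. Count tests on the recovered reads were alternatives: edgeR's quasi-likelihood test with TMM, RLE and upper-quartile factors, DESeq2 1.42.0 and limma-voom. In simulated data with 200 genes changed among 16178, limma called 99.5% of the changed genes, and 9.55% of its calls were false. edgeR, DESeq2 and limma-voom called 99.5%, 99.0% and 99.5% of them, with 8.29%, 4.35% and 8.72% of their calls false.

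Gene lists were tested with fgsea 1.28.0 on genes ranked by log2 fold change, with 100000 permutations, list sizes from 5 to 500 and adjustment over 5 lists. The MSigDB collection was not used here, and the lists were written by hand under the names of the pathways in the paper. Lists of U2 snRNP and SF3b components and of p53 target genes were tested with limma's fry, adjusted over these 2 lists. Another planned list, of 13 mitochondrially encoded protein genes, was left out because 0 of its genes were found in the table under the names tried. In simulated data with the TNFA-NF-kB list shifted, that list was found, and so were the inflammatory response, IL6-JAK-STAT3 and interferon gamma lists, with which it has genes in common. With no list shifted, none passed the threshold. The simulated genes were independent of each other, so these runs do not test the effect of correlation between genes. Only 200 other genes were changed, and the list was shifted by more than the median of 0.12 found in the data. A list of 62 hypoxia and glycolysis genes was written after the largest falls had been seen, leaving out DDIT4, HK2, MIR210HG and PFKFB4, which had prompted it.

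The alternatives were no filter on low values, a mean value of at least 0.1, at least 10 reads in every sample, a pseudocount of 0.1, the replicate number as a block, leaving out each sample in turn, other rankings, and camera with a preset correlation of 0.01 or an estimated correlation. Those added after the values were seen were edgeR's quasi-likelihood test and fry with TMM on the recovered reads, limma without the variance trend, and, for the gene lists, rankings by edgeR's log2 fold change and by limma's moderated statistic and the pseudocount of 0.1. The genes named are those the paper names for human ovarian cancer cells, PABPN1 and BCL2L2-PABPN1, and the 5 largest rises and 5 largest falls with an adjusted p below 0.05 and groups that do not overlap. One of these genes is not reported here. The rule asked for a mean of 50 for counts or of 1 for normalized values, and both forms were applied, since the table allows both. Any other gene named was chosen after its values were seen. Exons and introns were taken from GENCODE's canonical transcripts on GRCh38. GC content and transcript length were known for 93.1% of the tested genes, and their trend was removed with splines of 5 degrees of freedom for each. A gene whose DMSO samples all had at most 3 reads is given a lowest fold against 3 reads, which takes the pladienolide B mean as exact. Exon junctions and alternative splicing were not analysed here, since the values are per gene. R 4.3.3, Python 3.11.15 and matplotlib 3.10.9 were used.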

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

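The results in this part come from genes and gene lists that differ between pladienolide B and DMSO samples and that the text of the paper does not discuss, apart from SF3B1, the subject of the paper. SF3B1 and CDKN1A, which is among the genes in Fig. 4a, are reported as members of lists. The tests on parent genes and on GC content and transcript length were set before their results were seen. The comparison with overlapping genes and the test of a larger share of reads from the parent genes were chosen after the genes were known.

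G0S2 and SERPINB2 had large rises in abundant transcripts. G0S2 went from 117 ± 27.5 adjusted reads (SD, n = 3) in DMSO to 1125 ± 193 in pladienolide B, a log2 fold change of 3.26, and SERPINB2 from 3019 ± 515 to 15082 ± 4632, a log2 fold change of 2.28. Leaving out 1 sample at a time gave 3.13 to 3.44 for G0S2 and 2.09 to 2.55 for SERPINB2. The samples differ in size by less than the changes, the values are adjusted for it, and both rises remained with every normalization tried. No gene overlaps SERPINB2 in the table, and HSD11B1-AS1, which overlaps G0S2, had a mean of 1.31 reads in DMSO and 1.68 in pladienolide B, too few to supply the rise. Both genes are on the TNFA-NF-kB list. They are among its largest rises and add to its score, which was not computed without them. The enrichment of the list by fgsea had an adjusted p of 1.5e-05 after the trend on GC content and transcript length was removed. That trend explains only 0.464% of the variance of the changes. A response to pladienolide B through TNFA-NF-kB signaling is a candidate explanation that was not tested separately, and the list did not pass the threshold with fry.

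RALGAPA1P1 and RPLP0P2, which are pseudogenes, had log2 fold changes of 2.49 and 2.21. RALGAPA1P1 rose from 26.7 ± 8.87 to 150 ± 18.7 adjusted reads (SD, n = 3) and RPLP0P2 from 20.5 ± 2.95 to 102 ± 33.8. A constant share of the parent genes' reads would have followed the parents, which fell: the log2 fold change was -0.35 for RPLP0 (the higher of both) and -0.35 for RALGAPA1. This argues against a constant share. A larger share, as from parent transcripts of changed structure, stays open, since the rise of RPLP0P2 comes to 0.229% of the adjusted reads of RPLP0 in pladienolide B and that of RALGAPA1P1 to 15.9% of those of RALGAPA1, and values per gene do not show where such reads come from. RALGAPA1P1 lies within FSD1L, on the same strand. The log2 fold change of FSD1L was -0.09 (adjusted p = 0.294 by limma). A value per gene does not show whether reads of FSD1L transcripts were counted on RALGAPA1P1. RPLP0P2 overlaps no gene in the table.

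C20orf204, CSF3, LOC105370051 and MMP3 rose from close to no reads. C20orf204 had 0 to 1 reads in the DMSO samples and 16 to 23 in the pladienolide B samples, which makes it at least 6.44-fold higher. MMP3 had 0 to 1 and 16 to 19, at least 5.67-fold higher. Both bounds are against 3 reads and take the pladienolide B mean as exact. The fitted log2 fold change was 3.57 for CSF3 and 3.56 for LOC105370051. CSF3 had 6 reads in DMSO replicate 1 and 0 in the other DMSO samples, and its log2 fold change lay between 3.11 and 4.49 with 1 sample left out. LOC105370051 had 1 to 4 reads in the DMSO samples and 30 to 36 in the pladienolide B samples. MMP3 is uncertain, because WTAPP1 overlaps it on the opposite strand and rose by a log2 fold change of 2.28 (adjusted p = 3.8e-06 by limma), and the paper does not state that reads were assigned by strand. At this depth the DMSO levels of these genes cannot be measured, and no further explanation was tested.

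The list of 20 U2 snRNP and SF3b components, the complex that holds SF3B1, rose as a set, with a median log2 fold change of 0.29 and an adjusted p of 0.00086 from limma's fry. By limma 14 genes were higher and 1 was lower at an adjusted p below 0.05. SF3B1 itself rose by 0.31 (standard error 0.04, adjusted p = 7.5e-06 by limma). Of the others, chosen for their size after the values were seen, SNRPA1 rose by 0.96 and SF3B3 by 0.88, while DDX46 fell by 1.09 on the log2 scale. The median was 0.30 with RLE factors, 0.31 with upper-quartile factors and 0.27 once the trend on GC content and transcript length was removed. This argues against the choice between these factors, or GC content and length, as its whole source. That trend explains only 0.464% of the variance of the changes, and its removal moved no gene by more than 0.187. All these factors take most genes as unchanged, so a shift shared by most genes was not tested. Only 1 of the 10 splits of the 6 samples, the split by treatment, gave a set result as strong, and with 10 splits the share cannot fall under 0.1. With the correlation between genes estimated, camera gave an adjusted p of 0.0886, which is not past the threshold. A rise in the expression of the components when the complex is inhibited may account for the pattern, and changes in the stability or processing of their transcripts stay open.

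The list of p53 target genes had a median log2 fold change of 0.064, with an adjusted p of 0.047 from limma's fry. Its genes went both ways, 10 higher and 11 lower at an adjusted p below 0.05 by limma, and CDKN1A, which rose, is also on the apoptosis list. The call was lost under most alternatives, with an adjusted p of 0.998 from fry without DMSO replicate 2, and 2 of the 10 splits of the samples gave a result as strong. The other one set DMSO replicate 1 with pladienolide B replicates 1 and 2. This list gives no reliable shift in either direction.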

How the results depend on the processing

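The alternatives were set before the data were examined, apart from edgeR's quasi-likelihood test, limma without the variance trend, and, for the gene lists, the rankings by edgeR's log2 fold change and by limma's moderated statistic, the pseudocount of 0.1 and fry with TMM.

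Between 6381 and 7836 genes had an adjusted p below 0.05 under the alternatives, against 7695, and between 45.8% and 51.4% of these genes were higher in pladienolide B, against 47.0%. DESeq2 called 6985 genes, 6957 of them also called by limma. The number of genes that also changed at least 2-fold was 635 and stayed between 576 and 670, except with other filters. Without a filter it was 968 among 27679 genes, of which 580 were shared, and a mean value of at least 0.1 kept the same genes and gave 968. With at least 10 reads in every sample it was 398, all of them among the 635, since that filter leaves out genes that are low in 1 group. The 5 apoptosis and pyroptosis genes were found under each alternative, except that BMF, with a log2 fold change of 0.86, was not 2-fold without DMSO replicate 2. Without a filter there were 7, with MEFV and NLRP7 added.

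For the single genes named, 605 values under alternatives were compared with the 36 reported ones. The direction and side of the threshold were the same for 591, and 14 no longer passed the threshold, 13 for IL18 and 1 for ZNF114-AS1. No direction reversed.

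The gene list tests depended on the kind of test. The TNFA-NF-kB list passed under each ranking and with each sample left out, but its adjusted p was 0.151 with fry and 0.827 with camera when the correlation between genes was estimated. The latter test gave 0.553 for inflammatory response, 0.0961 for IL6-JAK-STAT3 and 0.0886 for U2 snRNP and SF3b components, which passed under each other alternative. With 3 samples per group the estimate of the correlation is itself uncertain. The interferon alpha list stayed without a significant change, with adjusted p-values from 0.155 to 0.956. The interferon gamma list did too, but its direction reversed with camera, at adjusted p-values of 0.771 with the preset and 0.945 with the estimated correlation, and without pladienolide B replicate 3, at 0.429. With each sample left out in turn, its adjusted p ran from 0.349 to 0.655. The cause was not tested.

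The p53 target list lost its call under camera (0.527 preset, 0.596 estimated), on recovered reads with RLE (0.188), upper-quartile (0.141) and TMM factors (0.238), without a filter (0.0536) and with at least 10 reads in every sample (0.0513). With each sample left out in turn, its adjusted p ran from 0.0311 to 0.998, the latter without DMSO replicate 2, the sample that differs most from the others of its group. The cause was not tested.

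The replicate numbers do not pair the samples: the deviations of samples with the same number correlated at -0.018, -0.017 and 0.003. With the replicate block, 7349 genes had an adjusted p below 0.05, 7271 of them shared, and 636 were also 2-fold. The U2 snRNP and SF3b list and the p53 target list, tested with fry, had adjusted p-values of 0.0273 and 0.0422 with the block, both still past the threshold. The ranking of genes for the other 5 lists cannot change with a balanced block, so it was no test of them.

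The 6 samples were also split in other ways. The real split alone, 1 of the 10, gave as many genes with an adjusted p below 0.05, as many 2-fold genes and as many 2-fold apoptosis and pyroptosis genes, and each of the 9 other splits gave 0. A count of genes could not have come under a share of 0.1. For enrichment scores of the size found, the number was 3 of the 10 splits for TNFA-NF-kB, 2 for inflammatory response, 2 for IL6-JAK-STAT3, 4 for interferon alpha and 6 for interferon gamma. The split of DMSO replicates 1 and 2 with pladienolide B replicate 3 against the rest gave a score of 2.30 for TNFA-NF-kB, above the 1.85 of the treatment. Each of the 9 other splits keeps a part of the treatment difference, since it sets 2 samples of a treatment against 1, and an enrichment score does not depend on the size of the changes. The scores of other splits can therefore carry the enrichment of the treatment, and these counts do not decide how firmly the lists are tied to it.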

Differences from the paper's values

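The paper's values in this part are read by eye from its figures. The lists used here were written by hand and are not the MSigDB sets, and the spread used for comparison is the SD of the scores with each sample left out in turn. Such fits share most of their samples, so this SD tends to understate the uncertainty of a score. A gap beyond it is therefore not shown to be a real difference.

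The paper's normalized enrichment score for TNFA-NF-kB is about 2.0 in Fig. 3e, against 1.85 here. Of the alternatives set before the data were examined, at least 10 reads in every sample gave 2.00, leaving out DMSO replicate 3 gave 1.92 and leaving out pladienolide B replicate 3 gave 2.00, all within the spread of the paper's value. The others did not close the gap.

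For inflammatory response the paper's score is about 1.8 in Fig. 3e, against 1.93 here. Ranking by the signed root of the quasi-likelihood F gave 1.76, ranking by DESeq2's log2 fold change 1.85 and no filter 1.72. Leaving out DMSO replicate 2 gave 1.89, and leaving out pladienolide B replicate 1 or 2 gave 1.81 and 1.82. These alternatives, set before the data were examined, came within the spread, and the others set then did not. Ranking by edgeR's log2 fold change gave 1.85 and by limma's moderated statistic 1.73, within the spread as well, and both were chosen after seeing the values.

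For the interferon alpha response the paper's score is about -1.3 in Figure S1d, against -1.17 here. None of the alternatives closed the gap, the nearest being -1.21 with at least 10 reads in every sample. For the interferon gamma response the paper's score is about -1.2 in Figure S1d, against -1.004 here, which lies within the spread only because the score changes sign without pladienolide B replicate 3. The alternatives nearest to the paper's score, both set before the data were examined, were at least 10 reads in every sample, with -1.18, and no filter, with -1.11.

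The paper names MEFV in Fig. 4a among the genes that changed. With the filter used here it was not tested. Without a filter, an alternative set before the data were examined, limma gave an adjusted p of 0.0026, from 0 reads in each DMSO sample and 2 to 5 in the pladienolide B samples.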

Other observations

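The tests on the deposited p-values, on BCL2L2-PABPN1, on single samples for the hypoxia list, on culture density and the test within genes with 1 to 10 introns were chosen after the results they bear on were seen, and the hypoxia list itself was written after its first members had been seen among the largest falls. For the snoRNA test, the requirement that the snoRNA reads themselves separate the groups was added after its values were seen.

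Genes induced by low oxygen and genes of glycolysis were lower in pladienolide B. DDIT4, HK2, MIR210HG and PFKFB4 were among the largest falls, and were left out of the list of 62 genes that was then written. Of the 61 tested, 53 were lower and 2 higher at an adjusted p below 0.05 by limma, and 19 were at least 2-fold lower. The median log2 fold change was -0.73 (adjusted p = 0.00038 from limma's fry, as the only list in its family). It was -0.72 once the trend on GC content and transcript length was removed, a trend that explains only 0.464% of the variance of the changes and whose removal moved no gene by more than 0.187. At its nearest to 0, without DMSO replicate 1, it was -0.69, with a fry p of at most 0.0033 whichever sample was left out. These values argue against either property as the whole cause, and against a single sample. Only the split by treatment, 1 of the 10 splits of the samples, gave a median this large, and the next largest was 0.365 in size. The fall may be a response to pladienolide B. It may also come from DMSO cultures that were denser or shorter of oxygen after 72 h than treated cultures in which cells had died, and with a median of -0.73 either way these cannot be told apart, because cell number and treatment go together in this design and the values include no cell counts.

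DMSO replicate 2 differed from the other DMSO samples in the same genes. The median log2 difference of the hypoxia list from the DMSO mean was 0.06 in DMSO replicate 1, -0.13 in replicate 2 and 0.07 in replicate 3, against -0.73, -0.74 and -0.68 in the pladienolide B replicates. Of the 57 listed genes lower in pladienolide B than in DMSO replicates 1 and 3, 55 had DMSO replicate 2 in between. DDIT4 had 5104, 2095 and 4982 adjusted reads in the DMSO replicates and from 534 to 649 in pladienolide B. Across 13151 other genes, the difference of DMSO replicate 2 from one DMSO sample went with the difference of pladienolide B from the other, at a Pearson r of 0.12 and 0.12 (the lower being 0.116), where the difference between DMSO replicates 1 and 3, set against that of pladienolide B from DMSO replicate 2, gave -0.009. Genes are not independent replicates, and no p-value is given. Treated cells mixed into this sample would move it as far towards pladienolide B in every changed gene. Among genes at least 2-fold apart between pladienolide B and DMSO replicates 1 and 3, it lay a median of 28.1% of the way in 23 listed genes, but 3.86% in 92 higher genes outside the list (quartiles -7.43% and 10.8%) and 12.7% in 181 lower ones, which argues against a mixed or mislabelled sample. A weak shift towards the treated samples, at a correlation of 0.116 and mostly in genes that fell, is a candidate source of the pattern. The genes outside the list include others that respond to oxygen, so a broad shift and a shift of that response alone were not separated.

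Genes with more introns fell slightly more. Across 12167 protein-coding genes with a mean of at least 50 adjusted reads, Spearman's rho between log2 fold change and intron number was -0.113 (permutation p = 1e-05, the smallest that 100000 permutations can give), and Pearson's r with log2(introns + 1) was -0.12. The 204 genes without introns that are not histone genes had a median log2 fold change of 0.14, against -0.01 for genes with introns, while 8 histone genes without introns had -0.26. The fall was not even over the range. The median was 0.007 for 1 to 2 introns, 0.014 for 3 to 5, 0.007 for 6 to 10 and -0.015 for 11 to 20, and it was -0.112 only above 20. Among genes with 1 to 10 introns the log2 fold change per intron was -0.0030 (standard error 0.0016), which is separated neither from 0 nor from the -0.0041 across all genes with introns. These relations are across genes, which are not independent replicates, and they are weak. Across the whole range they are consistent with a small loss of transcripts with many introns, at a rho of -0.113, as inhibition of SF3B1 would give, but a loss in proportion to the introns was not shown among genes with few of them, and the length of the gene on the genome and the half-life of its transcript were not separated from it.

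Reads on snoRNA genes inside introns were used as a sign of introns left in transcripts. Over 88 snoRNA genes in 54 host genes, the median log2 fold change of the snoRNA gene minus that of its host was 0.23, and 61 of the 88 were above their host. The pooled snoRNA reads per host read were higher in each pladienolide B sample than in each DMSO sample (log2 ratio 0.24, two-sided exact permutation p = 0.1, the smallest that 3 samples against 3 allow). The pooled snoRNA reads themselves overlapped between the groups, with means of 1451 in DMSO and 1580 in pladienolide B. The pooled host reads were lower in each pladienolide B sample than in each DMSO sample, though some host genes rose. Introns left in transcripts and a fall of the pooled host reads alone cannot be told apart here, at a median difference of 0.23.

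The fall of BCL2L2 was weighed against reads counted on the overlapping BCL2L2-PABPN1 in its place. Such a move would raise BCL2L2-PABPN1, but its log2 fold change was -0.27, and on average it lost 588 adjusted reads while BCL2L2 lost 943. This argues against the reassignment of reads between these genes.

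The deposited p-values were the subject of a further test. edgeR's exact test on the recovered reads gave p-values within 1% of the deposited ones for 100% of the 22653 genes compared. These are the genes with a deposited p between 0 and 1. The paper's methods name DESeq2. Among the genes tested here, the authors' deposited table has 672 with a q below 0.05 and a 2-fold change, of which 623 were also found with limma, and 286 others with such values were not tested here because of the filter.

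Several other genes that the paper names were measured at the RNA level in these libraries. NLRP3 rose by 0.71 on the log2 scale (adjusted p = 5.9e-05 by limma), CD274 by 0.65 (adjusted p = 0.0077 by limma) and MLKL by 0.52 (adjusted p = 0.0026 by limma). GSDME had a log2 fold change of -0.38 (adjusted p = 6.2e-05 by limma), GSDMD of -0.79 (adjusted p = 4.9e-09 by limma), HMGB1 of -0.33 (adjusted p = 7.4e-05 by limma), PARP1 of -0.22 (adjusted p = 0.00033 by limma) and MYC of -0.39 (adjusted p = 9.4e-06 by limma). In each of these 8 genes the groups did not overlap. IL18 was at -0.10 (adjusted p = 0.0457 by limma), a call that was lost in 13 of its alternatives. Of the interferon-stimulated genes in Figure S1c, IFI44 was at -0.78 (adjusted p = 5.5e-06 by limma) and ISG15 at 0.13 (adjusted p = 0.314 by limma). CXCL10, with 3 to 5 reads in DMSO and 1 to 4 in pladienolide B, and CCL5, with 0 to 2 and 0, were too low to test.

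The largest falls of abundant genes were DDIT4, with a log2 fold change of -2.70, FOS (-2.36), HK2 (-2.12), MIR210HG (-1.95) and PFKFB4 (-1.93), and each pladienolide B sample was below each DMSO sample for all 5. With a mean value of at least 1, LOC154761 (-2.37), ZNF114-AS1 (-2.33) and H2BC8 (-2.25) come among the largest falls as well. ZNF114-AS1 had 2, 7 and 0 reads in the pladienolide B samples, and its log2 fold change was -3.08 without pladienolide B replicate 2 and -1.55 without replicate 3, so that its size is uncertain. That of DDIT4 lay between -3.12, without DMSO replicate 2, and -2.48. ZNF114-AS1 overlaps ZNF114, which fell by 1.07 on the log2 scale, and LOC154761 overlaps TCAF2P1, which fell by 1.38, each on the opposite strand, so that both changes are also uncertain without counting by strand. PFKFB4 overlaps UCN2, which had a log2 fold change of -1.104, on its own strand.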
